# Nonsense-mediated mRNA decay safeguards telomeres in pluripotent stem cells

**DOI:** 10.1038/s41556-026-01912-0

**Published:** 2026-03-24

**Authors:** Marta Markiewicz-Potoczny, Si Young Lee, Soniya Chatterjee, Justin W. Mabin, Anna Zinsser, Ranjodh Sandhu, Gianna Tricola, J. Robert Hogg, Eros Lazzerini Denchi

**Keywords:** Telomeres, RNA decay

## Abstract

Telomeres are protective DNA caps at chromosome ends that prevent cells from mistakenly recognizing them as broken DNA. These structures are safeguarded by a protein complex called Shelterin, particularly through the TRF2 protein encoded by Trf2. Surprisingly, in mouse embryonic stem cells, TRF2 is not essential for telomere protection, suggesting that other mechanisms compensate for its loss. Here we show that a cellular quality control system called nonsense-mediated mRNA decay (NMD), which normally eliminates defective RNA molecules, plays an unexpected role in maintaining telomere integrity in pluripotent cells. Through a genome-wide genetic screen, we discovered that NMD is essential for cell survival when TRF2 is absent. NMD accomplishes this by degrading an aberrant form of the messenger RNA encoded by Trf1, which produces the TRF1 protein, another Shelterin component. Without NMD, this aberrant RNA produces a truncated, harmful version of TRF1 that interferes with normal telomere protection. Our findings reveal that embryonic stem cells use a unique strategy for chromosome end protection, linking RNA quality control to genome stability in a previously unrecognized way.

## Abstract (web summary)

Markiewicz-Potoczny et al. report that the nonsense-mediated mRNA decay pathway protects telomeres in the absence of core Shelterin component TRF2 by regulating the stability and abundance of TRF1 at telomeres.

## Main

Telomeres are nucleoprotein structures that cap the ends of linear chromosomes, protecting them from being recognized as DNA double-strand breaks^1–4^. In mammalian cells, telomeres consist of tandem repeats of the TTAGGG sequence bound by the Shelterin complex, which is essential for maintaining telomere integrity^1,4–7^. Within Shelterin, *Trf2* (telomeric repeat-binding factor 2) plays a central role in suppressing non-homologous end joining (NHEJ)-mediated chromosome fusions^1,8^. In somatic cells, loss of TRF2 triggers rapid telomere dysfunction, NHEJ activation at every chromosome end, and genomic instability^1,7,9^. However, mouse embryonic stem (mES) cells exhibit a unique tolerance to TRF2 depletion^10,11^. In these cells, *Trf2* deletion does not trigger a strong DNA damage response, NHEJ is not activated, and cells remain viable and can be propagated indefinitely, pointing to fundamental differences in telomere protection mechanisms between pluripotent and differentiated cells.

Although telomere protection has been mainly attributed to the Shelterin complex, emerging evidence indicates that RNA metabolism also contributes to genome stability, including at repetitive and telomere-proximal regions^12–16^. Several RNA surveillance pathways have been implicated in modulating telomeric RNA species and preventing the accumulation of aberrant RNA–DNA structures at chromosome ends, suggesting that post-transcriptional control influences telomere function^16–20^.

The nonsense-mediated mRNA decay (NMD) pathway is a conserved RNA surveillance mechanism that degrades transcripts harbouring premature termination codons (PTCs)^21,22^. Beyond quality control, NMD fine-tunes normal gene expression, influences lineage decisions, shapes neuronal and immune functions, and buffers cells against genotoxic stress contributing to broader post-transcriptional gene regulatory networks that influence cellular identity and genome stability^15,16,23–27^. The central effector of the pathway is UPF1 (Up-frameshift protein 1), an RNA helicase that serves as a platform for RNA decay complex assembly and activation in response to translation termination^21,28^. UPF1 activation requires phosphorylation, a process mediated by the SMG1 (Suppressors with morphogenetic defects in genitalia 1) kinase^29–32^. Once phosphorylated, UPF1 recruits additional downstream effectors: SMG5, SMG6 and SMG7^33,34^. SMG6 exerts endonucleolytic cleavage activity on the target mRNA, while the SMG5–SMG7 complex promotes both SMG6 activity and exonucleolytic degradation through the recruitment of cellular exonucleases^35–37^. UPF1 has been shown to interact with telomere proteins, promote telomere replication and facilitate the removal of RNA–DNA hybrids (R-loops) at telomeres, contributing to genome integrity. These findings suggest that the NMD pathway may have a critical role at telomeres that extends beyond its canonical function in RNA surveillance^16,17,19,20,38^.

Here, we show that the NMD pathway tightly controls the expression of the telomere-associated gene *Trf1*. A clustered regularly interspaced short palindromic repeats (CRISPR)–Cas9 synthetic lethality screen revealed that NMD factors are essential for cell viability in the absence of TRF2. We found that the loss of TRF2 in NMD-deficient cells leads to the accumulation of DNA damage factors at telomeres, frequent formation of end-to-end chromosomal fusions and loss of cell viability. Mechanistically, NMD-depleted cells accumulate a truncated, dominant-negative *Trf1* transcript in which exon 8 is skipped (TRF1^ΔE8^), leading to the production of a truncated, dominant-negative TRF1^ΔE8^ protein. TRF1^ΔE8^ lacks the DNA-binding MYB domain, yet retains the dimerization domain, therefore enabling displacement of the full-length TRF1 (TRF1^FL^) from telomeres. In our model, NMD deficiency lowers TRF1 availability at telomeres and, when combined with TRF2 loss, results in telomere dysfunction and cell death. Together, our finding uncovers a previously unrecognized post-transcriptional mechanism of telomere protection in mES cells.

## Results

### The NMD pathway is synthetically lethal with TRF2 in mES cells

To identify genes required for telomere protection in the absence of TRF2, we performed a genome-wide CRISPR–Cas9 synthetic lethal screen in *Trf2*-deficient (*Trf2*^−/−^) and *Trf2*-proficient (*Trf2*^*f*/−^) mES cells (Fig. 1a). We identified guide RNAs (gRNAs) that were selectively depleted in *Trf2*^−/−^ cells (*β* score <−0.75) but had little or no effect in controls (*β* score >0). This approach recovered known telomere-associated factors, including *Tpp1* and *Pot1a*, previously shown to be essential for proliferation in the absence of TRF2^10,11^. In addition, we identified five components of the NMD pathway (Fig. 1a and Supplementary Table 1).

**Fig. 1:**
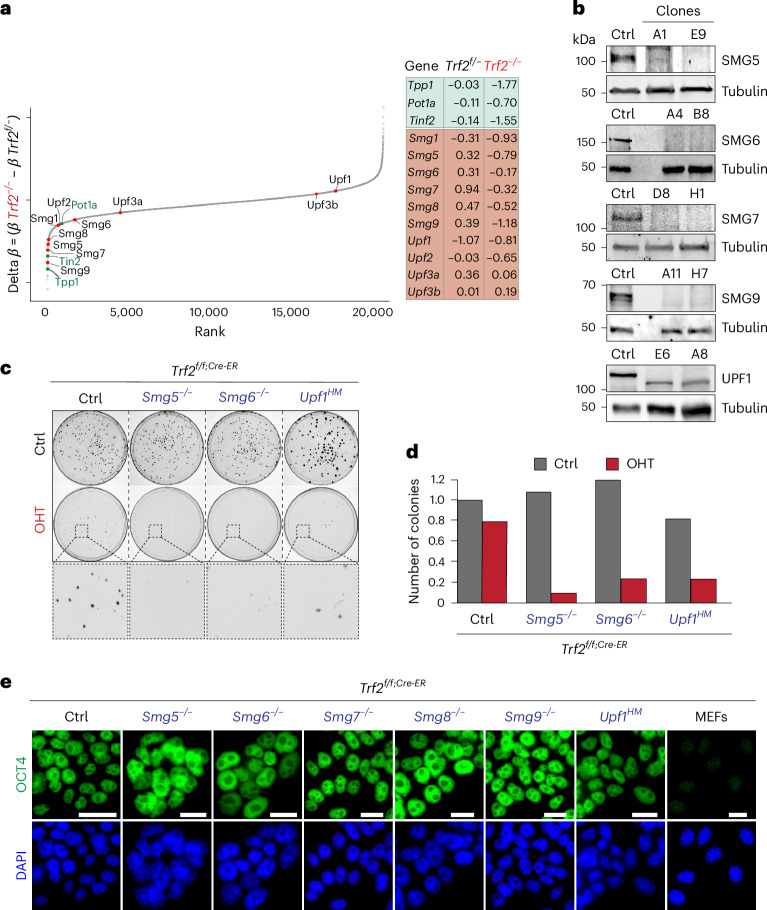
Loss of NMD leads to synthetic lethality in Trf2-deficient ES cells. **a**, A genome-wide CRISPR–Cas9 screen was performed on *Trf2*^−/−^ *and Trf2*^*f*/−^ ES cells. A rank-ordered plot shows the distribution of the difference between *β* scores (*y* axis, Delta *β* = *β* *Trf2*^−/−^ − *β* *Trf2*^*f*/−^) for all the genes targeted (about 23,000) (gene rank position, *x* axis). Genes previously been reported as synthetically lethal with *Trf2* are labelled in green, and the ones identified in this study are labelled in pink. **b**, Western blot showing efficient depletion of SMG5, SMG6, SMG7, SMG9 and UPF1. For each gene, two independent knockout clones as well as a non-edited control (Ctrl) are shown. Note that gene editing for *Upf1* results in a generation of a truncated protein leading to a hypomorph (HM) allele. Representative images from minimum two independent experiments per genotype are shown. **c**, Clonogenic survival assay was performed on cells of the indicated genotypes. OHT treatment induced TRF2 depletion. Cells were stained using crystal violet to count number of colonies (*n* = 2 biological replicates). **d**, Quantification of colonies shown in **c**: the number of colonies for each genotype was normalized to the number of colonies in the control (Ctrl) sample. For the TRF2-depleted samples (OHT) a magnification of a randomly chosen portion of the plate is shown. **e**, IF staining for the pluripotency marker OCT4 in ES cells of indicated genotypes, and mouse embryonic fibroblasts (MEFs), as a negative control. Representative images of three independently performed experiments are shown. Unprocessed blots and images are available in the Source data. Source data

To validate this result, we generated knockout clones for the NMD factors *Smg5-9* as well as *Upf1* in *Trf2*^*Flox/Cre-ER*^ mES cells, using different gRNAs from those in the initial screen. We confirmed complete depletion of SMG5–9 (Fig. 1b–d and Extended Data Fig. 1a,b), as well as gene editing for *Upf1*, which produced a truncated protein that we consider a hypomorphic allele (*Upf1*^*HM*^) (Fig. 1b and Extended Data Fig. 1a). Loss of individual NMD components had no effect on ES cell proliferation, in line with what was reported for *Smg5*-, *Smg6*- and *Smg7*-deficient ES cells^23,24^ (Fig. 1c,d and Extended Data Fig. 1b). Next, we tested whether depletion of TRF2 in NMD-deficient cells resulted in loss of cell viability. Colony formation and cell proliferation assays (Fig. 1c,d and Extended Data Fig. 1b) showed that codepletion of TRF2 and NMD factors results in strong growth suppression, suggesting a synthetic lethal interaction. The reduced level of proliferation was associated with increased levels of apoptosis (Extended Data Fig. 2c–e), as well as an impaired cell cycle progression of cells codepleted for TRF2 and NMD factors (Extended Data Fig. 2f,g). Importantly, all the knockouts analysed retained OCT4 expression (Fig. 1e and Extended Data Fig. 2a), indicating pluripotency maintenance and lack of differentiation.

### *Trf2*^−/−^ NMD-deficient ES cells exhibit telomeric DNA damage and frequent end-to-end fusions

To determine whether the synthetic lethality between *Trf2* and NMD is driven by telomere-specific defects, we asked whether telomeres are recognized as sites of DNA damage in ES cells lacking both TRF2 and NMD factors. Our data show that individual depletion of TRF2 or NMD factors did not result in the accumulation of DNA damage markers γH2AX (Fig. 2a,b) and 53BP1 (Fig. 2c,d) at telomeres. However, codepletion of TRF2 and NMD components resulted in a marked increase in the localization of both DNA damage markers at telomeres (Fig. 2a–d). These data suggest that NMD activity contributes to telomere protection in TRF2-depleted cells.

**Fig. 2:**
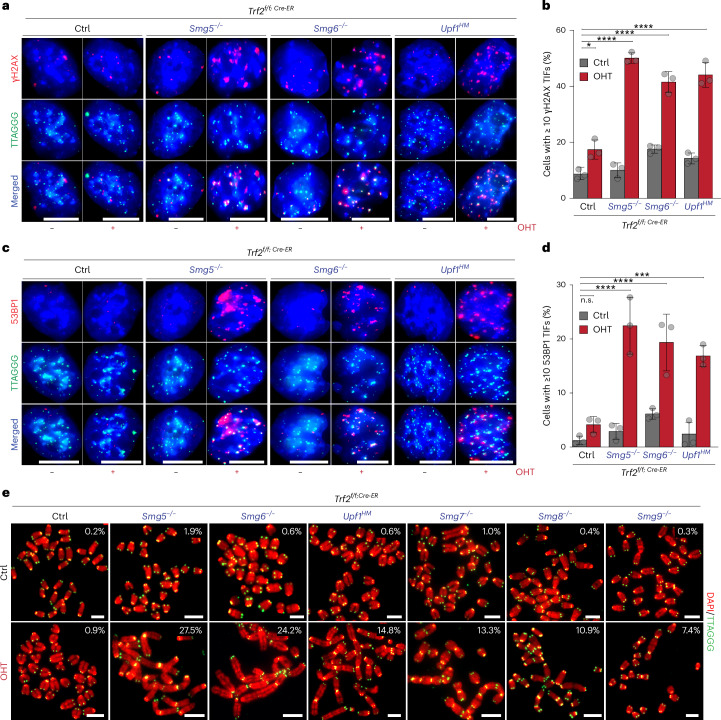
NMD is required for telomere protection in the absence of TRF2. **a**, Representative IF–FISH showing γH2AX (red) and telomeric DNA (green) in NMD-proficient cells (Ctrl) and NMD-deficient ES cells with or without OHT treatment to induce TRF2 depletion. **b**, Quantification of telomere dysfunction-induced foci (TIFs) in **a**, defined as ≥10 γH2AX foci colocalizing with telomeres. Data are mean ± s.d. from three biological replicates. Statistical analysis (*n* = 3 biological replicates) by one-way ANOVA; *P = 0.0117, ****P = 0.0001. **c**, Representative IF–FISH images showing 53BP1 (red) and telomeric DNA (green) in the indicated genotypes ± OHT. **d**, Quantification of TIFs as in **b** using 53BP1 foci colocalization. Data are mean ± s.d. from three biological replicates. Statistical analysis (*n* = 3 biological replicates) by one-way ANOVA; n.s., not significant (*P* = 0.9153), ***P = 0.0002, ****P = 0.0001. In **b**–**d**, more than 551 cells in total per genotype were scored. For details on the exact cell number per genotype, see the Source data. **e**, Representative metaphases from ES cells with indicated genotypes ± OHT. Telomeric fusions per metaphase are indicated within each panel. More than 1,981 chromosomes in total per genotype were scored (*n* = 3 biological replicates). For details on the exact chromosome number per genotype, see the  Source data. For additional data, see Extended Data Fig. 2b. Source numerical data, unprocessed blots and images are available in the Source data. Source data

Next, we assessed whether TRF2-depleted telomeres, in the absence of NMD activity, undergo end-to-end chromosome fusions. Metaphase analysis confirmed that the deletion of *Trf2* is not sufficient to trigger telomere fusions (Fig. 2e) and revealed that NMD single knockouts show no increase in fusions relative to the parental cell line (Fig. 2e and Extended Data Fig. 2b). By contrast, TRF2 depletion in the context of an NMD-deficient background resulted in frequent fusions (Fig. 2e and Extended Data Fig. 2b). The frequency of telomeric fusions varied among the different NMD-deficient backgrounds. *Smg5*^−/−^ and *Smg6*^−/−^ showed the highest fusion rates (27.5% and 24.2%), followed by *Upf1*^*HM*^ and *Smg7*^−/−^ (14.8% and 13.3%), while *Smg8*^−/−^ and *Smg9*^−/−^ exhibited lower levels (10.9% and 7.4%) (Fig. 2e and Extended Data Fig. 2b). Despite these differences, all the *Trf2*^−/−^ *NMD*^−/−^ cell lines analysed showed frequent telomere fusions and failed to proliferate (Figs. 1c and 2e and Extended Data Figs. 1b and 2b). Thus, the observed DNA damage activation at telomeres and frequent chromosome fusions provide a mechanistic basis for the synthetic lethality between *Trf2* loss and impaired NMD in ES cells.

### Acute NMD inhibition in ES cells results in telomeric fusions

To rule out clonal selection artefacts, we acutely inhibited NMD using two approaches. To this end, we used two independent approaches. First, we introduced a TAG degron (dTAG)^39^ at the endogenous *Upf1* locus (Extended Data Fig. 3a,b) in *Trf2*^*Flox/Cre-ER*^ mES cells. Upon addition of the dTAG ligand, UPF1 is rapidly degraded as confirmed by western blot and immunofluorescence (IF) (Fig. 3a,b). In these cells, TRF2 was first depleted with OHT, then UPF1 was degraded through dTAG treatment for 48 h. Notably, in this setting, codepletion of TRF2 and UPF1 also resulted in frequent telomeric fusions (~12%) (Fig. 3c,d), comparable to those observed in constitutive knockout cell lines (Fig. 2e and Extended Data Fig. 2b). This is in striking contrast to the phenotype of cells depleted for either *Trf2* or *Upf1* alone (Fig. 2e and Extended Data Fig. 2b). This result indicates that acute disruption of NMD is sufficient to compromise telomere protection, excluding a confounding effect arising during clonal selection of NMD-deficient cells. As an alternative method, we pharmacologically inhibited the NMD pathway using the SMG1 inhibitor 11j (SMG1i), a pyrimidine analogue that blocks UPF1 phosphorylation^40^ (Extended Data Fig. 3c). We first deleted TRF2 through OHT treatment, followed by treatment with the NMD-inhibitor 11j (1 µM) for an additional 48 h. Similar to the data obtained by genetic ablation, SMG1i treatment in TRF2-depleted ES cells led to frequent telomeric fusions (~15%) (Fig. 3e,f). Consistent with these findings, we also observed a notable growth defect in cells treated with SMG1i (1 μM and 2 μM) in conjunction with OHT-mediated TRF2 deletion (Fig. 3g). Collectively, these data further corroborate the notion that NMD activity contributes to telomere protection in mES cells in the absence of TRF2.

**Fig. 3:**
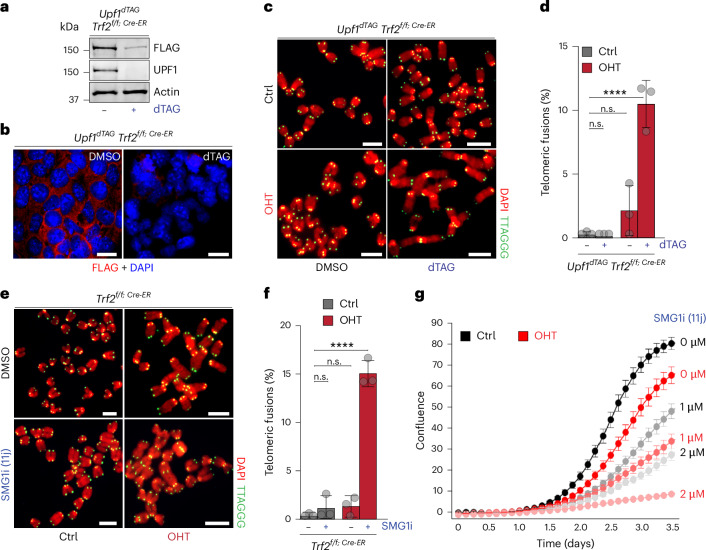
Effects of acute NMD depletion on viability and telomere integrity in *Trf2*^−/−^ ES cells. **a**, Western blot showing expression of UPF1 in *Upf1*^*dTAG*^ ES cells either treated with dimethyl sulfoxide (DMSO) (−) or treated with the small molecule dTAG-13 (+). Detection performed by antibody detecting endogenous UPF1, or by anti-FLAG antibody detecting *Upf1*^*dTAG-FLAG*^. Representative images from minimum two independent experiments per genotype are shown. **b**, FLAG IF in UPF1^dTAG^ treated with DMSO or dTAG-13 (dTAG). **c**, FISH for telomeric DNA (green) and DAPI staining (red) on metaphases derived from TRF2-proficient (Ctrl) or TRF2-deficient (OHT) ES cells, either left untreated (DMSO) or treated with dTAG-13 (dTAG) to degrade UPF1. **d**, Quantification of telomeric fusions shown in **c**, mean ± s.d. from three (*n* = 3) biological replicates. More than 1,656 chromosomes per genotype were scored. For details on the exact chromosome number per genotype, see the Source data. Statistical analysis by one-way ANOVA; n.s., not significant (*P* > 0.9999; *P* = 0.3962), ****P = 0.0001. **e**, Representative metaphases from ESCs treated with the SMG1 inhibitor 11j ± OHT. **f**, Quantification of telomeric fusions in **e**, mean ± s.d., *n* = 3 biological replicates. Statistical analysis by one-way ANOVA; n.s., not significant (*P* = 0.7548, *P* = 0.6116), ****P = 0.0001. More than 2,130 chromosomes per genotype were scored. For details on the exact chromosome number per genotype, see the Source data. **g**, Cell proliferation of TRF2-proficient (black lines) and TRF2-deficient (OHT-treated, red lines) cells in the presence of increasing concentrations of the SMG1 inhibitor (SMG1i). Cells were either untreated (0 μM) or treated with the indicated doses of SMG1i. Proliferation was monitored by confluence using the Incucyte S3 system. Data represent the mean ± s.d derived from the analysis of 49 images per condition. Representative images from minimum two independent experiments per genotype are shown. Source numerical data, unprocessed blots and images are available in Source data.

### NMD deficiency results in accumulation of a dominant-negative TRF1 isoform (TRF1^ΔE8^) by preventing its degradation

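Total RNA from mouse ES cells of 4 genotypes was sequenced after ribosomal RNA depletion, with 3 libraries per genotype. The paper describes 3 biologically independent experiments, and the samples' labels do not state the clone of each library. If the libraries of a genotype come from a single clone, the SDs and p-values below measure spread within that clone. An effect of the clone could then not be told apart from an effect of the genotype. Ctrl cells are NMD-proficient Trf2f/f cells, and Smg5−/−, Smg6−/− and Upf1HM cells are edited in a gene of the decay pathway: SMG6 is the endonuclease that cuts NMD targets, SMG5 links them to decay enzymes and UPF1 is the central helicase. In Smg6−/− cells the main Smg6 isoform (MSTRG.2317.1) was at 0.727 ± 0.413 CPM (counts scaled to library size, mean ± SD, n = 3) against 79.7 ± 1.34 in Ctrl cells. Another Smg6 isoform (MSTRG.2317.2), at 0 in every Ctrl library, was at 24.4 ± 1.31 CPM (SD, n = 3) in these cells. Each Smg6−/− library had it, at 22.9 to 25.3 CPM. It has a gap inside exon 2 of the main isoform, between 74821201 and 74821351 on chromosome 11. In Upf1HM cells the main Upf1 isoform (MSTRG.14160.1) was at 1.93 ± 2.20 CPM against 309 ± 1.07 in Ctrl cells (SD, n = 3). Other Upf1 isoforms were higher there: MSTRG.14160.3 was at 144 ± 7.73 CPM against 4.86 ± 2.39 in Ctrl (SD, n = 3). MSTRG.14160.2 and MSTRG.14160.5, at 0 in Ctrl, were at 112 ± 4.00 and 41.7 ± 5.44 CPM (SD, n = 3). MSTRG.14160.3 and MSTRG.14160.5 have a gap inside exon 1 of the main isoform, between 70805484 and 70805623 on chromosome 8. In MSTRG.14160.2 the gap, between 70805197 and 70805666, takes in the end of that exon. These isoforms and Smg6 MSTRG.2317.2 may be the edited alleles or other splice forms, which the counts cannot tell apart. With all isoforms together, the summed level of Upf1 in Upf1HM cells was 304 ± 1.57 CPM against 369 ± 19.8 in Ctrl cells (SD, n = 3). Smg5 RNA was not lower in Smg5−/− cells: the summed gene was at 472 ± 68.5 CPM against 149.8 ± 25.8 in Ctrl cells (SD, n = 3), and at 319 ± 31.6 in Smg6−/− and 329 ± 17.3 in Upf1HM cells. The Smg5 isoform MSTRG.9247.2 was at 64.6 ± 8.39 CPM in Smg5−/− cells and at 6.97 ± 0.293 in Ctrl cells (SD, n = 3). The RNA level of Smg5 alone therefore does not check the label of the Smg5−/− libraries. The authors trimmed the paired-end reads with Cutadapt, assembled isoforms per library with StringTie, merged them over all genotypes and counted each library with STAR and RSEM, which gives expected counts per isoform for 26035 isoforms with a gene name. The methods name mm10 with the GENCODE vM27 annotation for the first alignment, while the labels and the splicing methods name mm39, and the coordinates below are those of the authors' transcript annotation. Library totals ran from 34330553 to 48040832 expected counts. The counts were rounded and each genotype was compared with Ctrl (3 libraries against 3) by edgeR's quasi-likelihood test after TMM scaling. A log2 fold change beyond 1 in either direction and a Benjamini-Hochberg adjusted p under 0.05 made a call, for isoforms and for counts summed per gene. Ctrl replicate 2 stood apart from the other Ctrl libraries, with 7.38% of its counts on 18S ribosomal RNA against 3.76% and 3.83%, and a mean Spearman correlation with its group of 0.932. Upf1HM replicate 3 also had more counts on 18S ribosomal RNA, 6.48% against 3.28% and 3.601% in the other Upf1HM libraries.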

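Most measured host genes of small nucleolar RNAs (snoRNAs) were higher in each NMD-deficient genotype than in Ctrl cells. Of 19 measured host genes, whose spliced transcripts carry snoRNAs in their introns, 15 were higher and 1 was lower in Smg5−/− cells at an adjusted p under 0.05 from edgeR, and 3 did not pass (17 higher and 2 lower when adjusted over the list alone). In Smg6−/− cells 12 were higher, none was lower and 7 did not pass (12 and 1 adjusted over the list alone). In Upf1HM cells 13 were higher, none was lower and 6 did not pass (14 and 1 adjusted over the list alone). Their median log2 fold changes were 2.09, 0.88 and 1.25. Snhg12 rose from 9.41 CPM in Ctrl to 661 CPM in Smg5−/− cells, a log2 fold change of 6.15 (standard error 0.12, adjusted p = 1.76e-06 from edgeR), and its log2 fold changes in Smg6−/− and Upf1HM cells were 2.19 and 2.15. Snhg1 had log2 fold changes of 4.73, 2.37 and 2.07 in the same order, and Snhg15 of 4.57, 1.36 and 1.72. A camera test with a preset correlation of 0.01 called the host genes in all 3 genotypes (adjusted p = 2.28e-47, 1.08e-17 and 2.63e-19). With an estimated correlation the call held in Smg5−/− cells (adjusted p = 0.0208) and was lost in Smg6−/− and Upf1HM cells (adjusted p = 0.109 and 0.124). Of 11 measured genes of the NMD pathway itself, 7 were higher and none lower in Smg5−/− cells (7 and 0 adjusted over the list alone), and 6 were higher and Smg6 was lower in Smg6−/− cells (7 and 1). In Upf1HM cells 5 were higher and none lower (7 and 1 adjusted over the list alone). In Smg5−/−, Smg6−/− and Upf1HM cells 4, 4 and 6 of them did not pass. Smg1, the kinase that phosphorylates UPF1, had a log2 fold change of 1.29 in Smg5−/− cells (standard error 0.17, adjusted p = 0.00169 from edgeR) and of 0.89 and 0.86 in Smg6−/− and Upf1HM cells. Camera gave adjusted p = 0.00106, 0.0652 and 0.000997 for this list, and 0.178, 0.469 and 0.124 as the adjusted p with an estimated correlation. The estimated correlation was −0.061 in Smg5−/− and −0.039 in Upf1HM cells, under the preset 0.01. Correlation among members therefore does not explain the loss of these 2 calls. Chaserr, a long noncoding RNA next to Chd2, rose in all 3 genotypes, with log2 fold changes of 4.84, 3.62 and 2.31. Of 14 measured genes of a histone list, which also holds the replacement histone genes H3f3a, H3f3b, H2az1 and H1f0, 12 were lower in Smg5−/− cells and none was higher (13 and 0 adjusted over the list alone), with H2bc4 at a log2 fold change of −1.01 and H1f0 at −1.12. The camera test gave adjusted p = 0.000294 for them, and adjusted p = 0.382 with an estimated correlation. Of 21 naive pluripotency genes, 7 were lower in Smg5−/−, 5 in Smg6−/− and 5 in Upf1HM cells, and none was higher (7, 5 and 6 lower adjusted over the list alone), among them Klf4 at −1.11 in Smg5−/− cells, and the camera call in Smg5−/− cells (adjusted p = 0.0214) was lost with an estimated correlation (adjusted p = 0.59). Pou5f1, which encodes OCT4, had log2 fold changes of −0.46, −0.04 and −0.11, with adjusted p = 0.0558, 0.851 and 0.61 from edgeR. In all, edgeR called 996 genes higher and 744 lower of 11948 in Smg5−/− cells, 278 and 227 of 11947 in Smg6−/− cells, and 190 and 372 of 11946 in Upf1HM cells. The balance in Smg6−/− cells turned with DESeq2 (315 higher and 380 lower), with all 12 libraries in one fit (327 and 370) and without Ctrl replicate 3 (279 and 331). The count of 505 genes in Smg6−/− cells fell to 83 and 82 without Smg6−/− replicate 1 or 2, and that of 562 in Upf1HM cells fell to 157, 152 and 343 without Upf1HM replicates 1, 2 and 3.

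**Figure D1:**
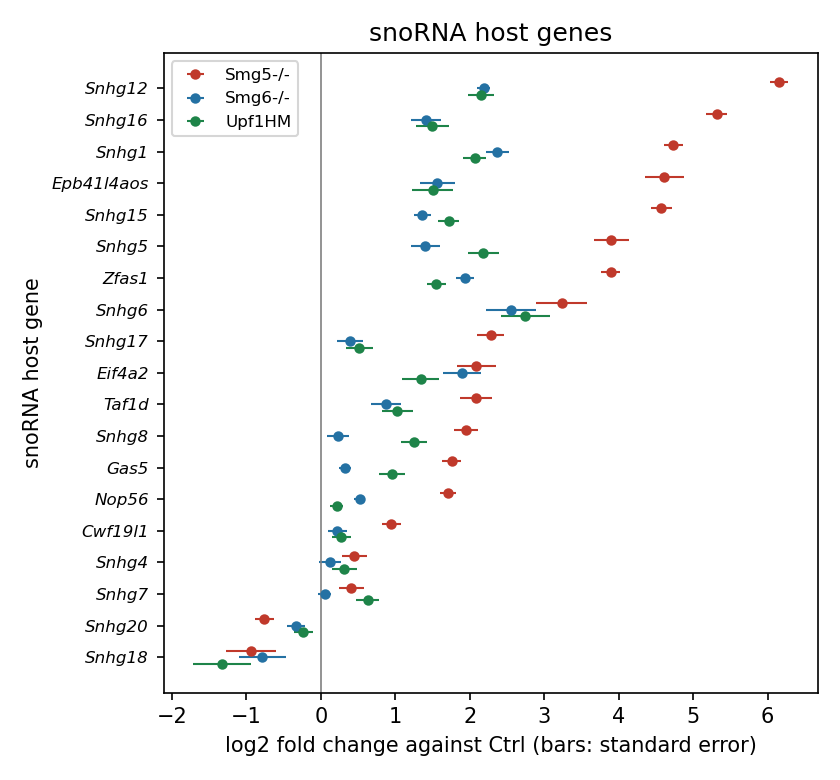
Log2 fold change against Ctrl (x axis) of each measured snoRNA host gene (y axis) in Smg5−/−, Smg6−/− and Upf1HM cells, with bars for the standard error. Snhg12 has a log2 fold change of 6.15 in Smg5−/− cells and of 2.19 and 2.15 in the other genotypes.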

RNA sequencing (RNA-seq) analysis of *Smg5*^−/−^*, Smg6*^−/−^ and *Upf1*^*HM*^ cell lines identified genes deregulated by NMD loss. 

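The most isoforms were called in Smg5−/− cells, and isoforms of Rabggtb, Son and Clcn6 rose in all 3 genotypes. In Smg5−/− cells 3226 isoforms were higher and 1293 lower than in Ctrl cells, of 23902 tested. In Smg6−/− cells 748 were higher and 231 lower of 23675, and in Upf1HM cells 661 were higher and 354 lower of 23611. An isoform of Rabggtb, a subunit of the enzyme that attaches lipids to RAB proteins, was at 0 in every Ctrl library and at 130.2 ± 17.2 CPM in Smg5−/− cells (SD, n = 3), at least 5060-fold higher against a floor of 3 counts over the 3 Ctrl libraries. It was at 29.8 CPM in Smg6−/− and 13.95 CPM in Upf1HM cells (at least 1157-fold and 542-fold higher). An isoform of Son, which encodes a splicing cofactor, went from 0 to 62.0, 37.6 and 25.9 CPM in the 3 genotypes, and one of Clcn6, a chloride channel family gene, from 0 to 61.6, 19.2 and 17.4 CPM. Thrap3, another splicing cofactor gene, exchanged isoforms in Smg5−/− cells: MSTRG.10325.6 was at 151 ± 8.40 CPM in Ctrl and at 0 in Smg5−/− cells, while MSTRG.10325.5 went from 0 to 66.3 ± 11.5 CPM (SD, n = 3). The genotypes were also compared directly in a fit of all 12 libraries. Of the isoforms tested there, 1809 were higher and 915 lower in Smg5−/− than in Smg6−/− cells, and 2135 were higher and 953 lower in Smg5−/− than in Upf1HM cells. Over the 23233 isoforms tested in all 3 comparisons, the median size of the log2 fold change was 0.54 in Smg5−/−, 0.35 in Smg6−/− and 0.36 in Upf1HM cells. Together, higher and lower isoforms were 979 in Smg6−/− and 1015 in Upf1HM cells, but 2138 and 2185 with DESeq2, 1951 and 2184 with all 12 libraries in one fit, and 0 and 0 with a replicate block. With 2 libraries in place of 3 in a group the counts moved widely: in Smg6−/− cells they were 113, 126 and 290 without Smg6−/− replicates 1, 2 and 3, and 565 and 1470 without Ctrl replicates 1 and 2. In Upf1HM cells they were 51, 46 and 187 without Upf1HM replicates 1, 2 and 3, and 434 and 550 without Ctrl replicates 1 and 3, and in Smg5−/− cells 2814 and 2935 without Smg5−/− replicates 1 and 2.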

Differential isoform expression analysis in *Smg5*^−/−^*, Smg6*^−/−^ and *Upf1*^*HM*^ revealed that loss of SMG5 had the most pronounced effect compared with the depletion of other NMD factors (Fig. 4a), consistent with previous reports^23,37,41^. This analysis identified 501 transcript isoforms that were differentially expressed across all three genotypes (Fig. 4a and Supplementary Table 2). 

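Isoforms called in all 3 genotypes were mostly higher than in Ctrl cells. By edgeR's test, at the thresholds of the paper's methods, 446 isoforms of 407 genes were called in all 3: 384 were higher in each genotype, 57 were lower in each and 5 went different ways. Among them were the Rabggtb and Son isoforms, the Srsf3 isoform MSTRG.6247.2 and the Acd isoform MSTRG.14488.4 (Acd encodes the shelterin protein TPP1), the last at 0 in Ctrl and at 1.55, 1.09 and 0.753 CPM in Smg5−/−, Smg6−/− and Upf1HM cells. A further 304 isoforms were called in Smg5−/− and Smg6−/− cells, 285 in Smg5−/− and Upf1HM cells and 54 in Smg6−/− and Upf1HM cells. In Smg5−/− cells alone 3484 were called, in Smg6−/− cells 175 and in Upf1HM cells 230. Of the 748 isoforms higher in Smg6−/− cells, 618 (82.6%) were also higher in Smg5−/− cells, where independent lists would share 103. Of the 661 higher in Upf1HM cells, 549 (83.1%) were, where independent lists would share 91.2. Of the lower isoforms, 123 of 231 (53.2%) in Smg6−/− and 169 of 354 (47.7%) in Upf1HM cells were also lower in Smg5−/− cells, where independent lists would share 12.7 and 19.6. Independent lists would hold 2.96 isoforms higher in all 3 and 0.196 lower in all 3. The legend of Supplementary Table 2 gives other thresholds, an unadjusted p under 0.05 and a log2 fold change beyond 1.5, at which 730 isoforms were shared, and DESeq2 gave 996, all 12 libraries in one fit 1139 and a replicate block 0. Because the comparisons share their Ctrl libraries, unchanged groups were also simulated against the same controls, and these gave a mean of 0 shared calls over 10 sets. Part of the excess may come from the shared controls, since 3 libraries cannot be split into separate sets of 2. The shared count was 209 and 271 without Ctrl replicates 1 and 3, 88, 93 and 167 without Smg6−/− replicates 1, 2 and 3, and 34, 31 and 109 without Upf1HM replicates 1, 2 and 3.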

The depletion of NMD factors led to both upregulation and downregulation of RNA isoforms, including well-established NMD targets such as *Srsf3* (Fig. 4c,d and Extended Data Fig. 4c). 

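Srsf3, which encodes a serine- and arginine-rich (SR) splicing factor, shifted toward its isoform with a premature stop codon in all 3 genotypes. That isoform (MSTRG.6247.2) was at 26.5 ± 3.65 CPM in Ctrl and at 437 ± 5.58 in Smg5−/−, 79.1 ± 3.86 in Smg6−/− and 60.7 ± 10.2 in Upf1HM cells (SD, n = 3). Its log2 fold change was 4.09 in Smg5−/− cells (standard error 0.13, adjusted p = 7.86e-05 from edgeR), 1.59 in Smg6−/− cells (standard error 0.12, adjusted p = 0.0039) and 1.20 in Upf1HM cells (standard error 0.16, adjusted p = 0.0184). The isoform without a premature stop codon (MSTRG.6247.1) had log2 fold changes of −0.96, −0.04 and 0.05, with adjusted p = 0.00575, 0.852 and 0.836 from edgeR, so that none met both thresholds. In the direct contrasts MSTRG.6247.2 was higher in Smg5−/− cells than in Smg6−/− cells by 2.47 and than in Upf1HM cells by 2.85 on the log2 scale (adjusted p = 3.45e-06 and 2.43e-06 from edgeR). Of 10 measured SR protein genes, 5 were higher and none lower in Smg5−/− cells (6 and 0 adjusted over the list alone), with Srsf7 at a log2 fold change of 1.03, and none passed in Smg6−/− or Upf1HM cells (0 and 0 adjusted over the list alone in each). The camera test gave adjusted p = 0.0299, 0.52 and 0.0465 for this list, and adjusted p = 0.59, 0.761 and 0.517 with an estimated correlation. Of 22 other splicing regulators known to carry poison exons or to control their own mRNA, 11 were higher and 1 lower in Smg5−/− cells (11 and 1 adjusted over the list alone), 4 were higher in Smg6−/− cells (5 adjusted over the list alone) and 5 were higher in Upf1HM cells (6 adjusted over the list alone). Hnrnpdl rose in each, by 1.60, 1.24 and 1.07 on the log2 scale, and Hnrnph3, Tra2a and Rbm39 rose in Smg5−/− cells by 1.96, 1.28 and 1.03. For these regulators camera gave adjusted p = 0.000294, 0.00562 and 0.00157, and adjusted p = 0.561, 0.55 and 0.517 with an estimated correlation. Without Ctrl replicate 2 the camera call of the SR protein genes was lost in Smg5−/− and Upf1HM cells (limma camera, adjusted p = 0.097 and 0.113), as it was without Smg5−/− replicate 3 and Upf1HM replicate 3 (0.0771 and 0.0685). The call of Srsf3 MSTRG.6247.2 in Upf1HM cells was lost without Ctrl replicate 1 (adjusted p = 0.0577 from edgeR) and without Upf1HM replicate 1, 2 or 3 (adjusted p = 0.0827, 0.0825 and 0.0536). With a replicate block its call was lost in both Smg6−/− and Upf1HM cells (log2 fold changes of 1.58 and 1.20).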

Notably, among the genes significantly affected upon NMD inhibition was *Trf1*, which encodes the telomere-associated protein TRF1 (Fig. 4b–d and Extended Data Fig. 4a–c). 

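Trf1 is named Terf1 in the authors' annotation, and its summed RNA rose in Smg5−/− cells, from 78.1 CPM in Ctrl to 169 CPM. This is a log2 fold change of 1.13 (standard error 0.24, adjusted p = 0.00961 from edgeR). In Smg6−/− and Upf1HM cells the log2 fold changes were 0.39 (adjusted p = 0.279 from edgeR) and 0.50 (adjusted p = 0.179). Ctrl replicate 2 was at 49.0 CPM against 89.4 and 96.0 in the other Ctrl libraries, and without it the log2 fold changes were 0.88, 0.13 and 0.25 (adjusted p = 0.000466, 0.12 and 0.0404 from edgeR), so that Smg5−/− cells no longer passed the fold threshold. Terf2, the target of the floxed allele in all these cells, had log2 fold changes of 1.67 in Smg5−/− cells (standard error 0.34, adjusted p = 0.00791 from edgeR), 1.31 in Smg6−/− cells (standard error 0.33, adjusted p = 0.0434) and 1.18 in Upf1HM cells (standard error 0.33, adjusted p = 0.0537). Pot1b rose in Smg5−/− cells by 1.39 on the log2 scale and Acd by 0.94, whereas Pot1a had log2 fold changes of −0.28, 0.24 and 0.21 that did not pass. Of the 7 shelterin genes, which encode the complex that caps telomeres, 4 were higher in Smg5−/− cells, 2 in Smg6−/− and 2 in Upf1HM cells, and none was lower (4, 4 and 3 higher adjusted over the list alone). The camera test gave adjusted p = 0.0396, 0.0351 and 0.0114, and adjusted p = 0.31, 0.422 and 0.216 with an estimated correlation. The shelterin call was also lost in Smg5−/− cells with limma-voom (camera adjusted p = 0.0682) and without Ctrl replicate 1 (0.0513) or Smg5−/− replicate 3 (0.0852). In Smg6−/− cells it was lost without Ctrl replicate 3 (0.0645) or Smg6−/− replicate 3 (0.0509). Of 21 genes of telomerase, the CST complex and other telomere maintenance, 5 were higher and 2 lower in Smg5−/− cells (4 and 2 adjusted over the list alone), 1 was higher and none lower in Smg6−/− cells (1 and 0 adjusted over the list alone), and 3 were higher and none lower in Upf1HM cells (3 and 2 adjusted over the list alone). Rtel1, a telomere helicase gene, rose by 1.37 in Smg5−/− cells, and Stn1, a CST gene, fell by 1.14 there on the log2 scale. The list itself was not called (limma camera, adjusted p = 0.603, 0.577 and 0.358). Of 25 genes of end joining and double-strand break signalling, 8 were higher and 2 lower in Smg5−/− cells (10 and 2 adjusted over the list alone). Polq, which encodes the end-joining polymerase theta, rose there by 1.73 and Trp53bp1, which encodes 53BP1, by 1.08. The camera call of this list in Smg5−/− cells (adjusted p = 0.0299) was lost with an estimated correlation (adjusted p = 0.258) and without Smg5−/− replicate 3 (0.0642). The estimated correlation was −0.006 for this list in Smg5−/− cells. For shelterin it was −0.042, −0.075 and −0.032 in Smg5−/−, Smg6−/− and Upf1HM cells. All are under the preset 0.01, so correlation among members does not explain the loss of these calls.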

Transcriptome analysis revealed that NMD-deficient cell lines accumulate a splice variant of *Trf1* lacking exon 8 (*Trf1*^*ΔE8*^) (Fig. 4b and Extended Data Fig. 4a). This isoform is predicted to be a NMD target owing to the presence of PTCs in exon 9 (Extended Data Fig. 4f). 

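The Trf1 (Terf1) isoform that lacks exon 8 (MSTRG.67.1) rose in Smg5−/− and Upf1HM cells. In Smg6−/− cells its higher level did not pass edgeR's test of 3 libraries against 3, though it passed with some alternatives. It was at 1.63 ± 1.03 CPM in Ctrl, 25.5 ± 4.19 in Smg5−/−, 7.90 ± 1.06 in Smg6−/− and 8.76 ± 0.697 in Upf1HM cells (SD, n = 3). The log2 fold changes were 3.99 in Smg5−/− cells (standard error 0.54, adjusted p = 0.0041 from edgeR), 2.28 in Smg6−/− cells (standard error 0.53, adjusted p = 0.0581) and 2.42 in Upf1HM cells (standard error 0.52, adjusted p = 0.0496). The most abundant isoform, MSTRG.67.3, contains exon 8 and had log2 fold changes of 0.81, 0.25 and 0.36 (adjusted p = 0.0569, 0.575 and 0.417 from edgeR). In the direct contrasts MSTRG.67.1 was higher in Smg5−/− than in Smg6−/− cells by 1.69 (adjusted p = 0.0112 from edgeR) and than in Upf1HM cells by 1.54 on the log2 scale (adjusted p = 0.0139). In the authors' annotation on chromosome 1, exon 7 runs from 15901731 to 15901790, exon 8 from 15903625 to 15903713 and exon 9 from 15908406 to 15908512. MSTRG.67.1 joins exon 7 to exon 9 and has a first exon of 2966 nt that starts 2654 nt upstream of that of MSTRG.67.3. The call in Upf1HM cells was lost without Ctrl replicate 1 or 3 (adjusted p = 0.0577 and 0.106 from edgeR) and without Upf1HM replicate 1, 2 or 3 (0.163, 0.168 and 0.123). It was also lost with no scaling beyond library size, no low-count filter and a replicate block. Smg6−/− cells gained the call with limma-voom (adjusted p = 0.0333) and DESeq2 (0.000658). With edgeR they gained it with all 12 libraries in one fit (0.00521) and without Ctrl replicate 2 (0.0247). They did not gain it with RLE factors, no scaling beyond library size, other low-count filters, a replicate block or without any other library.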

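Exon 8 of Trf1 (Terf1) has 89 nt, which leaves a remainder of 2 after division by 3, so that joining exon 7 (60 nt) to exon 9 (107 nt) shifts the reading frame. In the GENCODE M21 transcript that matches MSTRG.67.3, read from its annotated start codon with exon 8 left out, the shifted frame meets a TGA stop codon at base 2 of exon 9. This stop lies 103 nt upstream of the last exon-exon junction, beyond the 50 nt that were taken as the limit for a premature stop codon. The sequence around the new junction is AGTGGATACAGTATCCTCAATAAG at the end of exon 7 and GTGAAACAACGATGGAAAGGAACC at the start of exon 9. The predicted protein has 303 residues against 421 in the full-length protein, and shares all of its residues with the N-terminal part of it. MSTRG.67.2, which contains exon 8, also has a premature stop codon, 353 nt upstream of the last junction, with a frame placed by partly shared structure, while MSTRG.67.3 and MSTRG.67.4 have none. From premature stop codons in exon 9 (Extended Data Fig. 4f), the paper predicts that NMD targets the transcript without exon 8.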

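Trf1 (Terf1) transcripts without exon 8 made up a small share of all Trf1 transcripts in Ctrl cells and a larger one in each NMD-deficient genotype. The share was 1.05 ± 0.498% in Ctrl, 9.46 ± 1.17% in Smg5−/−, 4.41 ± 0.594% in Smg6−/− and 4.49 ± 0.282% in Upf1HM cells (SD, n = 3). Every library of each NMD-deficient genotype had a higher share than every Ctrl library (exact permutation test, two-sided, p = 0.1 for each genotype, the smallest p that 3 libraries against 3 allow). The Ctrl shares lay between 0.650% and 1.61%, and the Smg5−/− libraries between 8.29% and 10.6%. The share is that of MSTRG.67.1 in the 4 assembled Terf1 isoforms, with each isoform's expected counts divided by its length. Without the division by length the shares were 1.89% in Ctrl, 15.7% in Smg5−/−, 7.73% in Smg6−/− and 7.90% in Upf1HM cells, since MSTRG.67.1 has 5660 nt and MSTRG.67.3 has 3095 nt. RSEM assigns reads over the whole isoform, so a share of this kind also rests on reads that do not cross exons 7 to 9. In the paper's junction reads, Ctrl replicates 1, 2 and 3 each have 0 from exon 7 to exon 9. They have 1449, 580 and 1448 from exon 7 to exon 8. The Ctrl share is therefore not backed by any of these junction reads. Every NMD-deficient library has reads from exon 7 to exon 9, from 252 to 1147. From these reads the percent skipping is 45.1 in Smg5−/−, 21.5 in Smg6−/− and 19.0 in Upf1HM cells. A junction percent and a share of isoforms are different measures. The lower shares therefore do not show that the paper's estimate is too high.

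**Figure D2:**
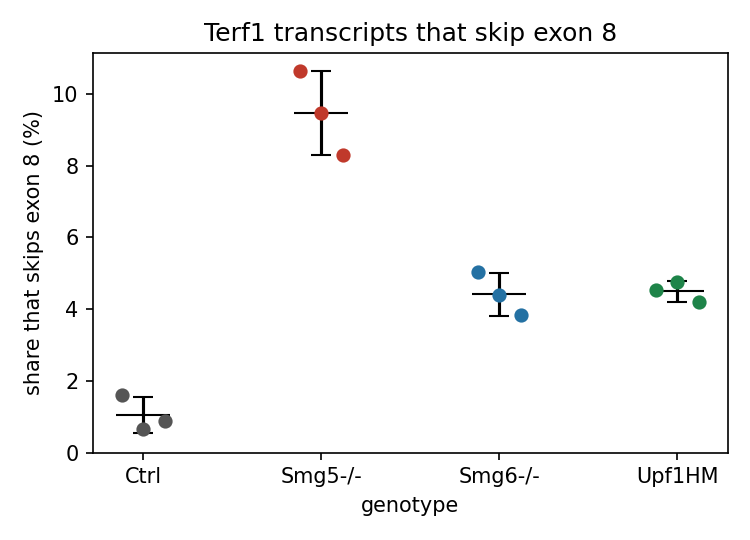
Share of Terf1 transcripts that skip exon 8, in percent (y axis), in each library of the 4 genotypes (x axis), with points for libraries and bars for the mean and SD. The Smg5−/− libraries lie between 8.29% and 10.6%, all above the Ctrl libraries.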

Based on isoform abundances in our RNA-seq dataset, we estimate that TRF1^ΔE8^ isoform accounts for approximately 20–50% of total *Trf1* transcripts in NMD-deficient cells (Extended Data Fig. 4a–c). 

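Isoforms with a predicted premature stop codon (PTC) were concentrated among those that rose in each genotype. In Smg5−/− cells 266 of 700 higher isoforms (38.0%) carried a predicted PTC against 2.48% of the other tested isoforms (odds ratio 24.1, Fisher's exact test, two-sided, p = 6.15e-193). In Smg6−/− cells 95 of 188 (50.5%) did against 3.77% (odds ratio 26.0, Fisher's exact test, p = 3.21e-78), and in Upf1HM cells 93 of 163 (57.1%) against 3.77% (odds ratio 33.9, p = 2.56e-83). Among lower isoforms the PTC-carrying ones were 6 of 800 in Smg5−/− cells (Fisher's exact test, p = 8.95e-11), 1 of 126 in Smg6−/− cells (p = 0.0479) and 0 of 221 in Upf1HM cells (p = 5.45e-05). Of the isoforms called higher in all 3 genotypes, 83 had a predicted frame and 65 of these (78.3%) carried a PTC, whereas none of 33 lower in all 3 did. The Srsf3 isoform MSTRG.6247.2 is among the isoforms with a predicted PTC. Other isoforms have a PTC only in a frame placed by partly shared structure, an alternative chosen after the values were seen: besides Terf1 MSTRG.67.1, such isoforms of Pabpc4, Bclaf1, Ddx46 and Srsf10, which act in mRNA binding or splicing, were at 0 in Ctrl cells and at 83.8, 42.1, 50.4 and 33.0 CPM in Smg5−/− cells. For the shares and tests above, a PTC was predicted only where an isoform had the same intron and internal exon lengths as a GENCODE M21 transcript with a complete annotated reading frame, which gave 11281 tested isoforms in the Smg5−/− comparison, 11265 in Smg6−/− and 11254 in Upf1HM. Read from the longest open reading frame in place of the annotated frame, 18.1%, 29.8% and 31.9% of higher isoforms carried a PTC (odds ratios 16.9, 22.8 and 24.8), and the low share among lower isoforms no longer passed in Smg6−/− and Upf1HM cells (Fisher's exact test, p = 0.123 and 0.0666). The low share also did not pass Fisher's exact test in Smg6−/− cells for genes with at least 2 tested isoforms (p = 0.09), or in either genotype without Ctrl replicate 1 (p = 0.172 and 0.0506). Without Smg6−/− replicate 1, 2 or 3 the p of Fisher's exact test was 1, 1 and 0.411, and without Upf1HM replicate 1, 2 or 3 it was 1, 1 and 0.262. The share among higher isoforms was 85.0% (17 of 20) without Smg6−/− replicate 1 or 2 and 100% (5 of 5 and 6 of 6) without Upf1HM replicate 1 or 2. With frames also placed by partly shared structure, 68.9%, 75.3% and 77.4% of higher isoforms carried a PTC against 13.9%, 18.2% and 18.3% of the others, and the odds ratios were lower than above (13.7, 13.7 and 15.3). Isoforms of one gene share reads and are not independent of each other.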

Transcripts upregulated in NMD-deficient cells were highly enriched for PTC-containing isoforms, including *Trf1*^*ΔE8*^ and PTC containing *Srsf3* isoforms, indicating that the majority of the observed expression changes were due to inhibition of NMD activity^42,43^ (Fig. 4c,d and Extended Data Fig. 4c).

**Fig. 4:**
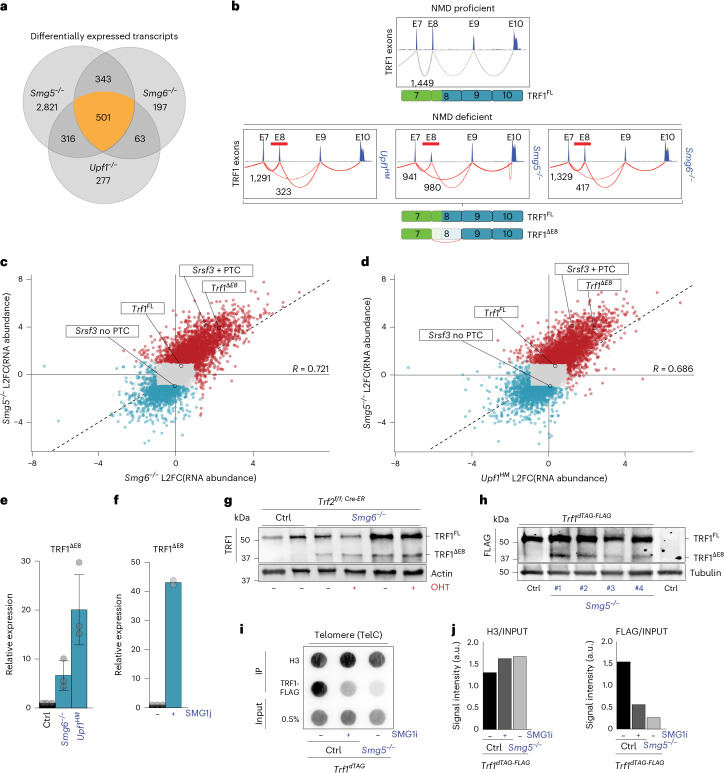
NMD loss leads to expression of a dominant-negative TRF1^ΔE8^ isoform. **a**, Venn diagram illustrating the overlap and unique sets of differentially expressed transcript isoforms in *Smg5*^−/−^, *Smg6*^−/−^ and *Upf1*^*HM*^ ES cells compared with NMD-proficient controls. Numbers indicate the total number of isoforms that are differentially expressed either uniquely in one genotype or shared across two or more conditions. **b**, Sashimi plots showing splicing events across exons 7–10 of the *Trf1* transcript in wild type (NMD-proficient) and *Upf1*^*HM*^, *Smg6*^−/−^ *and Smg5*^−/−^ ES cells. Junction read numbers are shown. Note the presence of a splice variant lacking exon 8 (*Trf1*^*ΔE8*^) in NMD-deficient ES cells. **c**, Scatter plot showing differential RNA abundance (L2FC) in *Smg5*^−/−^ (*y* axis) and *Smg6*^−/−^ (*x* axis) ES cells relative to wild-type controls. Each point represents a transcript isoform. Isoforms significantly upregulated are shown in red, downregulated in blue and non-significantly changed in grey. NMD-sensitive (PTC-containing) and NMD-insensitive isoforms of *Trf1* and *Srsf3* are labelled. The Pearson correlation coefficient (*R*), indicating the similarity in isoform expression changes between the two genotypes, is shown on the right. **d**, The same as **c**, but comparing *Smg5*^−/−^ (*y* axis) and *Upf1*^*HM*^ (*x* axis) ES cells. **e**, Detection of the splice variant lacking exon 8 (*Trf1*^*ΔE8*^) by RT–qPCR in NMD-proficient (Ctrl), *Smg6*^−/−^ and *Upf1*^*HM*^ ES cells. Data are mean ± s.d. from three biological replicates; statistical analysis by one-way ANOVA. **f**, Detection of the splice variant lacking exon 8 (*Trf1*^*ΔE8*^) by RT–qPCR in cells either left untreated or treated with the SMG1 inhibitor, 11j. Two biologically independent SMG1 inhibitory experiments were performed; data points are shown on the graph. **g**, Western blot analysis for TRF1 expression in NMD-proficient (Ctrl) cells and *Smg6*^−/−^ ES cells. Actin was used as a loading control. **h**, Western blot analysis for the expression of the TRF1–dTAG–FLAG fusion protein in cells in which the endogenous TRF1 gene was either untagged (WT) or tagged with a dTAG–FLAG construct (TRF1^dTAG^). Cell lysates were collected from SMG5-proficient cells (Ctrl). For **g** and **h**, representative images from three independent experiments per genotype are shown. **i**, ChIP assay performed on TRF1^dTAG^ ES cells that are SMG5-proficient (Ctrl) or deficient (*Smg5*^−/−^), in the presence (+) of, or in the absence of the SMG1 inhibitor 11j. Input DNA (0.5% of the total DNA used), as well as DNA pulled down with H3 or FLAG, was hybridized with a radio-labelled telomeric probe (TelC). **j**, ChIP and input signals from **i** were quantified using ImageJ, and the ChIP signal was normalized with the corresponding input signal for both H3 and FLAG. Source numerical data and unprocessed blots are available in the Source data.

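Isoforms that rose in Smg5−/− cells tended to rise in Smg6−/− and Upf1HM cells as well, as the Rabggtb, Son and Srsf3 isoforms did. Across 23429 isoforms, which are not independent replicates, the log2 fold changes of Smg5−/− and Smg6−/− cells had a Pearson r of 0.754 and a Spearman rho of 0.664. Across 23376 isoforms those of Smg5−/− and Upf1HM cells had an r of 0.715 and a rho of 0.618. Both comparisons use the same Ctrl libraries, and unchanged groups simulated against them gave r = 0.512 and 0.506. The covariance of the log2 fold changes was 1.56 with Smg6−/− and 1.40 with Upf1HM, against 0.164 and 0.161 in the simulations. The real covariances were 1.40 and 1.24 above the simulated ones. This takes off the share of the common controls only as far as the simulated groups match the real Ctrl libraries.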

To confirm this observation, we designed a reverse transcription quantitative polymerase chain reaction (RT–qPCR) strategy to amplify selectively the *Trf1*^*ΔE8*^ splice variant targeting the exon 7–9 junction (Extended Data Fig. 4d,e). Using this approach, we confirmed that *Smg6*-, *Upf1*- and *Smg5*-depleted cell lines display elevated expression of the TRF1^ΔE8^ isoform (Fig. 4e and Extended Data Fig. 4d). Furthermore, amplification of *Trf1* transcripts using primers complementary to exon 7 and exon 9 revealed the presence of a smaller isoform corresponding to the size of *Trf1*^*ΔE8*^ in NMD-deficient cells (Extended Data Fig. 4e). Sequencing analysis confirmed that the smaller isoform corresponds to the *Trf1*^*ΔE8*^ splice variant. Finally, we tested whether acute inhibition of the NMD pathway results in accumulation of the *Trf1*^*ΔE8*^ isoform. For this experiment we treated wild-type cells with SMG1i, and we consistently observed a significant (>40-fold) accumulation of the *Trf1*^*ΔE8*^ isoform (Fig. 4f), supporting the notion that the expression of *Trf1* isoforms is tightly regulated by the NMD pathway.

Given the abundance of the *Trf1*^*ΔE8*^ isoform in NMD deficient cells, we next asked whether this isoform is translated into a protein. The predicted truncated protein expressed by *Trf1*^*ΔE8*^ retains the N-terminal acidic domain and the TRF dimerization domain (TRFH) but lacks the C-terminal DNA binding domain (Myb) (for schematics, see Extended Data Fig. 4f). Using an antibody raised against TRF1, we detected a truncated TRF1 protein in *Smg6*-deficient cells that was not present in wild-type control cells (Fig. 4g). The size of this protein is consistent with the predicted molecular weight (~34.2 kDa) of the *Trf1*^*ΔE8*^ translation product (Extended Data Fig. 4f). Similarly, *Smg5*-deficient and *Upf1*^*HM*^ cells (Extended Data Fig. 4g), as well as cells treated with SMG1i, showed accumulation of the truncated protein (Extended Data Fig. 4h).

Given that TRF1 binding to telomeres requires homodimerization, and that the truncated protein encoded by the *Trf1*^*ΔE8*^ isoform retains the TRFH dimerization domain (TRFH) but lacks the DNA binding Myb domain, we reasoned that this truncated protein could act as a ‘dominant negative’ by sequestering full-length TRF1 away from telomeres, similar to previously engineered dominant-negative *Trf1* alleles^44^. To test this hypothesis, we performed chromatin immunoprecipitation (ChIP) experiments to determine whether NMD-deficient cells expressing the *Trf1*^*ΔE8*^ have a reduced level of TRF1 bound to telomeres. To avoid confounding effects due to potential differences in antibody affinity between *Trf1* isoforms, we tagged the endogenous *Trf1* locus with a FLAG epitope using CRISPR-mediated gene editing. The resulting cells (see Extended Data Fig. 4i for schematics) expressed FLAG-tagged TRF1 that localized to telomeres (Extended Data Fig. 4j). Depletion of SMG5 in these cells led to the expected accumulation of a truncated TRF1 protein detectable with the FLAG antibody (Fig. 4h). Using these cells, we quantified the fraction of telomeric DNA associated with TRF1 by ChIP with an anti-FLAG antibody. This analysis revealed that TRF1 binding to telomeres was substantially reduced (~3-fold) in NMD-deficient cells compared with NMD-proficient control cells (Fig. 4i,j). Similarly, treatment with SMG1i also caused a marked reduction in TRF1 association with telomeres (Fig. 4i,j). Together, these results suggest that NMD activity regulates TRF1 localization to telomeres by controlling expression of the *Trf1*^*ΔE8*^ isoform.

### TRF1^ΔE8^ drives telomere dysfunction in TRF2-depleted ES cells

To test whether expression of *Trf1*^*ΔE8 i*^s sufficient to trigger telomere dysfunction and induce telomere fusions in TRF2-depleted mES cells, we generated cells in which either *Trf1*^*ΔE8*^ or full-length *Trf1* (*Trf1*^*FL*^) can be expressed in a doxycycline (DOX)-inducible manner (Fig. 5a–c). To assess the impact of these constructs on telomere integrity, we performed metaphase analysis. Overexpression of TRF1^FL^, in either the presence or absence of TRF2, did not induce telomere fusions (Fig. 5d). By contrast, DOX-mediated induction of TRF1^ΔE^ was sufficient to trigger frequent telomere fusions in TRF2-depleted cells, similar to what was observed in NMD-deficient cells (Fig. 5d). Notably, TRF1^ΔE8^ expression also led to telomere fusions in the presence of TRF2, suggesting that high levels of this truncated isoform are sufficient to disrupt telomere protection even when TRF2 is present. However, when TRF2 depletion was combined with TRF1^ΔE8^ expression, the frequency of telomere fusions reached levels comparable to those observed in NMD-deficient cells (Fig. 2e and Extended Data Fig. 2b), indicating that the *Trf1* C-terminal truncated protein probably acts in a dominant-negative manner.

**Fig. 5:**
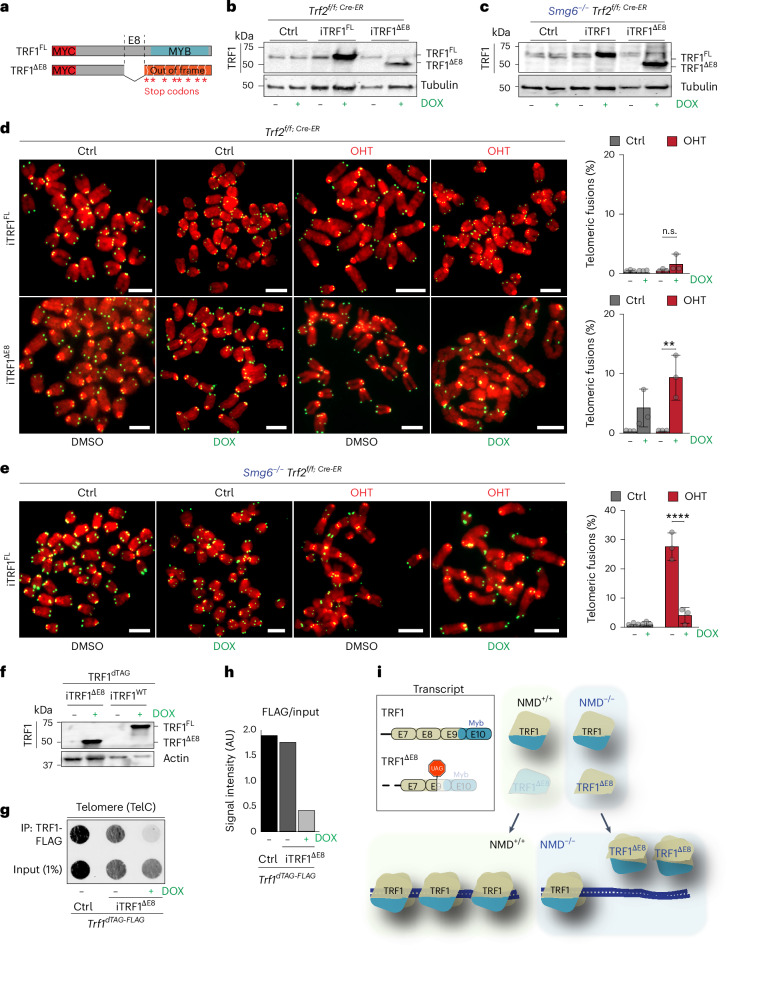
Elevated TRF1 levels prevent telomere fusions in NMD-deficient cells. **a**, Schematic of Myc-tagged TRF1^FL^ and TRF1^ΔE8^ DOX-inducible constructs. Stop codons resulting from exon 8 skipping events are indicated in the *Trf1*^*ΔE8*^ construct. **b**,**c**, Expression of TRF1 and, as a loading control, tubulin in NMD-proficient cells (**b**) and SMG6-deficient cells (**c**). DOX treatment results in the expression of full length TRF1 in iTRF1^FL^ cells and of the TRF1^ΔE8^ variant in the iTRF1^ΔE8^ cells. **d**, Metaphases derived from Ctrl or *Trf2*^−/−^ ES cells expressing TRF1^FL^ or TRF1^ΔE8^ ± DOX. Percentage of telomere fusions were calculated from a total of >17 metaphases per genotype. More than 678 chromosomes per genotype (*n* = 3 biological replicates) were scored. For details on the exact chromosome number per genotype, see the Source Data. Mean ± s.d., one-way ANOVA; n.s., not significant (*P* ≥ 0.9950), **P = 0.0013. **e**, Metaphases from *Smg6*^−/−^ or *Smg6*^−/−^ *Trf2*^−/−^ ES cells expressing TRF1^FL^ ± DOX. The percentage of telomere fusions was calculated from a total of >19 metaphases per genotype. More than 880 chromosomes per genotype (*n* = 3 biological replicates) were scored. For details on the exact chromosome number per genotype, see the Source Data. Mean ± s.d., one-way ANOVA; ****P = 0.0001. **f**, Expression of TRF1^FL^ and iTRF1^ΔE8^ without (−) and upon DOX treatment (+DOX), with actin as a loading control. **g**, ChIP assay performed on TRF1^dTAG^ ES cells (Ctrl.), untreated TRF1^dTAG^ iTRF1^ΔE8^ (−) and treated with DOX (+DOX). Input DNA (1% of the total DNA used), as well as DNA pulled down with FLAG, was hybridized with a radio-labelled telomeric probe (TelC). A representative image from three independent experiments per genotype is shown. **h**, ChIP and input signals from **g** were quantified using ImageJ, the ChIP signal was normalized with the corresponding input signal for FLAG. **i**, Model: NMD activity restrict the expression of the *Trf1*^*ΔE8*^ splice variant. Upon NMD inhibition, the *Trf1*^*ΔE8*^ transcript accumulates, producing TRF1^ΔE8^ protein, which binds full-length TRF1, and interferes with its binding to telomeres, resulting in telomere deprotection. Source numerical data, unprocessed blots and images are available in the Source data.

### TRF1 overexpression is sufficient to restore NMD-mediated telomere protection

The data outlined above suggest that accumulation of TRF1^ΔE8^ is sufficient to phenocopy the telomere deprotection phenotype seen in TRF2/NMD codepleted cells. To directly test whether reduced levels of TRF1 at telomeres are the primary cause for the loss of telomere dysfunction in this context, we asked whether increasing the levels of TRF1^FL^ in NMD-deficient cells would be sufficient to suppress the accumulation of telomere fusions upon TRF2 depletion. To this end, we introduced a DOX-inducible TRF1^FL^ expression construct in *Smg6*-deficient, TRF2 conditional mES cells. In this genetic background, as expected, TRF2 depletion triggers frequent telomere fusions (Fig. 5e). Notably, TRF1 expression was sufficient to almost completely suppress telomere fusions, reducing their frequency from ~30% to 5% (Fig. 5e). A similar suppression of telomere fusions was observed in *Upf1*^*HM*^ cells (Extended Data Fig. 5b,c).

To further evaluate whether expression of TRF1^ΔE8^ is sufficient to reduce TRF1 occupancy at telomeres and induce telomere fusions, we performed both ChIP (Fig. 5f–h) and IF (Extended Data Fig. 5h,i) for full-length TRF1 in cells expressing an ectopic TRF1 allele lacking exon 8. In both assays, we observed decreased levels of full-length TRF1 at telomeres, accompanied by a concomitant increase in telomere fusion events (Fig. 5f–i). These findings indicate that the TRF1^ΔE8^ isoform contributes to telomere fusions by reducing the effective TRF1 protection at chromosome ends.

Consistent with these findings, we depleted TRF2 and acutely degraded TRF1 using a dTAG degron strategy (Extended Data Fig. 4i,j, Extended Data Fig. 5d–g). In our setting, we observed high levels of telomere fusions in the double-depleted cells and high levels of γH2AX TIF-positive cells (Extended Data Fig. 5d–g), similarly to what was reported previously^11^. These results are consistent with the range of telomere fusions we detect in NMD-deficient cell lines (Fig. 2e and Extended Data Fig. 2b), supporting the idea that impaired TRF1 function contributes substantially to the observed telomere instability.

Collectively, these data demonstrate that, in the context of NMD deficiency, TRF2 loss leads to telomere fusions primarily due to reduced levels of TRF1 at telomeres. Consistent with this, increasing TRF1^FL^ levels is sufficient to prevent telomere fusions in TRF2/NMD codepleted cells. Furthermore, expression of the dominant-negative TRF1^ΔΕ8^ isoform is sufficient to trigger telomere fusions even in NMD-proficient cells. Thus, we conclude that the NMD pathway safeguards telomere integrity in ES cells by preventing the accumulation of the *Trf1*^*ΔE8*^ isoform, which displaces endogenous TRF1 from telomeres and compromises their protection. This is consistent with previous findings showing that the expression of a truncated dominant-negative TRF1 mutant inhibits the binding of full-length TRF1 to telomeres^44^. Interestingly, a dominant-negative allele of *Trf1* with mutated dimerization domain also interfered with telomeric localization of the full-length TRF1 in >80% nuclei^45^.

## Discussion

Here, we describe a role for the NMD pathway in telomere protection in mES cells. We found that, while depletion of TRF2 does not cause overt telomere deprotection in mES cells, its loss in NMD-deficient cells leads to the accumulation of DNA damage factors at telomeres and the frequent formation of end-to-end chromosomal fusions. While TRF2 depletion alone does not cause telomere deprotection in mES cells, its loss in NMD-deficient cells leads to DNA damage accumulation and frequent chromosome fusions, with individual NMD components contributing differentially to this process (Fig. 2e and Extended Data Fig. 2b).

Transcriptome analysis of cells depleted for SMG5, SMG6 and UPF1 identified a set of core NMD targets in mES cells, which was, as expected, highly enriched for transcript isoforms containing premature translation termination codons^46^. Strikingly, we found that *Trf1*, a critical telomere-associated protein, is strongly regulated by NMD in mES cells. In NMD-deficient cells, approximately 20–50% of *Trf1* transcripts skip exon 8, generating a truncated protein that lacks the C-terminal MYB DNA-binding domain but retains the TRFH dimerization domain. Our data suggest that this truncated isoform can heterodimerize with full-length TRF1, sequestering it away from telomeres in a dominant-negative manner. Consequently, TRF1 levels at telomeres are notably reduced in NMD-deficient cells (Fig. 5i). Based on ectopic expression experiments, we conclude that this truncated isoform is sufficient to account for the telomere deprotection phenotype observed in the absence of NMD. We propose a model in which the NMD pathway safeguards telomere integrity by preventing the accumulation of a dominant-negative *Trf1* transcript that produces a dominant-negative TRF1 protein. In this model, NMD deficiency lowers TRF1 availability at telomeres and, when combined with TRF2 loss, results in catastrophic telomere dysfunction and cell death.

These findings raise important questions regarding telomere homeostasis. One is whether modulation of NMD activity could provide a strategy to control TRF1 levels. Given that TRF1 acts as a negative regulator of telomerase activity^44,47,48^, transient suppression of NMD might be harnessed to enhance telomerase function in specific contexts. Supporting this idea, persistent DNA damage has been shown to suppress NMD activity^22^, suggesting a feedback mechanism to promote telomere healing through telomerase activation in cells experiencing telomere dysfunction.

Another notable implication is the unexpected observation that TRF1 and TRF2 have overlapping functions in mES cells, where TRF1 appears capable of compensating for TRF2 loss. This stands in sharp contrast to findings in somatic cells, where TRF2 is essential for telomere protection, and its depletion leads to extensive telomere deprotection despite the continued presence of TRF1^1,8,49^. This raises the question: why can’t TRF1 fulfil a similar protective role in somatic cells? One possibility is that TRF1 gains additional functions in mES cells via post-translational modifications or pluripotency-specific protein interactions, enabling it to promote T-loop formation or directly suppress ATM signalling functions typically attributed to TRF2. Alternatively, the high expression of TRF1 in pluripotent stem cells^50–52^ may allow it to compensate for TRF2 loss by sheer abundance. In this model, TRF1 may possess a weak intrinsic ability to substitute for TRF2, which becomes functionally relevant only when TRF1 is expressed at high levels.

Finally, our data provide an intriguing connection between the NMD pathway and genome integrity. Several studies have implicated the NMD pathway in regulatory functions in stem cell biology and genome stability^20,22,23,26,27,53^. Notably, NMD has been implicated in telomere biology in mammalian cells through its function in controlling a telomeric repeat-containing RNA (TERRA) that accumulates in cancer cells utilizing alternative lengthening of telomere, and plays roles in telomere homeostasis and DNA damage signalling^16,54–56^. Our data add a new piece to this puzzle showing that, in mES cells, the NMD pathway plays an essential role in ensuring TRF2-independent telomere protection. Our study identifies a synthetic lethal interaction between TRF2 and NMD, revealing how post-transcriptional regulation controls telomere protection in pluripotent stem cells.

## Methods

### ES cell derivation and culture

*Trf2*^*f/*f^*-Rosa26-creER* ES cell derivation and growth conditions were previously described^10^. To induce Cre activity, 4-hydroxytamoxifen (OHT; 0.6 nM; Sigma) was added 96 h before cell collection unless otherwise specified. Where indicated, cells were treated with the NMD inhibitor 11j (1 µM; Fisher Scientific, 50-225-9662), the dTAG-13 degrader (0.5 µM; MilliporeSigma, SML2601-1MG) or DOX (500 ng ml^−1^, MilliporeSigma, D9891) for 48 h before collection. To generate knockout cell lines, ES cells were nucleofected (Mouse Embryonic Stem Cell Nucleofector Kit, Lonza, VPH-1001) with a cocktail containing three synthetic gRNAs (GKOv2 kits, Synthego, now EditCo) and Cas9 Nuclease V3 (100 µg; IDT, 1081060). Clonal lines were isolated, screened by PCR and validated by Sanger sequencing and immunoblotting. Primers used for PCR amplification were

*Smg5* - forward (F): 5′- GAGCTTGTCACATGAGAGGTCT-3′

*Smg5* - reverse (R): 5′- ACTCGCACCCATTTGGAGAG-3′

*Smg6* - forward (F): 5′- CCTTTGGGACCTCGACTTTT-3′

*Smg6* - reverse (R): 5′- TTGCTGCATGTTCCGCAC-3′

*Smg7* - forward (F): 5′- CTCCAAAGAGCTGCCTTAGGT-3′

*Smg7* - reverse (R): 5′- GGCTTTGCTTTGGTGGATGG-3′

*Smg8* - forward (F): 5′- CCATACCTCCGCGAAGTGAA-3′

*Smg8* - reverse (R): 5′- GCGGAGGAGGGATTTCACAA-3′

*Smg9* - forward (F): 5′- GCCTCTGGTTTGTTTGTGGG-3′

*Smg9* - reverse (R): 5′- TGAGCCCACCTCCCCTTTAT-3′

*Upf1* - forward (F): 5′- TCTAACTGGGACCTGGCTCA-3′

*Upf1* - reverse (R): 5′- CTCAGAGCTCAGAACCGGC-3′.

Two independent clones were analysed per gene. dTAG cell lines were established as previously described^39^. N-terminal FKBP12^F36V^–FLAG fusions were introduced at the endogenous *Upf1* and *Trf1* loci. Degradation of the fusion proteins was confirmed by treatment with dTAG-13 (0.5 µM).

### Cell growth analysis

Cell proliferation was monitored in real time using the IncuCyte S3 system (Essen Bioscience) based on confluence measurements. ES cells were imaged every 3 h with a 10× objective. At least two biologically independent replicates were analysed per condition.

### Clonogenic assay

ES cells were dissociated into a single-cell suspension and seeded at low density (500 cells per well in a 6-well plate). Cells were cultured undisturbed for 7 days to allow colony formation, then fixed with methanol and stained with crystal violet.

### DOX-inducible Trf1 expression from PiggyBac vectors

PiggyBac PB-TRE-mTRF1^FL^ or PB-TRE-mTRF1^ΔE8^ constructs were cloned from the PB-TRE-dCas9-VPR plasmid (63800, Addegene)^12^. ES cells were cotransfected with the PiggyBac and a transposase-expressing plasmid using Lipofectamine 2000 (Thermo Fisher Scientific, 11668019) for stable integration.

### Western blotting

Cells were lysed in 2× Laemmli buffer and proteins separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis on 4–20% TGX stain-free gels (Bio-Rad, 4568093). Proteins were transferred to nitrocellulose membranes and probed with antibodies against SMG5 (1:1,000; Abcam, ab33033), SMG6 (1:1,000; Abcam, ab87539), SMG7 (1:1,000; Bethyl Laboratory, A302-170A), SMG9 (1:1,000; Abcam, ab85659), UPF1 (1:1,000; Bethyl, A301-902A), TRF1 (1:200; Abcam, ab192629), actin (1:1,000; MilliporeSigma, A5441) or tubulin (1:5,000; MilliporeSigma, T5168). Detection used horseradish peroxidase- or DyLight-conjugated secondary antibodies and the ChemiDoc MP system (Bio-Rad).

### IF and IF–fluorescence in situ hybridization (FISH)

Cells were fixed with 2% paraformaldehyde and stained with primary antibodies (1:1,000): OCT3/4 (Santa Cruz, sc-5279), γH2AX (Millipore, 05-636), 53BP1 (Novus, NB100-304), FLAG (MilliporeSigma, F1804) and MYC (Cell Signaling, 2276). After secondary antibody incubation, cells were post-fixed, denatured at 72 °C and hybridized with AlexaFluor 488-TelC PNA probe (PNA Bio, F1004). Slides were mounted with ProLong Gold antifade (Thermo Fisher, P36931), and images were acquired using a Zeiss Axio Imager M2 and Axiocam 702 with ZEN 2.6 software. *Z*-stacks were displayed as maximum intensity projections. Figures were assembled with Adobe Illustrator 2024.

### FISH on metaphase spreads

Cells were treated with colcemid (0.2 µg ml^−1^, 2 h), swelled in 75 mM KCl, fixed in methanol:acetic acid (3:1) and dropped onto glass slides. Telomeres were detected using AlexaFluor 488-TelC PNA probe and counterstained with DAPI. Images were acquired using a Zeiss Axio Imager.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad PRISM version 9.0 software (GraphPad). Data represent the mean ± s.d. of three independent experiments, unless stated otherwise. *P* ≤ 0.05 was considered statistically significant, and *P* values were assessed by one-way analysis of variance (ANOVA) followed by multiple comparisons. Sample size was not predetermined. For experiments involving quantification of positive cells (for example, OCT4 or TIFs positive) or chromosome fusions, *n* = 3 biological replicates was chosen as the minimal replicate number, and the sample size was determined by the number of positive cells within the replicates. We determined this to be sufficient owing to internal controls and low observed variability between stained samples. Data were not excluded from analysis. All replication attempts were successful, and observed data were consistent with orthogonal methods and previously known results. Cells and chromosomes used for imaging were selected randomly and analysed equally with no subsampling. Blinding was applied to all the images before quantification.

### CRISPR–Cas9 screen

Three independent genome-wide CRISPR screens were performed using a genome-wide CRISPR knockout library (73633-LVC, Addgene) in *Trf2*^−/−^ and *Trf2*^*f/−f*^ ES clones expressing Cas9 (no. 52962, Addgene), as described previously^10^. Following selection, a portion of cells was collected as the initial timepoint (T0), and the remaining cells were cultured for 14 days before collection as the final timepoint (T14). Genomic DNA was isolated using a DNeasy Blood and Tissue Kit (Qiagen, 69506), and single guide RNAs (sgRNAs) were PCR-amplified using primers containing Illumina adapters. Samples were sequenced on an Illumina NextSeq platform, and the resulting reads were analysed using MAGeCK^57^. An essentiality score (*β* score) for each gene was calculated using the MAGeCK -mle module. Average *β* scores were calculated from three independent experiments. Potential synthetically lethal genes were: (1) having a negative (<−0.75) *β* scores in the *Trf2*^−/−^ cells; (2) having a ‘neutral’ *β* score (>−0.25 and lower than 1) in the control *Trf2*^*−/f*^ ES clones; and (3) having a difference in *β* scores (control – OHT) greater than 1 in all the experiments (Supplementary Tables 1 and 4). Data were plotted using ggplot2.

### RNA extraction and RT–qPCR

RNA was extracted from 1 × 10^6^ cells using the RNeasy Plus Mini Kit (Qiagen, 74136). Then, 500 ng of RNA was reverse transcribed using PrimeScript IV 1st strand cDNA Synthesis Mix (TakaraBio, 6215A). SYBR Green PCR Master Mix (ThermoFisher, AppliedBiosciences, 4368706) was used for quantitative PCR. Primers used were

*Trf1* (exon 7) - forward (F): 5′-TGTTAATGGCCAGCAGTCT-3′

*Trf1* (exon 7/exon 9 junction) - reverse (R): 5′-CATCGTTGTTTCACCTTATTGAGGA-3′

*Trf1* (exon 9) - reverse (R): 5′-TCCACTGGTTCTTCGGTTCC-3′

*Gapdh* forward (F): 5′-TGTGTCCGTCGTGGATCTGA-3′

*Gapdh* reverse (R): 5′-TTGCTGTTGAAGTCGCAGGAG-3′.

### ChIP assay

*Trf1*^*dTAG*^ (control and 11j-treated ES cells for 48 h) and *Trf1*^*dTAG*^ *Smg5*^−/−^ samples were cross-linked using 1% formaldehyde (Thermo Fisher Scientific, cat. no. 28908) at room temperature for 3 min. The reaction was quenched with 125 mM glycine, and cells were collected by centrifugation at 250*g* for 5 min at 4 °C and sonicated using the Bioruptor sonication system Covaris S220 sonicator (Covaris). Chromatin from 4 × 10^6^ cells was used for immunoprecipitation.

In total, 30 μg of clear chromatin was incubated with Dynabeads Protein A (Thermo Fisher, cat. no. 10002D) or Dynabeads Protein G (Thermo Fisher, cat. no. 10003D) together with either 4 μg of mouse monoclonal FLAG antibody (F1804, MilliporeSigma) or 2 μg of H3 antibody (ab1791, Abcam). Inputs correspond to the 0.5% or 1% fraction of the total DNA sample used in the immunoprecipitation. The precipitated DNA was eluted and transferred to a Hybond+ membrane by dot blotting. The membrane was then hybridized with a P^32^-labelled telomeric probe recognizing TTAGGG repeats and visualized with the PhosphorImager (Typhoon biomolecular imager). The signals were quantified using ImageJ software.

### Apoptosis and cell cycle analysis

Apoptosis was assayed using the Annexin-V Apoptosis Detection Kit (Abcam, ab14150) according to the manufacturer’s instructions. In brief, cells (1 × 10^6^) were collected by centrifugation and resuspended in 500 µl of the supplied Binding Buffer II. Annexin V (5 µl) was added to each sample, followed by incubation for 5 min at room temperature in the dark. Fluorescence was analysed by flow cytometry using Cy5 excitation/emission settings on CytoFLEX S Flow Cytometer (CytoFLEX S). Cells positive for Annexin V–Cy5 were interpreted as apoptotic.

Cell-cycle distribution was assessed by propidium iodide (PI) staining of fixed cells. In brief, cells were collected, washed with phosphate-buffered saline and fixed in 70% ice-cold ethanol. Samples were stored at −20 °C for more than 2 h. After fixation, cells were washed with phosphate-buffered saline and incubated for 30 min at room temperature in PI staining solution (50 µg ml^−1^) with RNase A 100 µg ml^−1^. Samples were analysed by flow cytometry using a 488-nm laser, and DNA content was quantified in the PI channel. Cell-cycle phases (G1, S and G2/M) were determined using FlowJo software.

### Total RNA-seq

RNA extractions of control *Trf2*^*f/f*^ ES cells as well as *Smg5*^−/−^*, Smg6*^−/−^ and *Upf1*^*HM*^ were performed using RNeasy Plus Mini Kit (Qiagen) following the manufacturer’s protocol. Total RNA was then ribo-depleted, followed by library preparation using the Illumina Stranded Total RNA Prep. Paired-end libraries were pooled and sequenced on NovaSeq 6000 SP. The samples had 99–140 million pass filter reads with more than 90% of bases above the quality score of Q30. Reads of the samples were trimmed for adapters and low-quality bases using Cutadapt. The initial alignment was performed using STAR (v.2.7.6a)^58^ with reference genome mm10 and GENCODE vM27 annotation.

### Long-read annotation filtering

The long-read transcript annotation for mES cells (ES_consolidated.bed) from Pardo-Palacios et al.^59^ was obtained and converted to GTF format using UCSC Genome Browser utilities (bedToGenePred)^60^. The resulting GTF file was then filtered to retain only full splice match isoforms using a custom R script.

### Transcript assembly and filtering

Transcriptomes were assembled from individual mouse ES cell RNA-seq samples using StringTie (v.2.1.4)^61^. For each sample, alignment files in BAM format were processed using StringTie with a minimum isoform fraction threshold of 0.05 (-f 0.05) and guided by the previously filtered GTF annotation reference (-G ES_consolidated.gtf). Trimming was disabled (-t) to preserve full-length transcript structures. Assembled transcriptomes were filtered to retain only isoforms with an expression level greater than 1 transcripts per million using a custom R script (StringTie_filter_gtf.R). Filtered sample-level annotations were merged in two stages using StringTie’s–merge function: first, within each experimental condition (Smg5^−/−^, Smg6^−/−^, Upf1^HM^ and control) and then across all conditions to generate a unified annotation. The merged GTF file was sorted and indexed using IGVTools^62^. Unstranded transcripts were removed using a custom filtering script (Filter_gtf_strand.R).

### Gene model refinement and annotation

To refine transcript models and remove likely spurious or low-abundance isoforms, we applied the AnnotationCleaner pipeline^63^ (https://github.com/isaacvock/AnnotationCleaner). This filtering step produced a high-confidence annotation, which was then used to predict open reading frames and identify PTCs using factR2^64^.

### Short-read RNA-seq alignment, quantification and differential expression analysis

A STAR index was generated from the cleaned annotation, and raw FASTQ files were aligned to the custom transcriptome using STAR (v.2.7.6a)^58^. Isoform- and gene-level expression estimates were then quantified using RSEM (v.1.3.3)^65^ with corresponding custom indices. Transcript-level expression data were normalized, and log_2_ fold changes (L2FC) in RNA abundance were calculated by Degust (https://degust.erc.monash.edu/; R script provided). Significant events were called at |L2FC| >1, *P*_adj _< 0.05 in *Upf1*^*HM*^, *Smg5*^−/−^ and *Smg6*^−/−^ relative to wild-type ES cells. Finally, L2FC (RNA abundance) values were integrated with PTC annotations to facilitate downstream analysis of isoform-specific regulation and NMD sensitivity (Supplementary Table 2).

### Differential splicing analysis

Alternative splicing analysis was performed using the SpliceWiz R package^66^, beginning with the construction of a reference from the GENCODE vM27 annotation and mm39 genome. Aligned BAM files from mES cell samples were processed to quantify splicing events, followed by novel splice junction discovery using collateData(novelSplicing = TRUE, novelSplicing_requireOneAnnotatedSJ = TRUE, novelSplicing_minSamples = 3, novelSplicing_minSamplesAboveThreshold = 3, novelSplicing_countThreshold = 10, novelSplicing_useTJ = TRUE) with stringent filtering parameters. The resulting experiment was imported as a NxtSE object, and alternative splicing events were filtered for high-confidence features (default filters). Differential splicing analysis was then conducted using the ASE_DESeq(IRmode = "all") function, identifying significant percent spliced in (PSI) events (|ΔPSI| >0.15, *P*_adj_ < 0.05) in *Upf1*^*HM*^, *Smg5*^−/−^ and *Smg6*^−/−^ relative to wild-type ES cells (Supplementary Table 3).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-026-01912-0.

## Supplementary information

Supplementary Information Supplementary Table 1. Gene ranking based on differential *β* score. Average *β* scores for each gene targeted in the gRNA library were calculated for TRF2-proficient and TRF2-deficient cells using the MageCK MLE module. The table lists genes ranked by their differential beta score, reflecting relative enrichment or depletion between the two conditions. Supplementary Table 2. Differential transcript expression upon NMD factor depletion. Transcript-level differential expression analysis following Smg5, Smg6 and Upf1 depletion was performed using RNA-seq data from three biologically independent experiments. L2FC, false discovery rate (FDR), average expression (AveExpr) and *P* values were calculated relative to wild-type controls. Novel transcripts were identified using StringTie. For each transcript, additional information includes: presence of a coding sequence (CDS), predicted NMD sensitivity, and key 3′ untranslated region (UTR) features—distance from the stop codon to the last exon–exon junction, number of downstream exon junctions and 3′ UTR length. Where applicable, the genomic coordinates of the PTC are indicated. The table includes two tabs: • Differentially_expressed_genes: all differentially expressed transcripts identified in any of the three NMD-depleted conditions. • *P* < 0.05_L2FC > 1.5: Subset (501) transcripts showing significant differential expression (*P* value <0.05 and |L2FC| >1.5) across all three NMD-depleted cell lines. Supplementary Table 3. Differential alternative splicing events common among NMD factor depletions. The table includes events that were significantly altered (|ΔPSI| >0.15, adjusted *P* value <0.05) in *Upf1*^*HM*^, *Smg5*^−/−^ and *Smg6*^−/−^ embryonic stem cells relative to wild-type controls. Supplementary Table 4. Read counts. This table reports raw sgRNA read counts from two biologically independent CRISPR knockout screens (E1 and E2). Each row corresponds to a single sgRNA and the gene it targets. Read counts are shown for three cell lines: A7 and D2, which are TRF2-deleted experimental clones, and E8, which is the TRF2-proficient control. For each biological replicate, samples were collected at baseline (0 days) and after 14 days of culture. These read counts form the input matrix for downstream MAGeCK analysis used to quantify sgRNA enrichment or depletion in TRF2-deleted versus TRF2-proficient backgrounds.

Reporting Summary

## Source data

Source data Fig. 1 Statistical source data.

Source data Fig. 2 Unprocessed western blots and/or gels, and images.

## Data Availability

The raw and processed RNA-seq data supporting Fig. 4 have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible via accession number GSE300187. Source data are provided with this paper.

# Supplementary material for: Nonsense-mediated mRNA decay safeguards telomeres in pluripotent stem cells
**Source:** Nat Cell Biol. 2026 Mar 24;28(4):674–83. doi: 10.1038/s41556-026-01912-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zeiss Zen software (Zen Blue) was used to acquire IF, IF-FISH images. Bio-Rad ChemiDox Imager was used to acquire images of the gels and blots. BioRad CFX Maestro Instrument and software were used for RT-qPCR experiments.                       |
| Data analysis   | CRISPR screen analysis was performed using MageCK 0.5. The analysis of isoform- and gene-level expression estimates from Total RNAseq were quantified using RSEM (v1.3.3).Alternative splicing analysis was performed using the SpliceWiz R package |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are available within the paper and its Supplementary Information. All raw and processed data will be made available

upon request (by mail at ). Total RNAseq data were deposited into the XXX database under accession number XXX and are available at the following URL: XXX.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For experiments involving quantification of positive cells (e.g. OCT4, TIFs positive) or chromosome fusions n=3 was chosen as the minimal replicate number, and sample size was determined by the number of positive cells within the replicates. We determined this to be sufficient owing to internal control (specific staining of positionally defined cell types using known markers) and low observed variability between stained samples. |
| Data exclusions | Data were not excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | All replication attempts were successful and observed data were consistent with orthogonal methods and previously known results.                                                                                                                                                                                                                                                                                                                 |
| Randomization   | Cells and chromosomes used for imaging were selected randomly and analyzed equally with no sub-sampling and thus, there was no requirement for randomization.                                                                                                                                                                                                                                                                                    |
| Blinding        | Blinding was applied to all the images before quantification.                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                   |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse Embryonic stem cells (mESCs).                                                                               |
| Authentication                                                       | Staining for the pluripotency marker (OCT4) was used to define the differentiation status of the cell lines used. |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination but no indication of contamination was observed.          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                   |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

# Supplementary material for: Nonsense-mediated mRNA decay safeguards telomeres in pluripotent stem cells
**Source:** Nat Cell Biol. 2026 Mar 24;28(4):674–83. doi: 10.1038/s41556-026-01912-0

Figure 1b Source Data

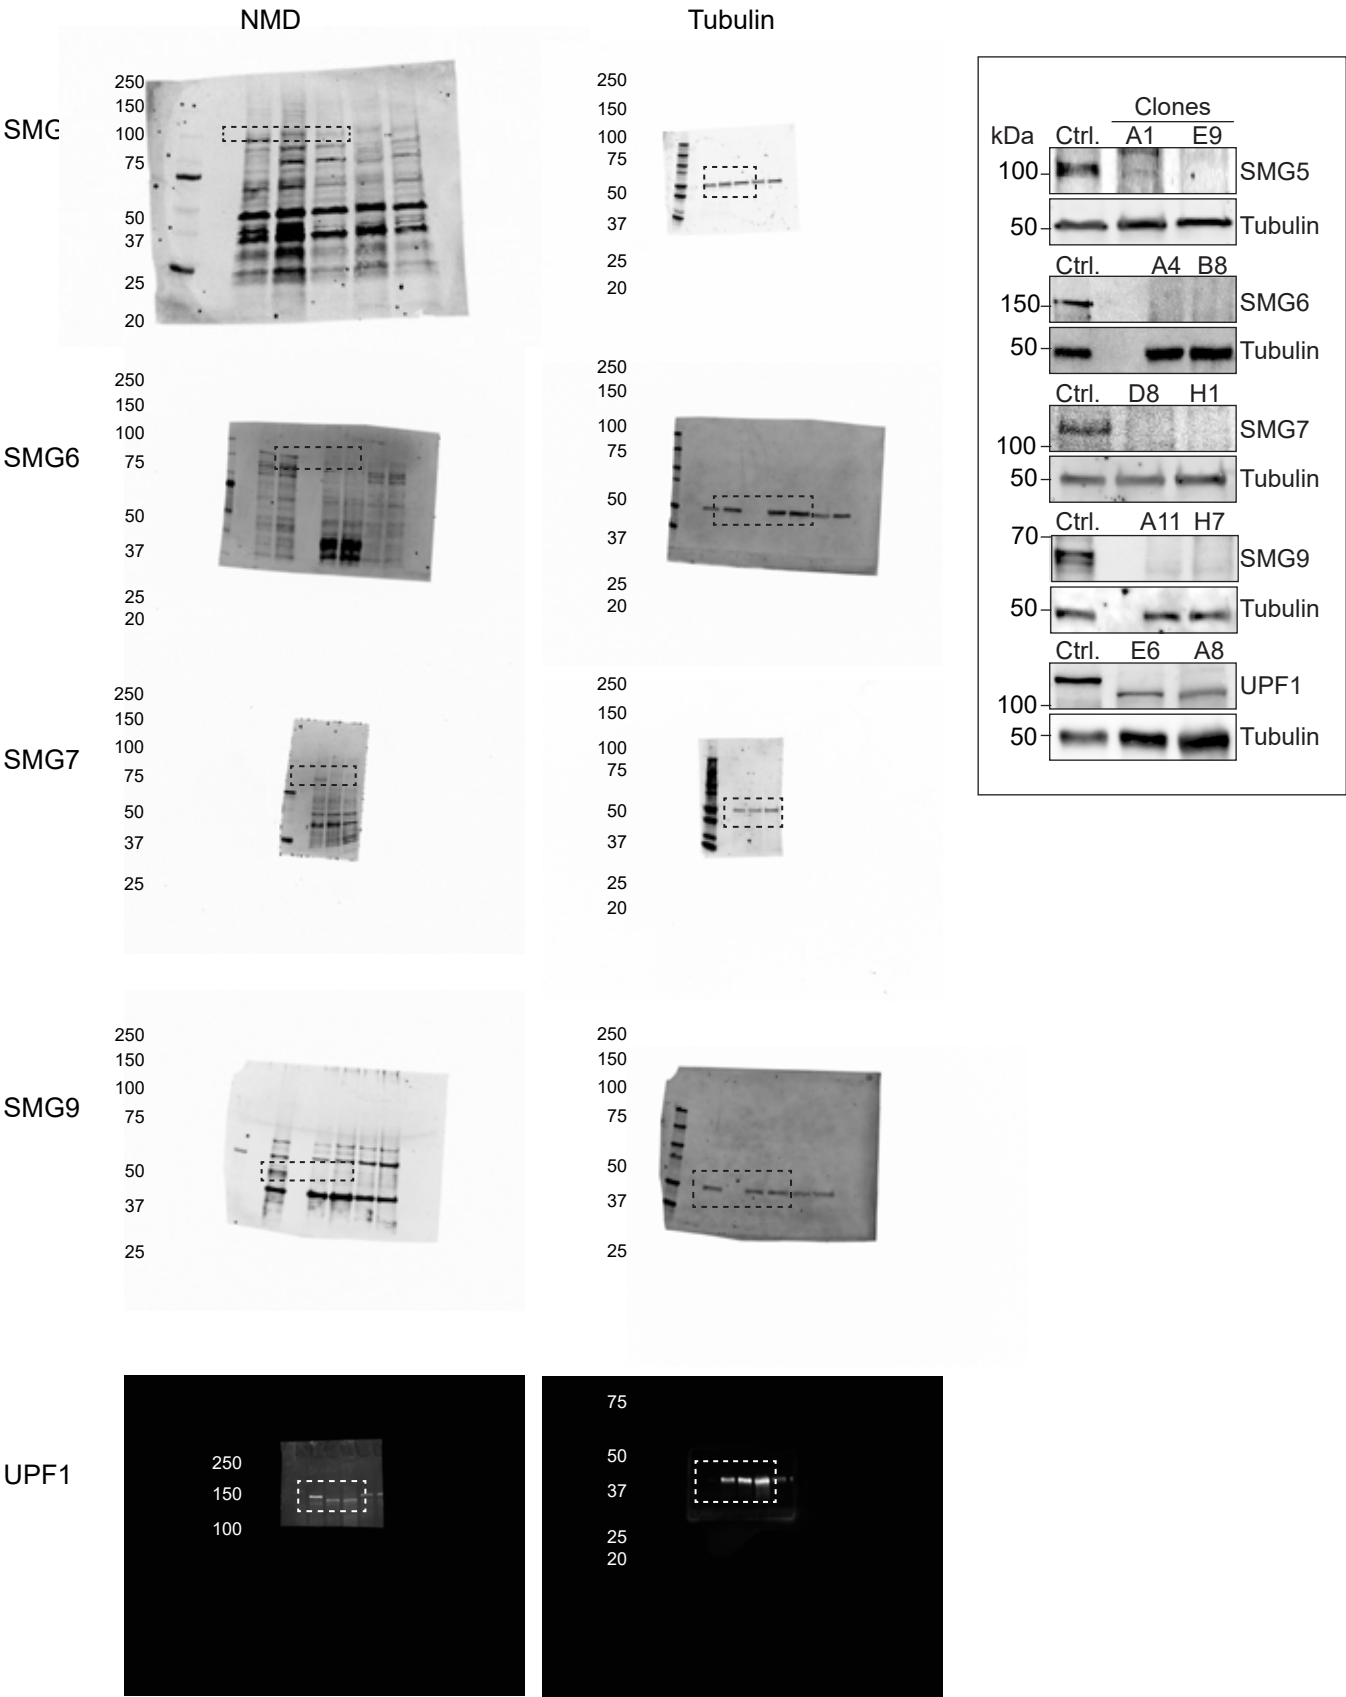

Figure 1e Source Data

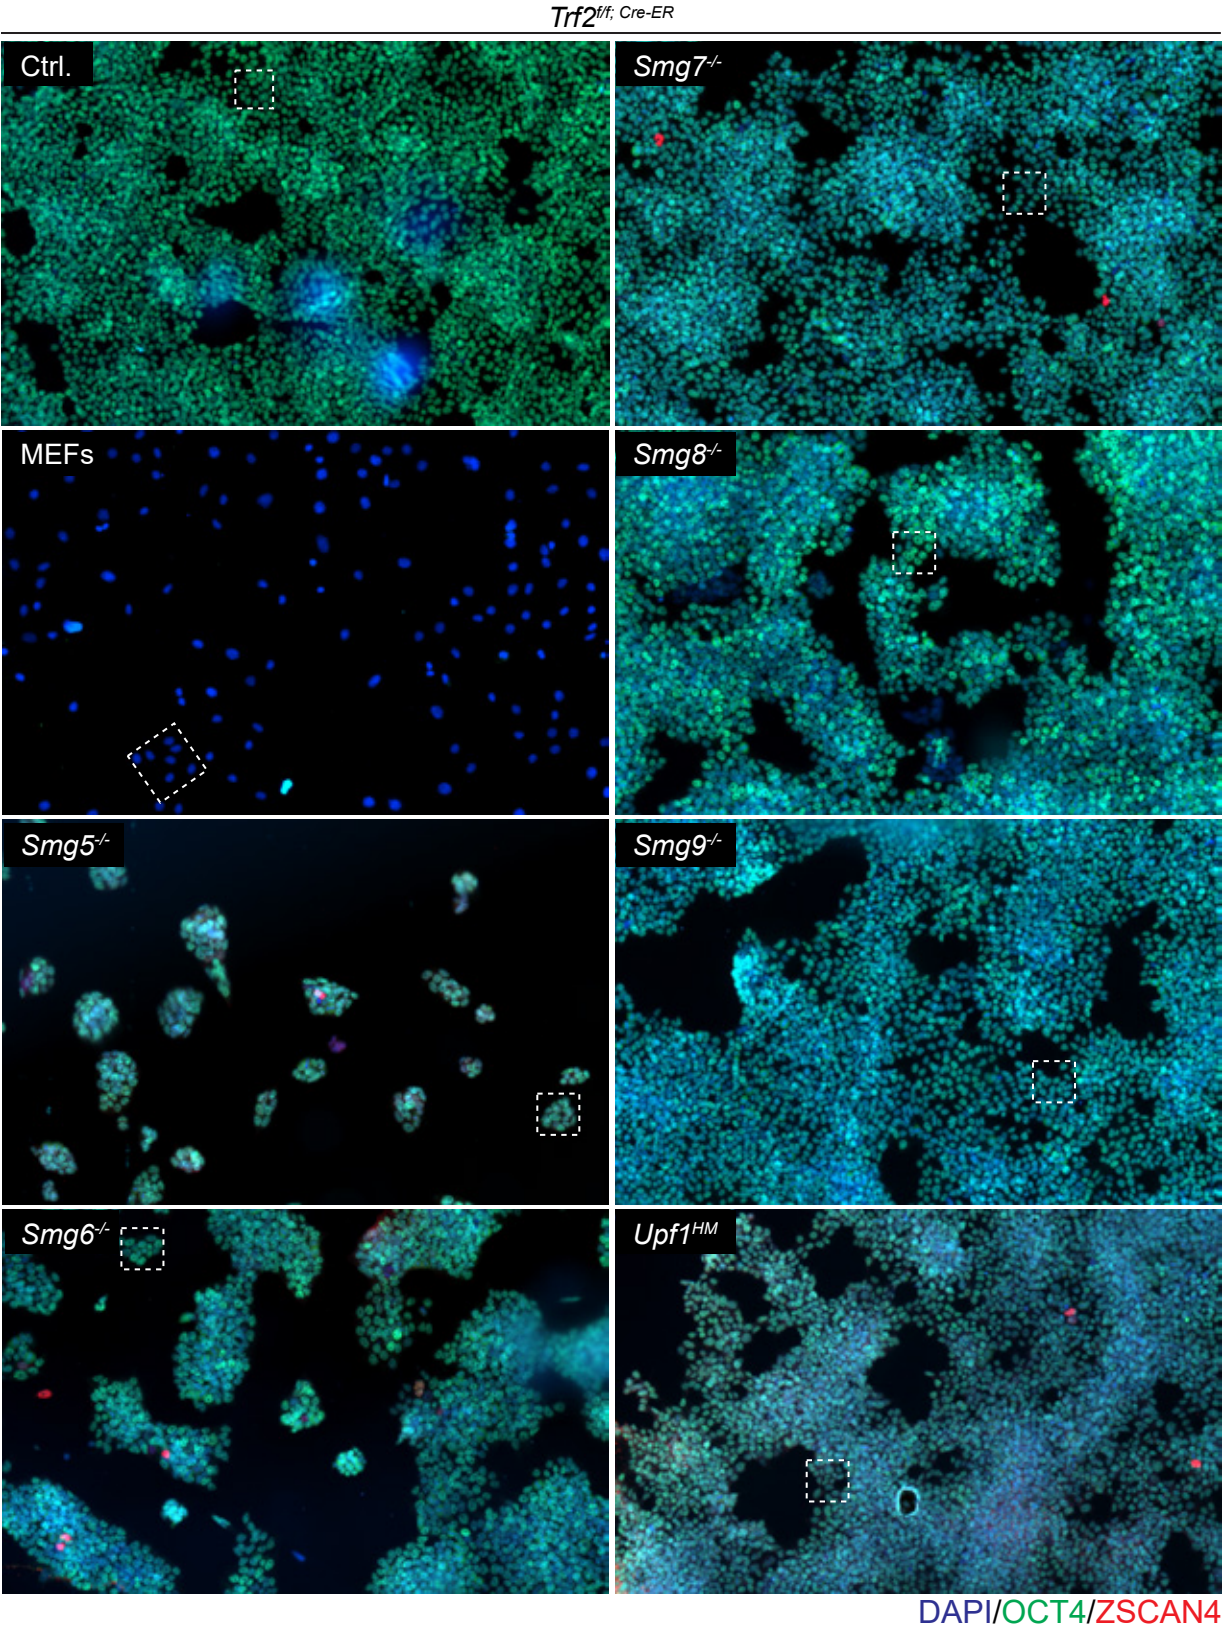

Figure 2a Source Data

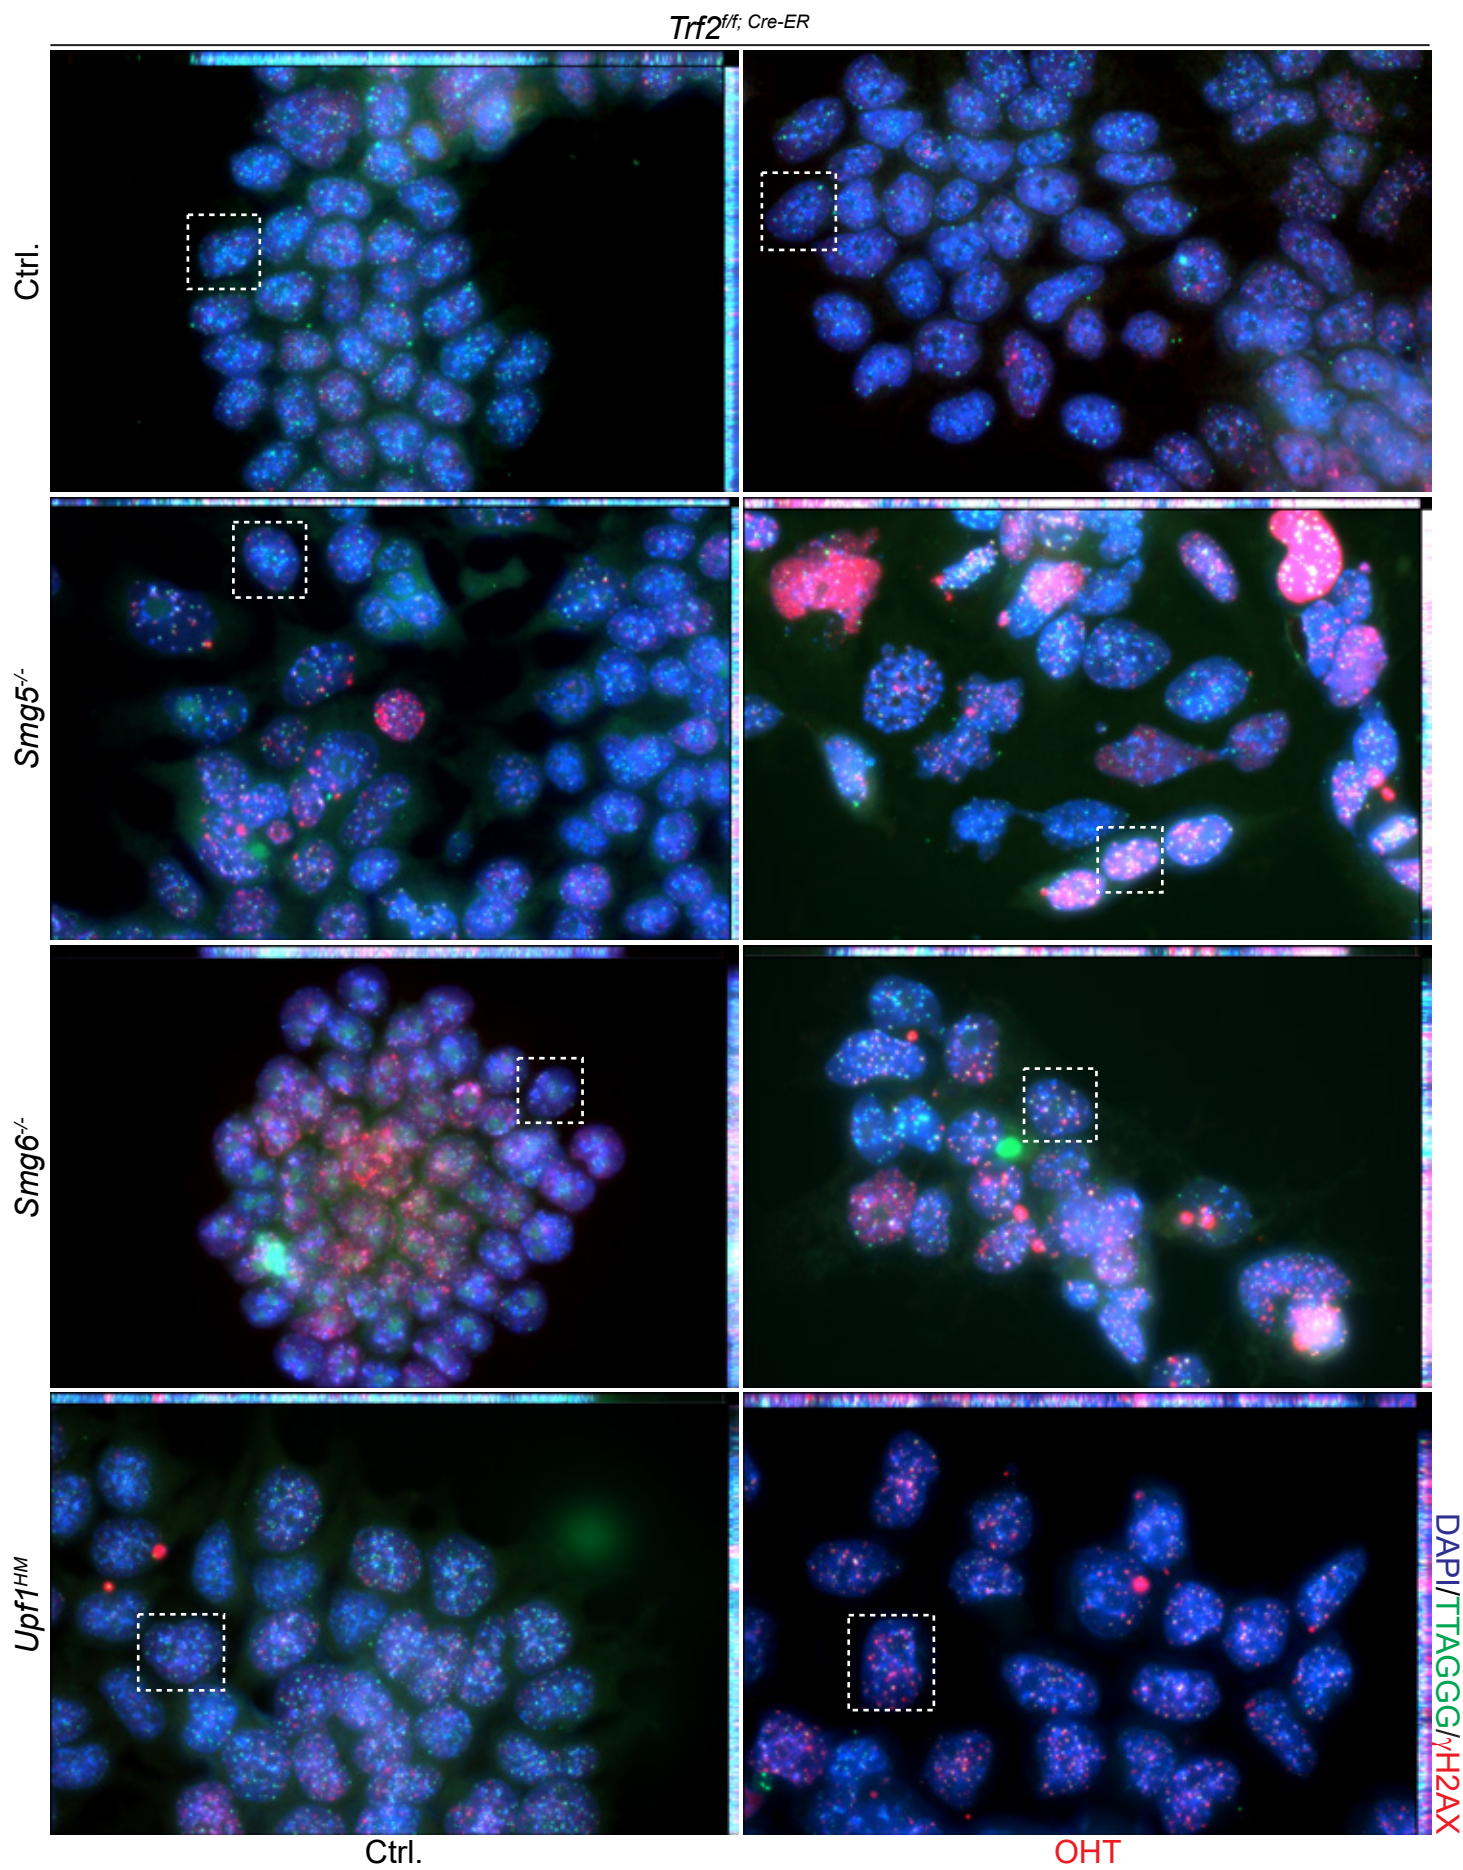

Figure 2c Source Data

*Trf2*<sup>ff</sup>; Cre-ER

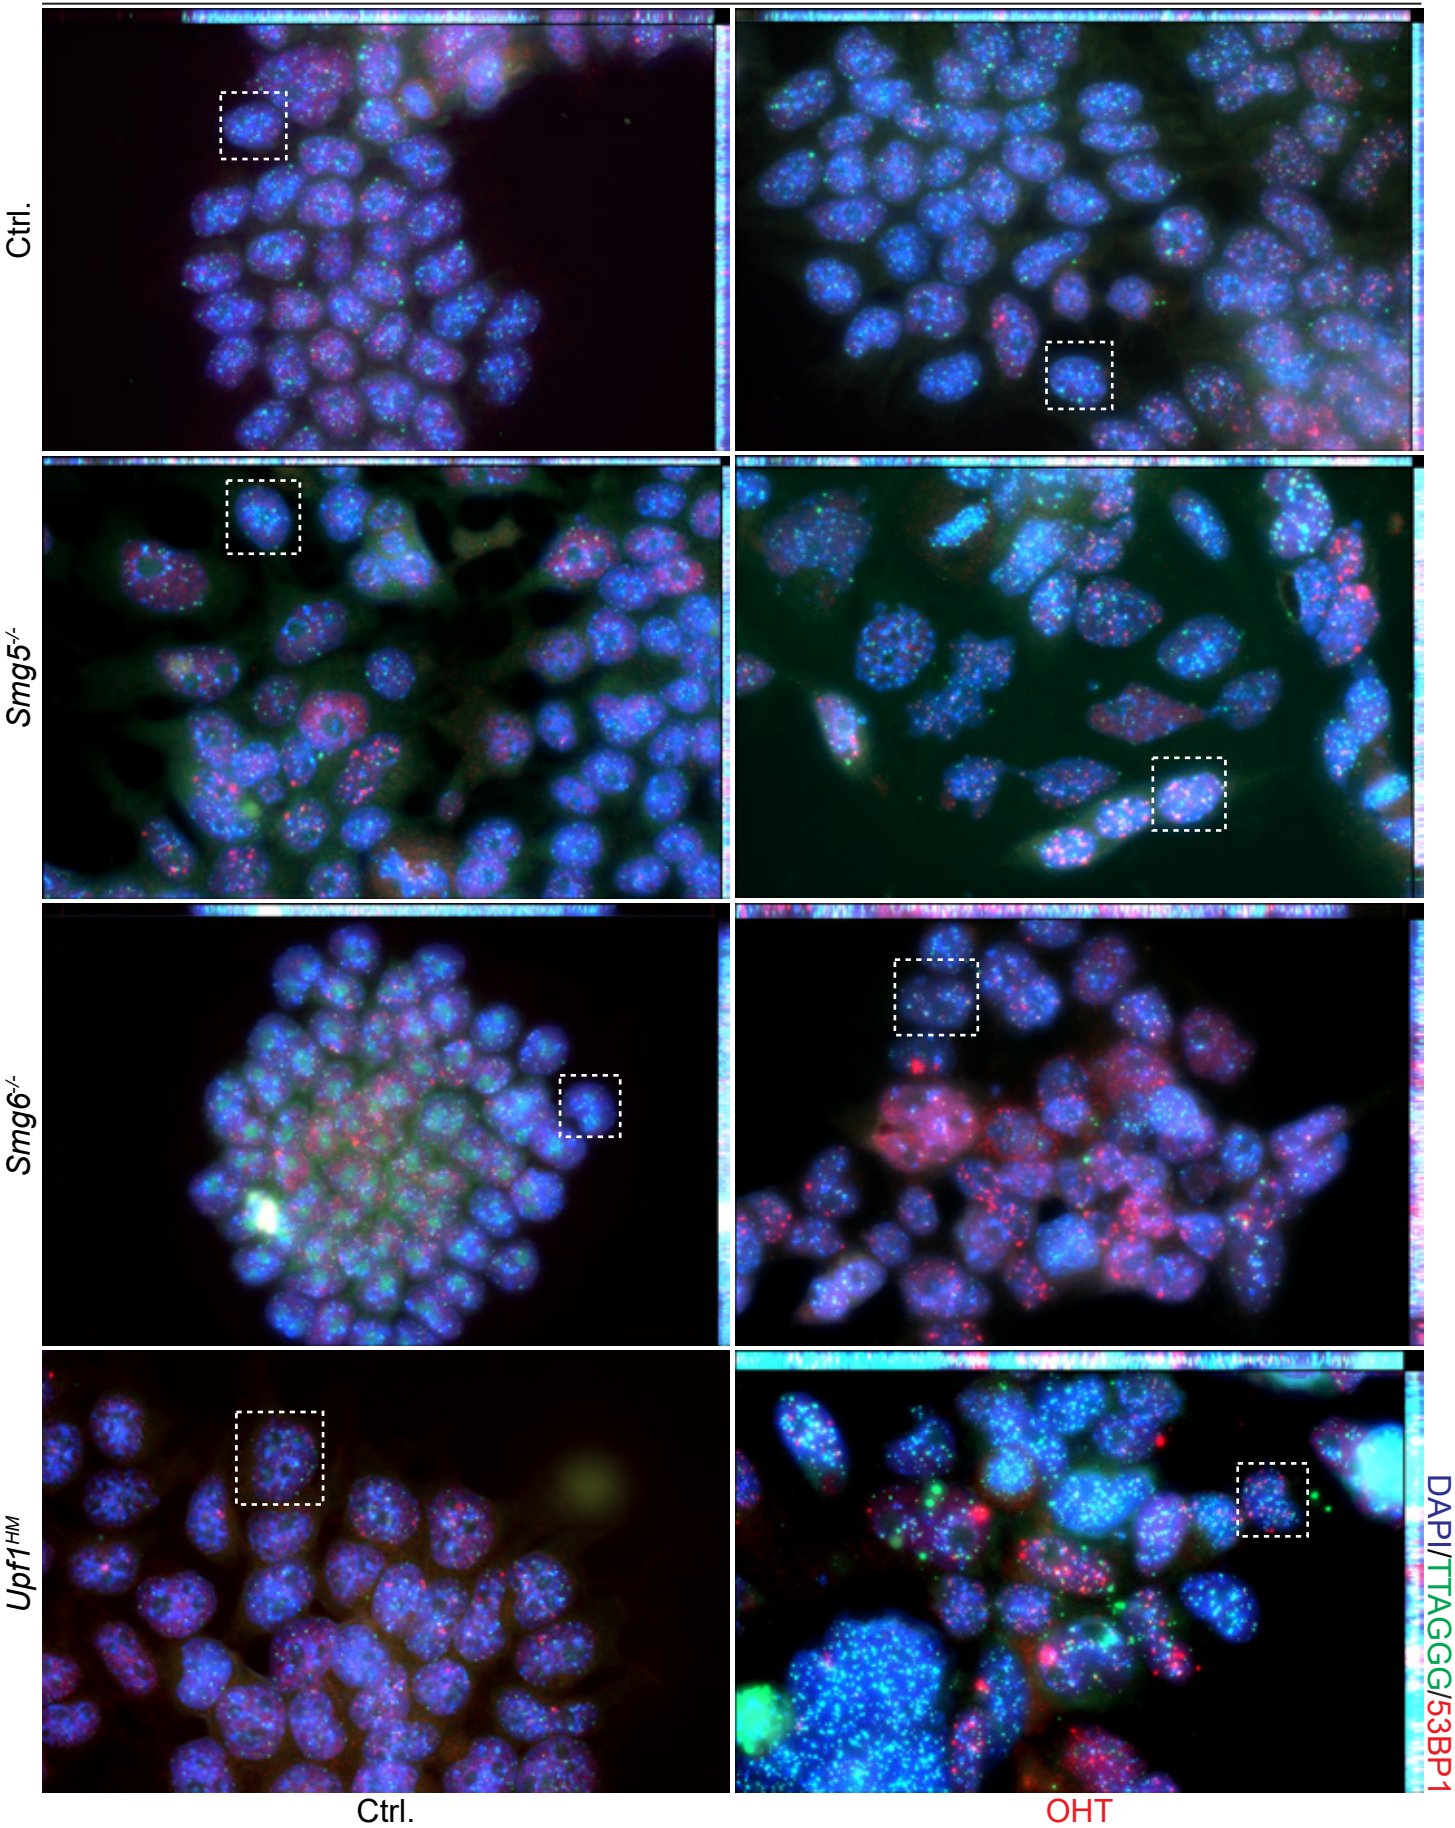

Figure 2e Source Data

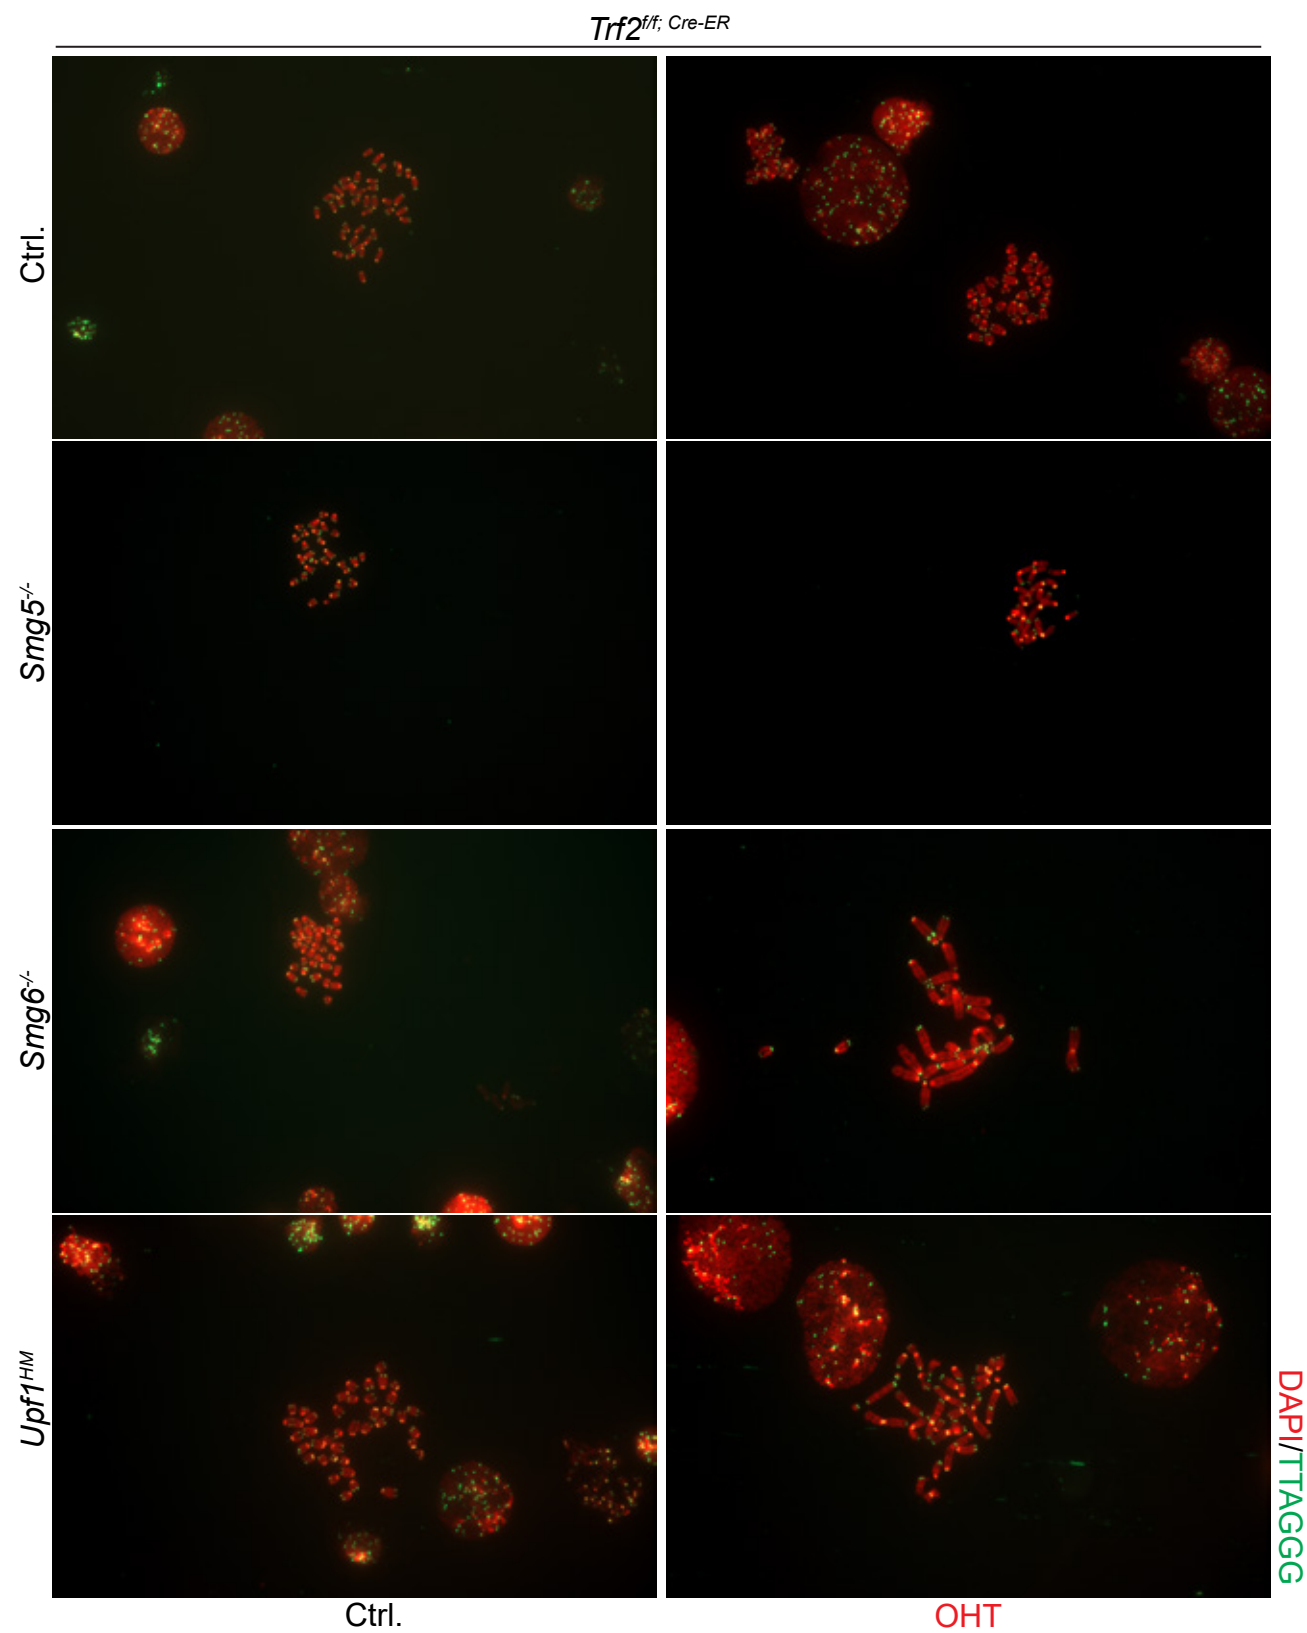

Figure 2e Source Data cont.

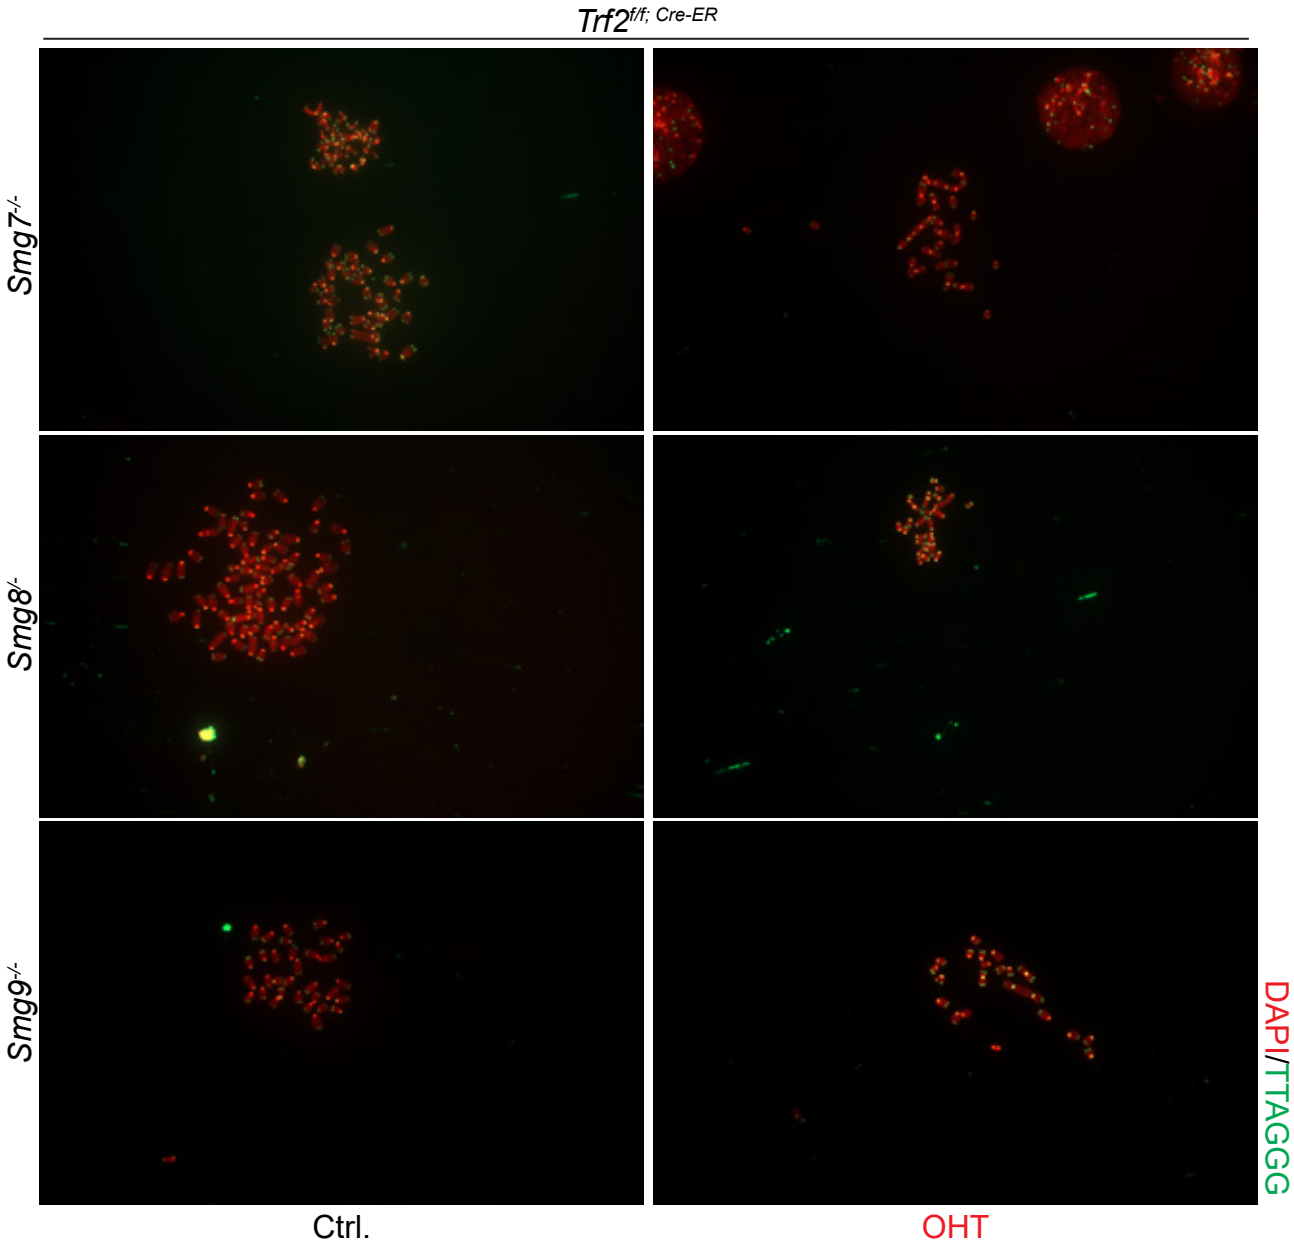

Figure 3a Source Data

PonceauS  
gel 1: 10%

| <i>Upf1</i> <sup>dTAG</sup> |   | <i>Trf2</i> <sup>ff/; Cre-ER</sup> |
|-----------------------------|---|------------------------------------|
| -                           | + | dTAG                               |

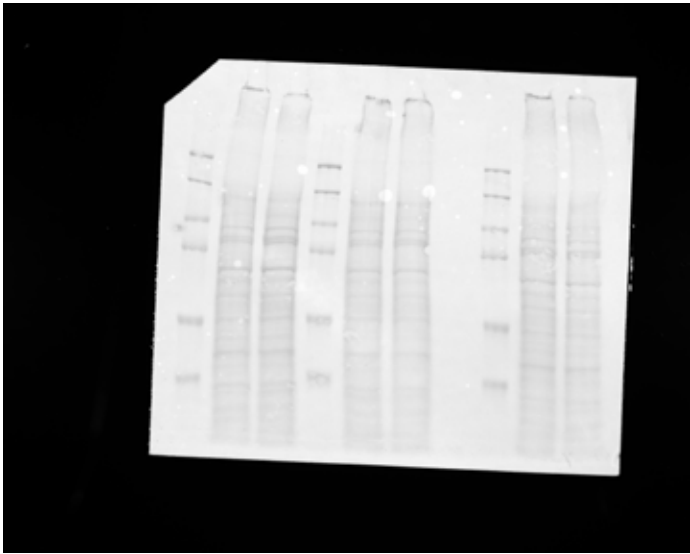

FLAG

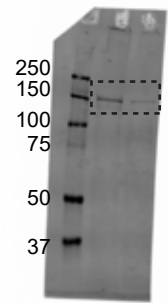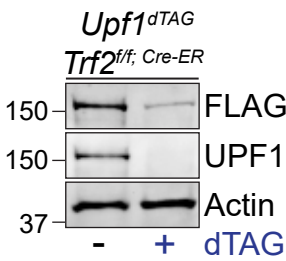

Upf1

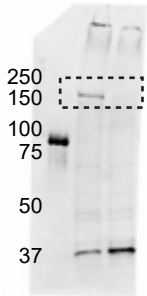

Actin

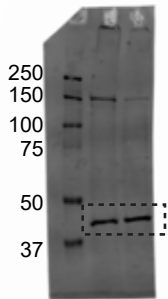

Figure 3b Source Data

*Upf1<sup>dTAG</sup> Trf2<sup>ff</sup>; Cre-ER*

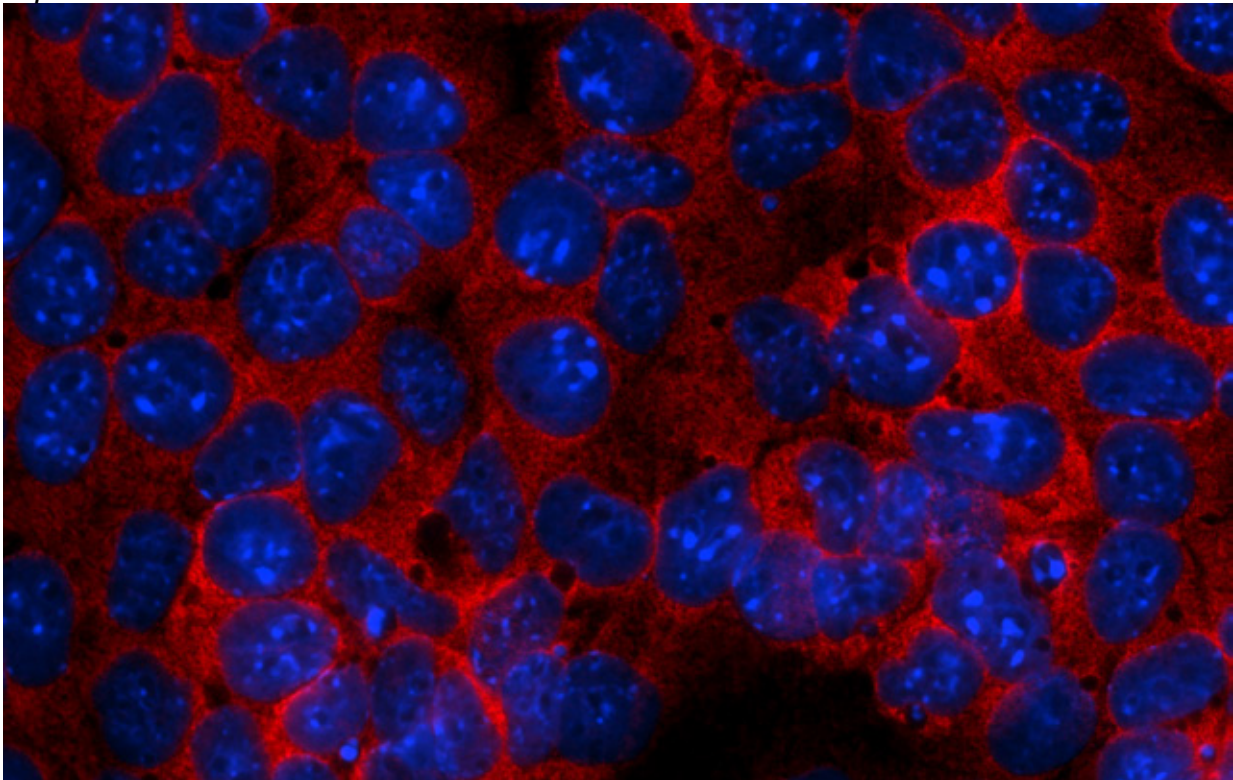

*Upf1<sup>dTAG</sup> Trf2<sup>ff</sup>; Cre-ER +dTAG*

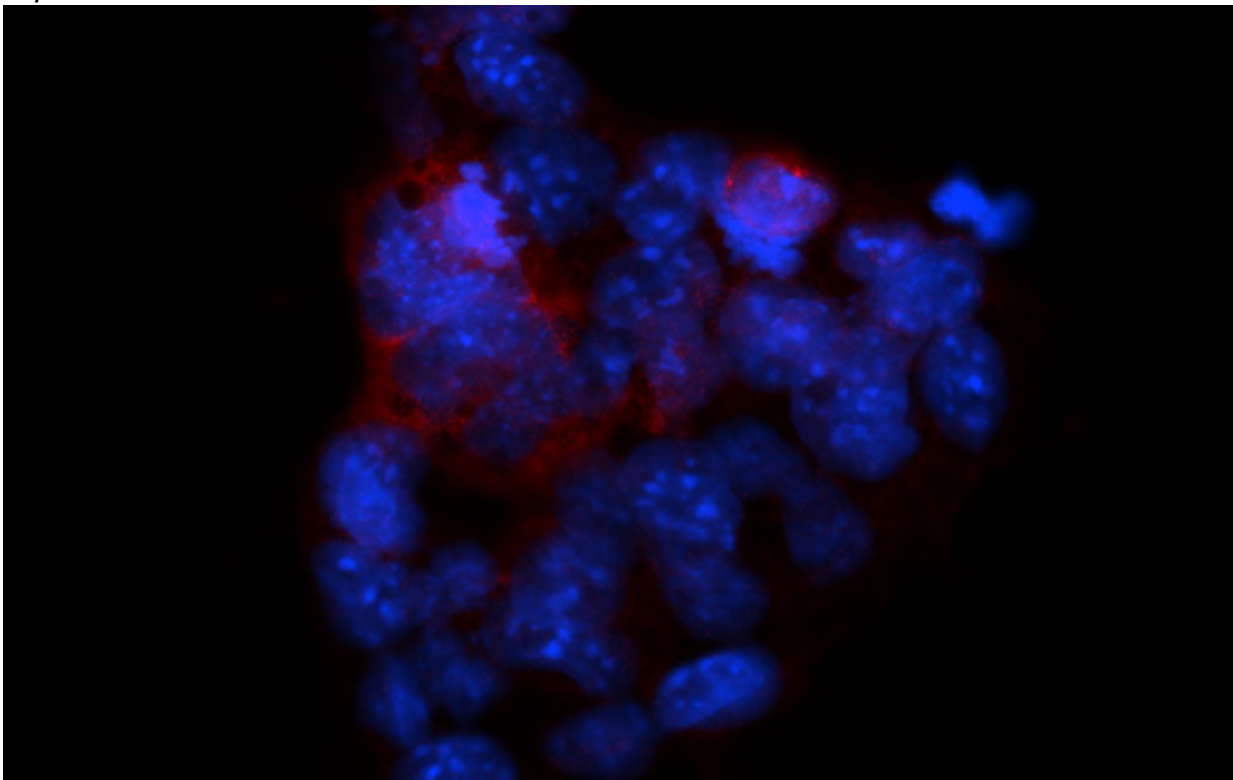

DAPI/Upf1-dTAG-FLAG

Figure 3c Source Data

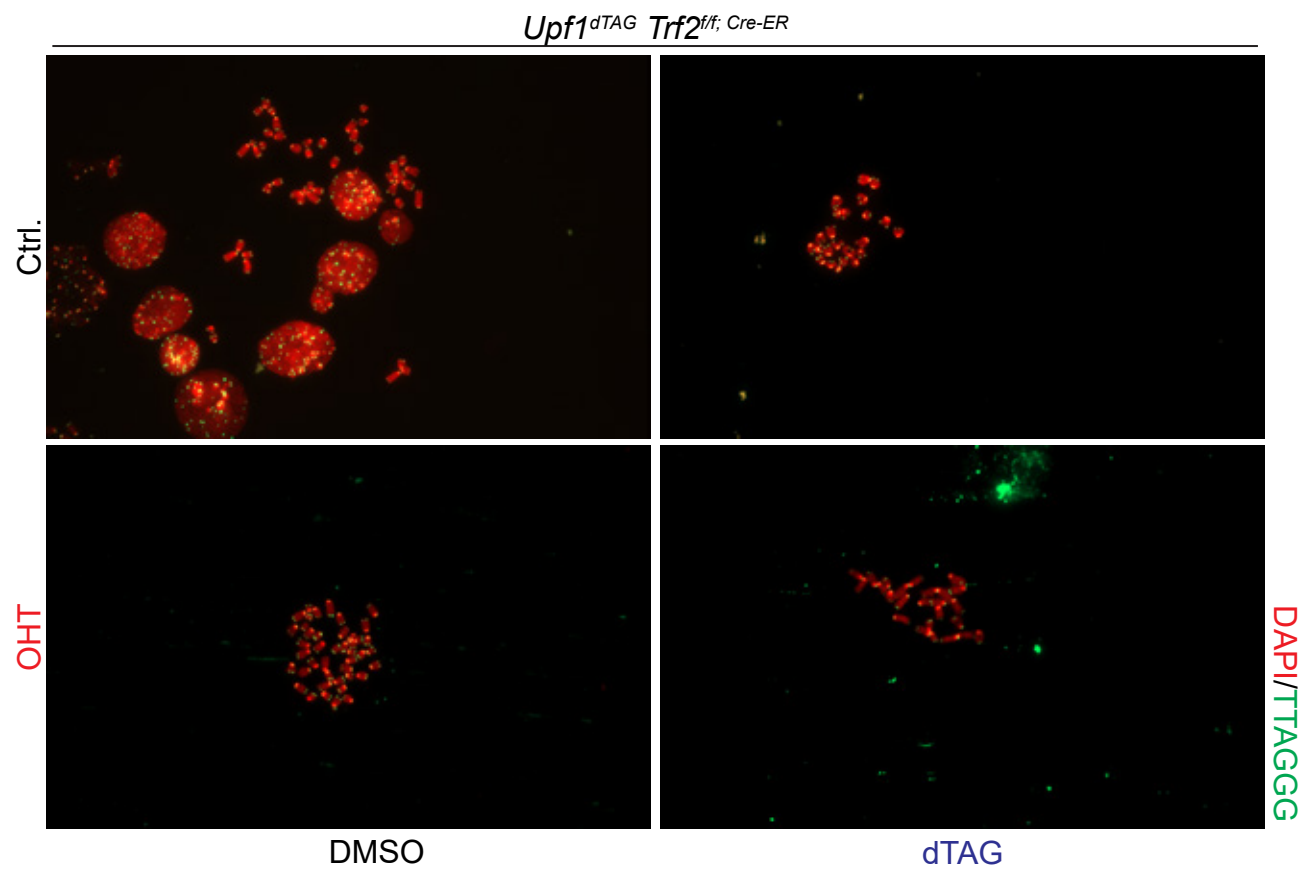

Figure 3e Source Data

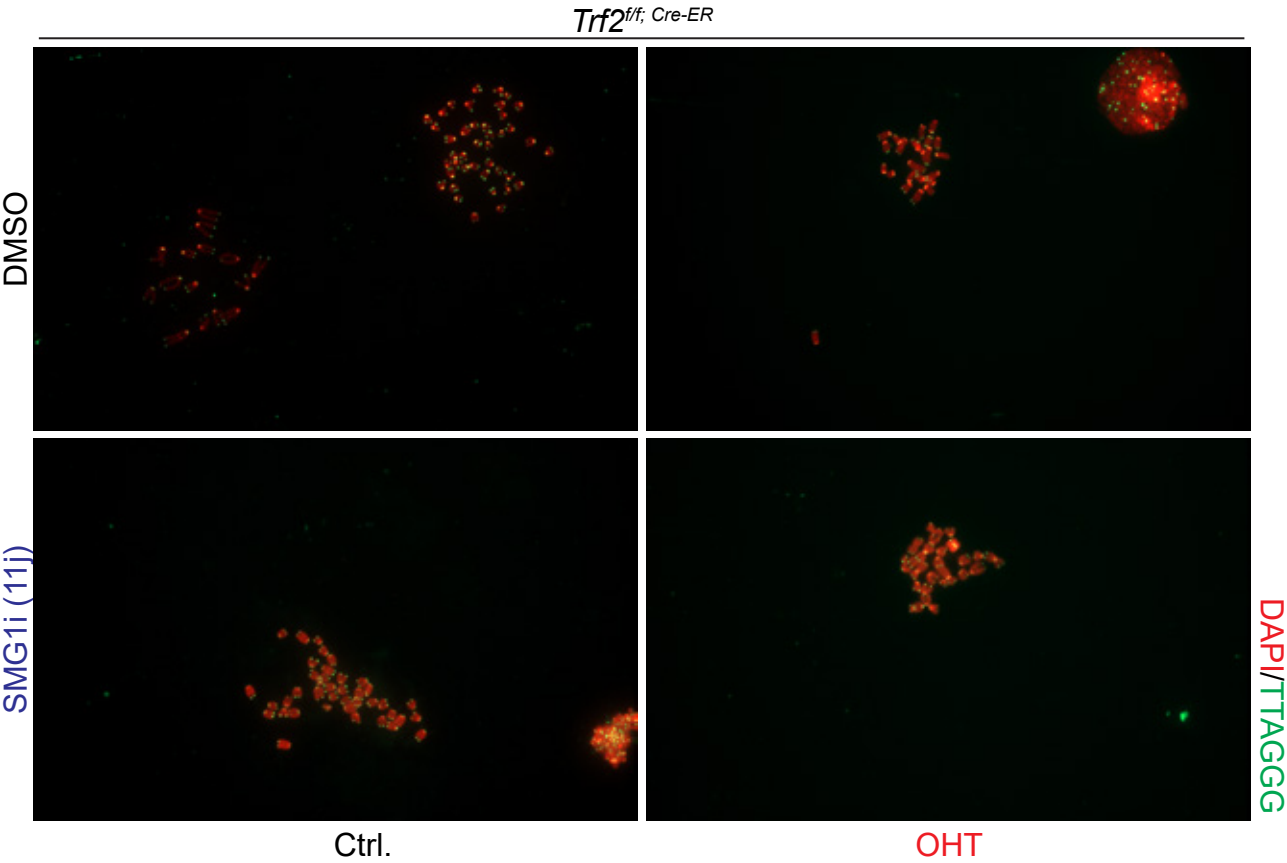

Figure 3g Source Data

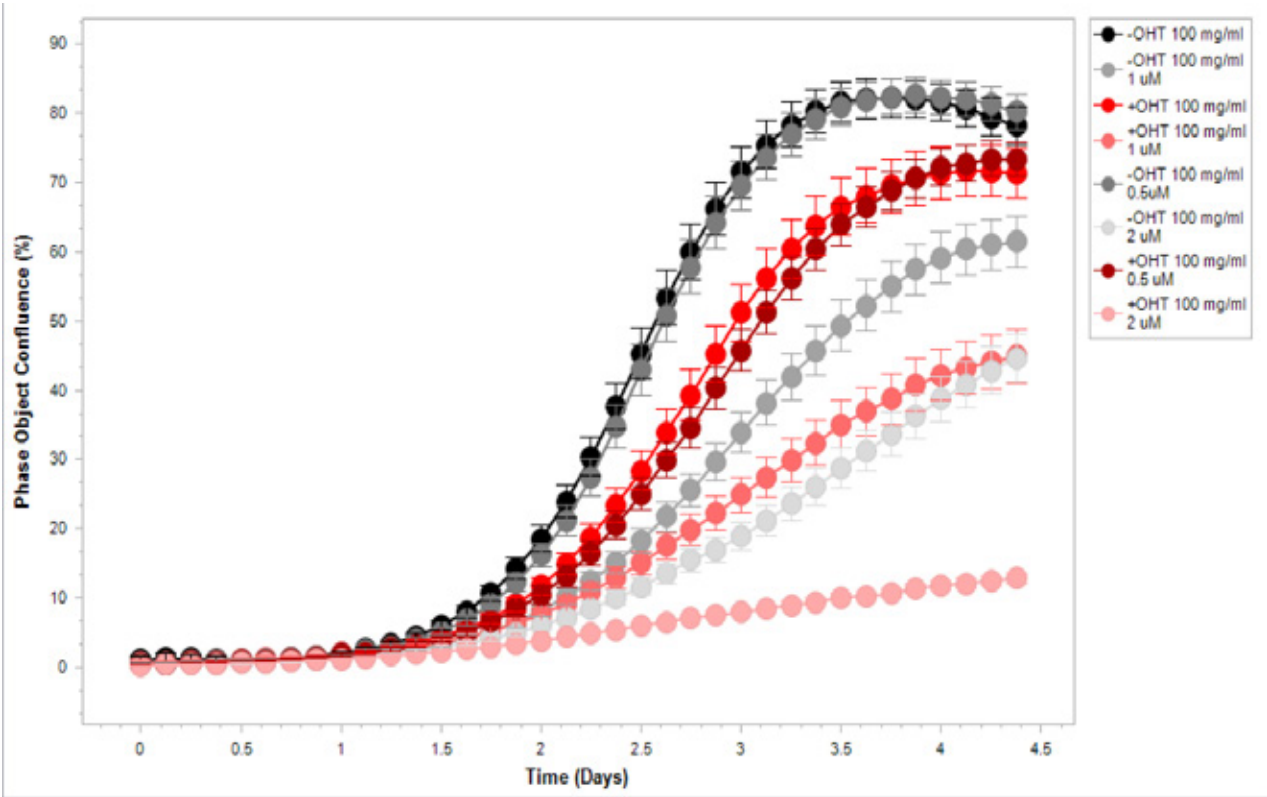

Figure 4g Source Data

PonceauS

*Trf2<sup>fl/f</sup>; Cre-ER*

| Ctrl. | <i>Smg6<sup>-/-</sup></i> |   | Ctrl. | <i>Smg6<sup>-/-</sup></i> |
|-------|---------------------------|---|-------|---------------------------|
| -     | -                         | + | -     | +                         |
| OHT   |                           |   |       |                           |

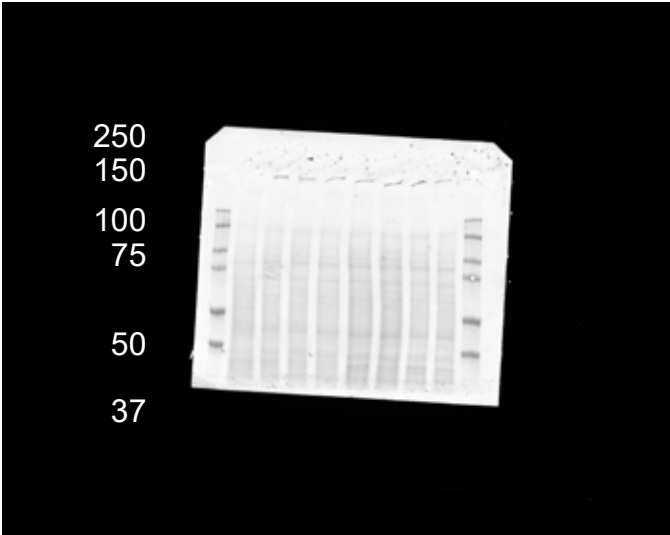

Actin (Ms-DyLight680)

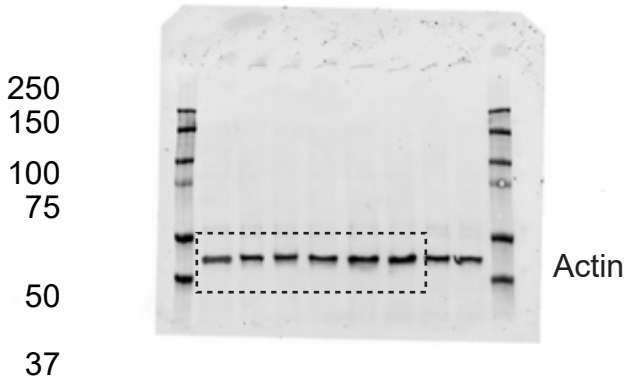

TRF1 (Rat-Chemiluminescence)

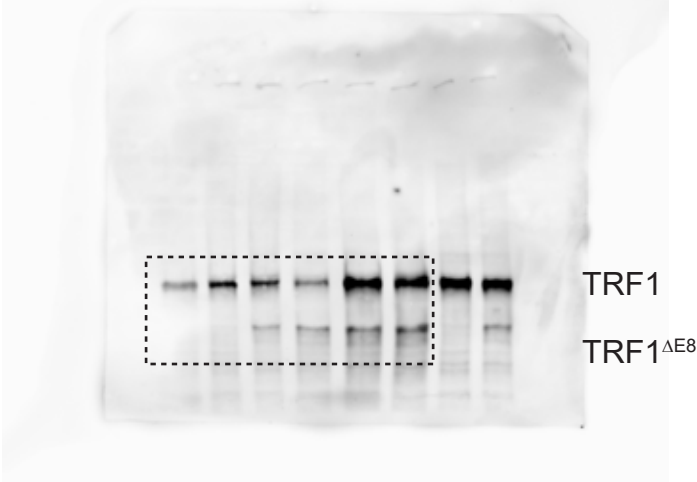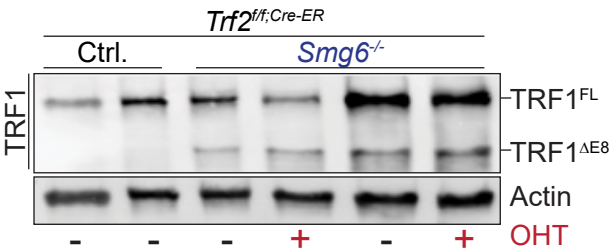

Figure 4h Source Data

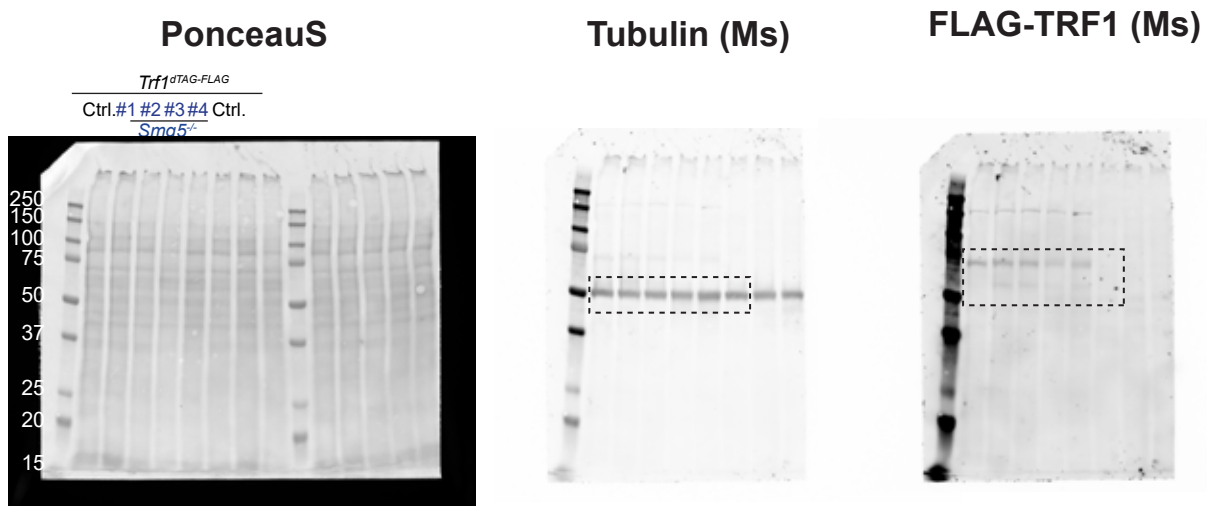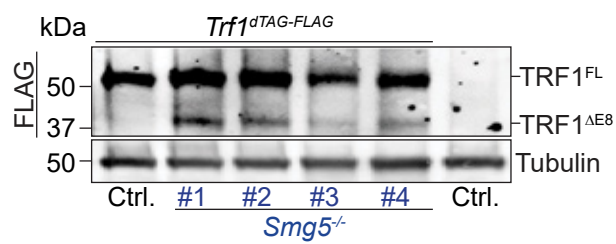

Figure 4i-j Source Data

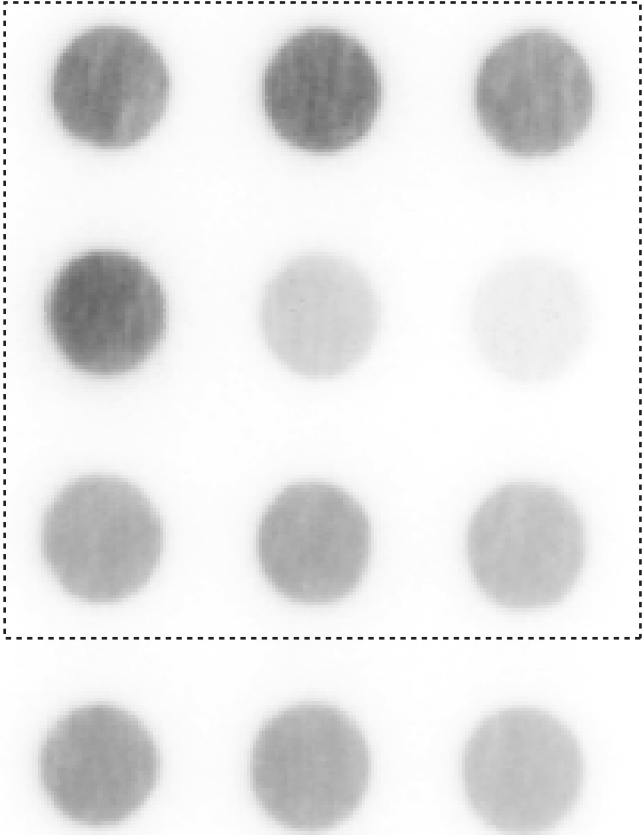

Figure 5b Source Data

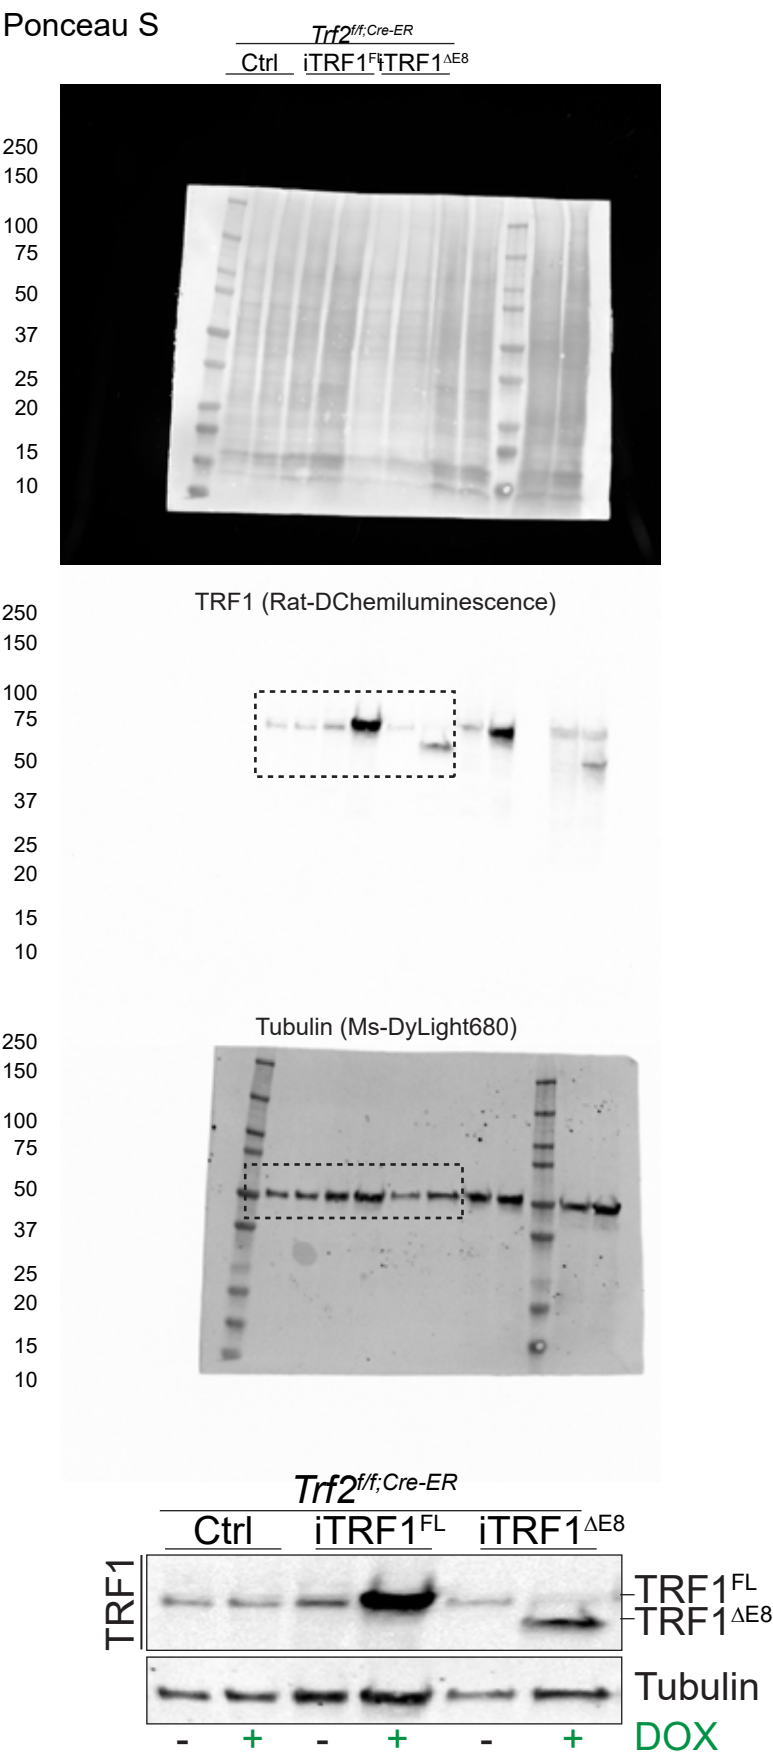

Figure 5c Source Data

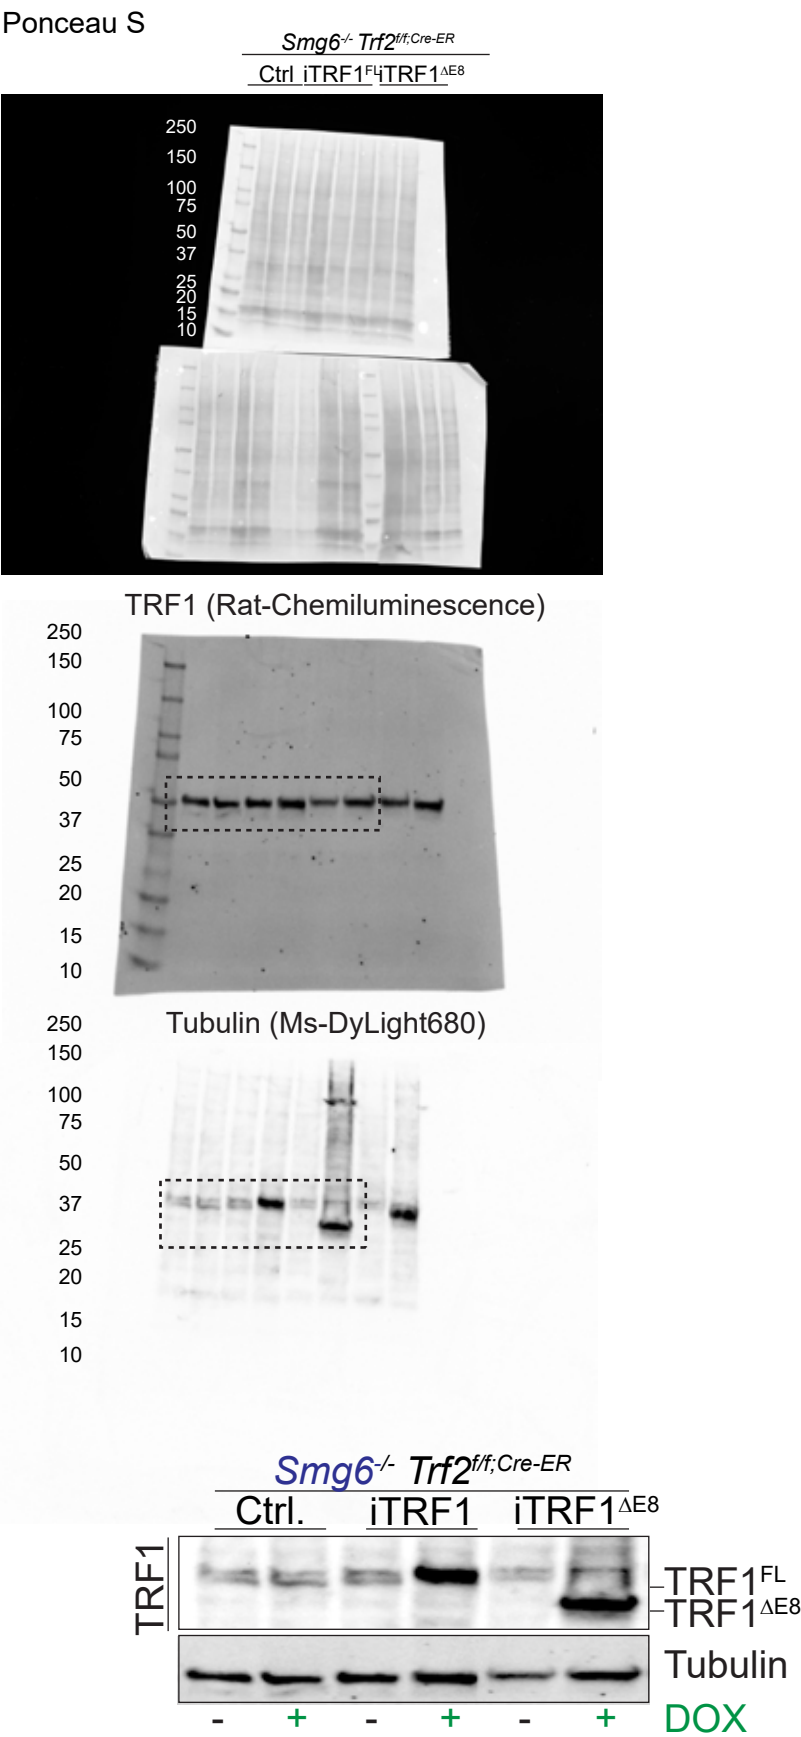

Figure 5d Source Data

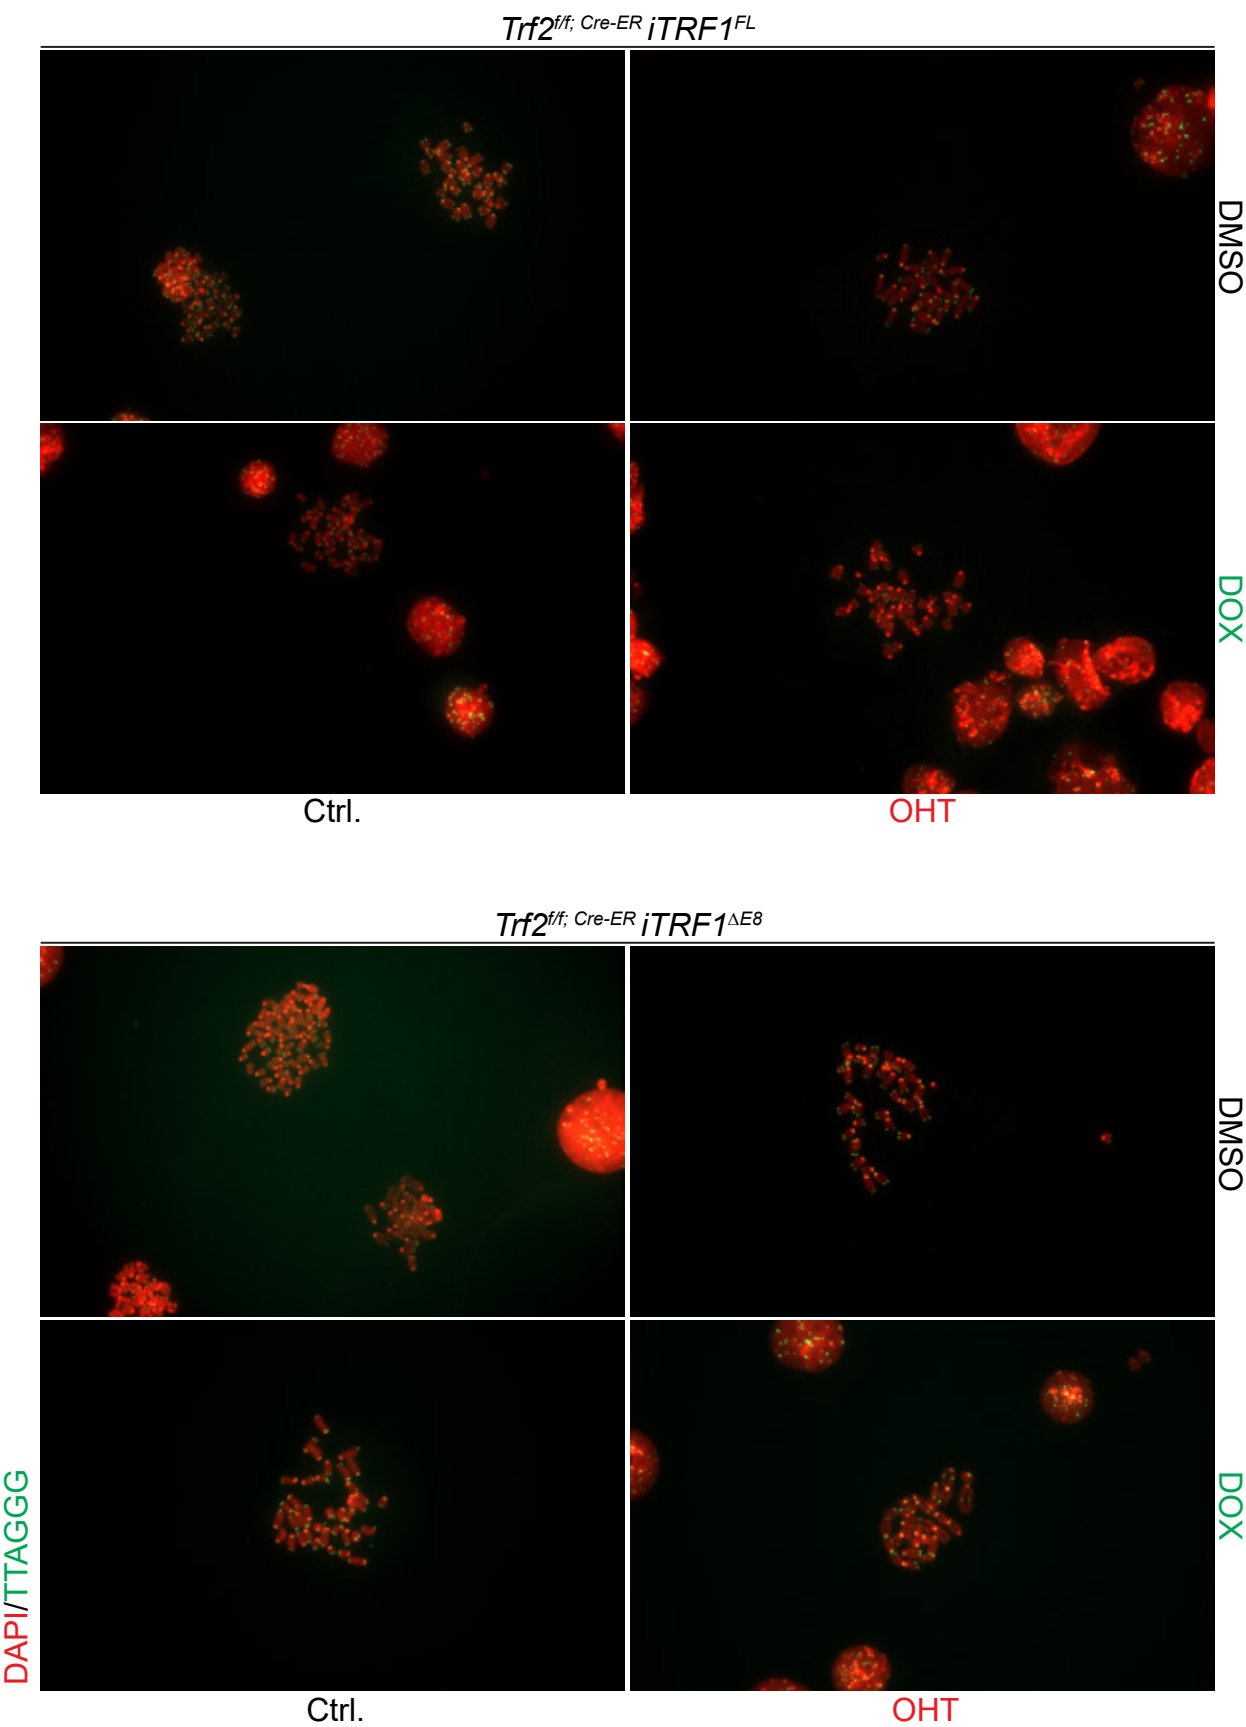

Figure 5e Source Data

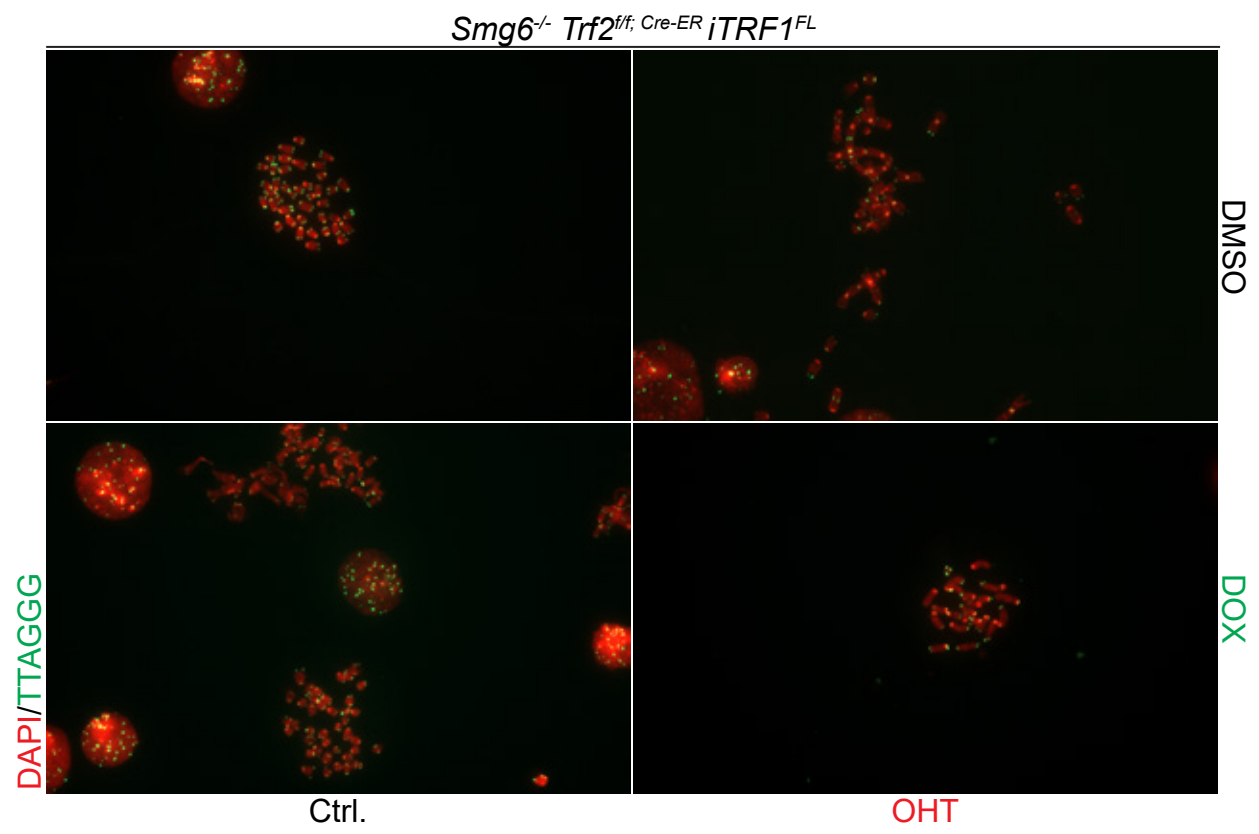

Figure 5f Source Data

PonceauS

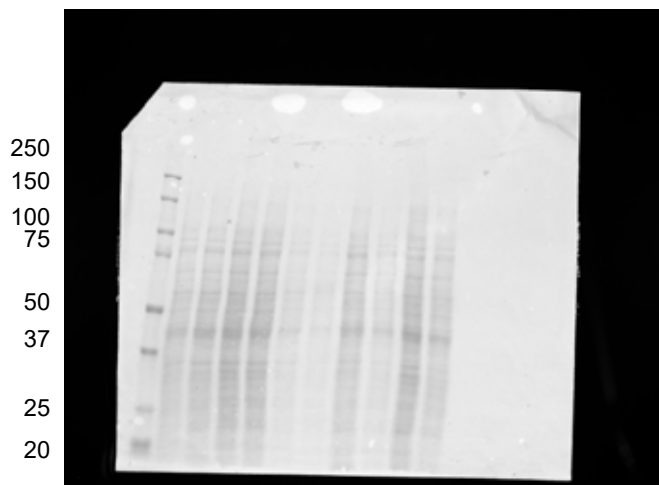

TRF1 (rat)

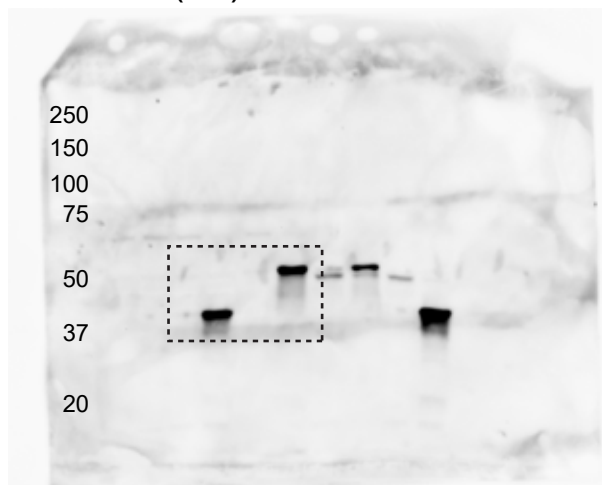

Actin (Ms)

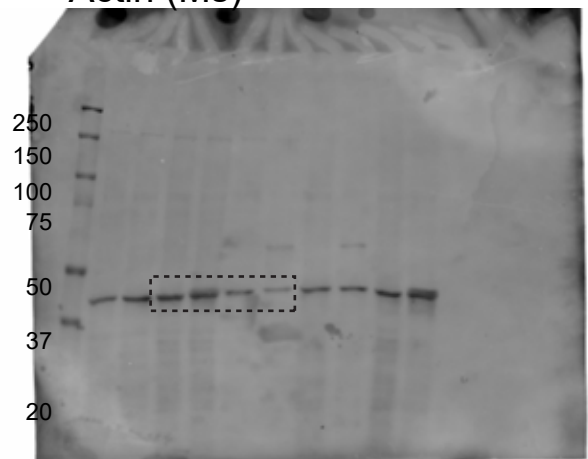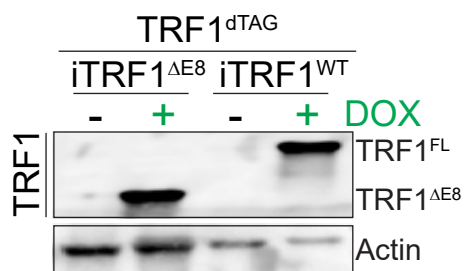

Figure 5g Source Data

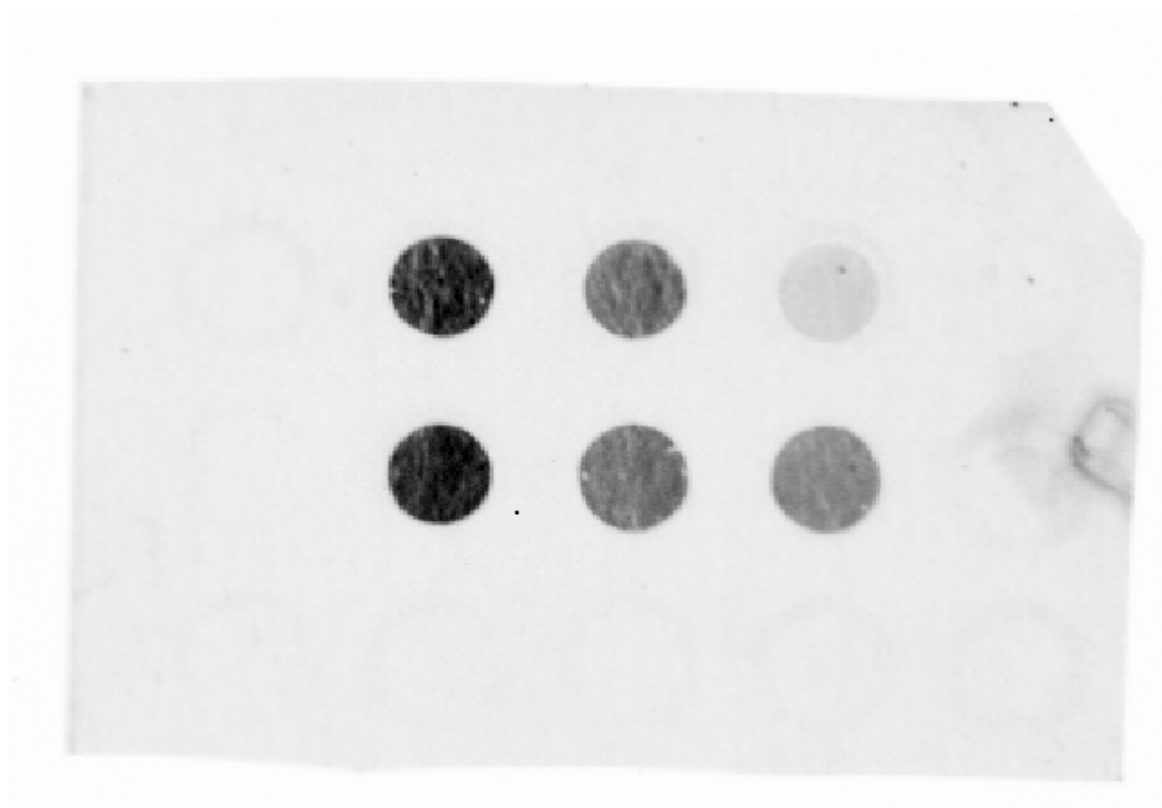

Extended Data Figure 1b Source Data

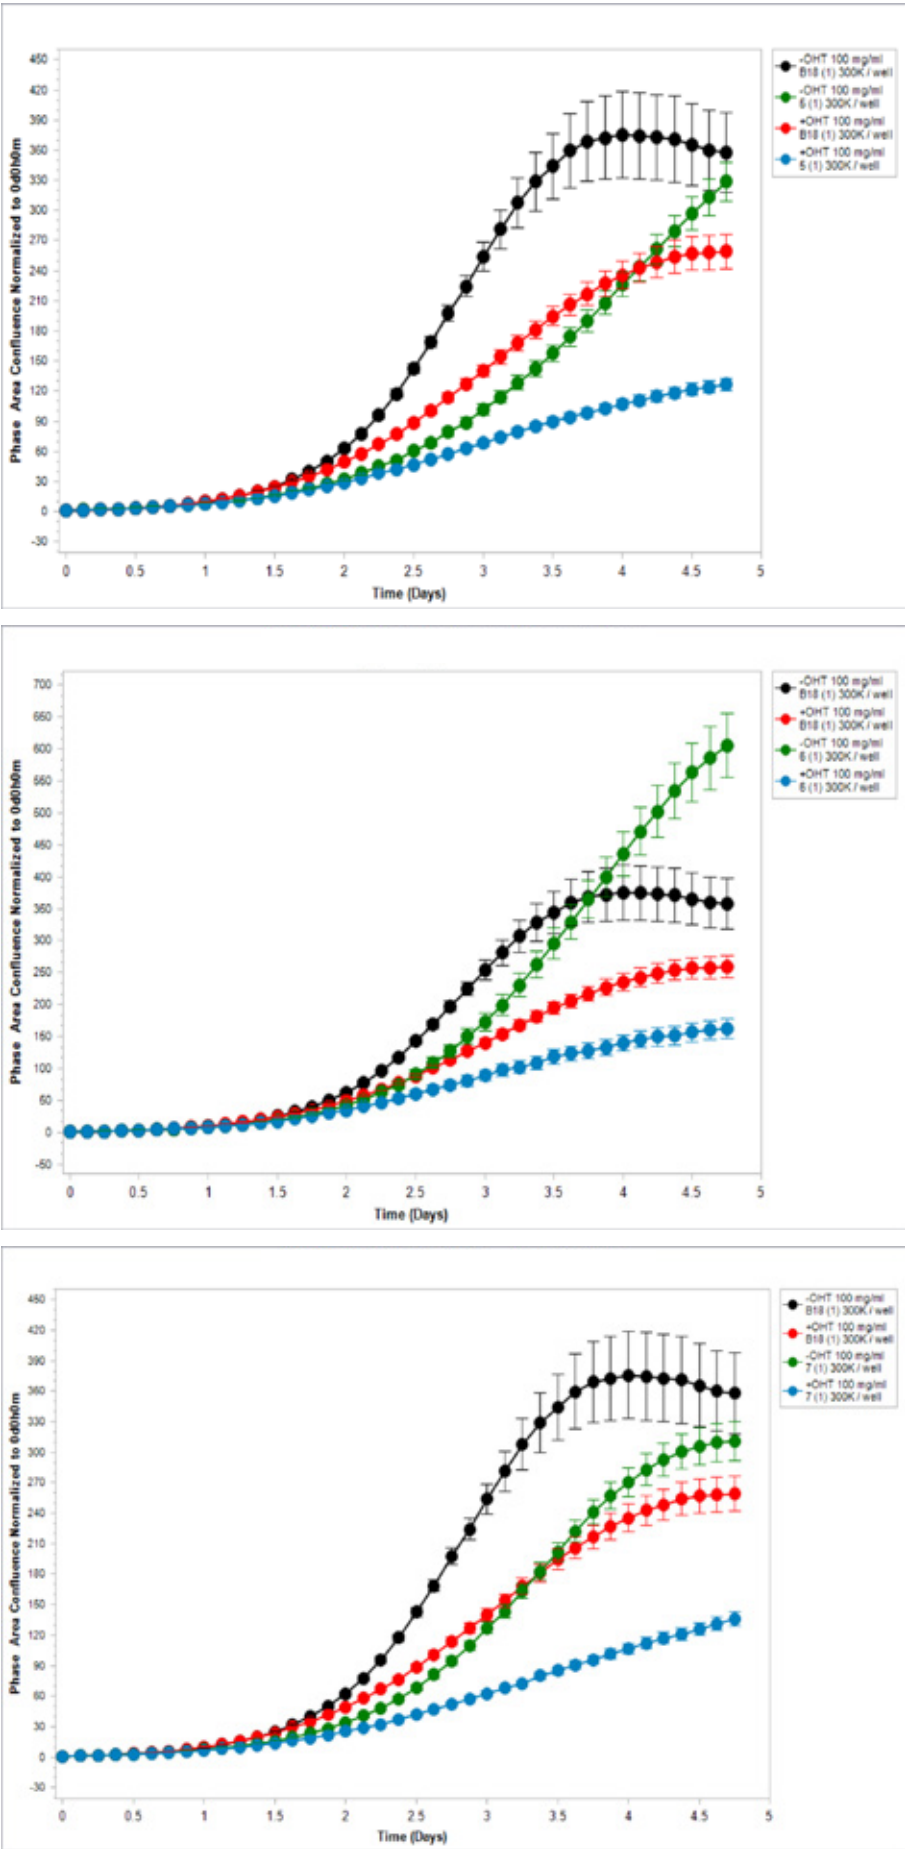

Extended Data Figure 2c Source Data

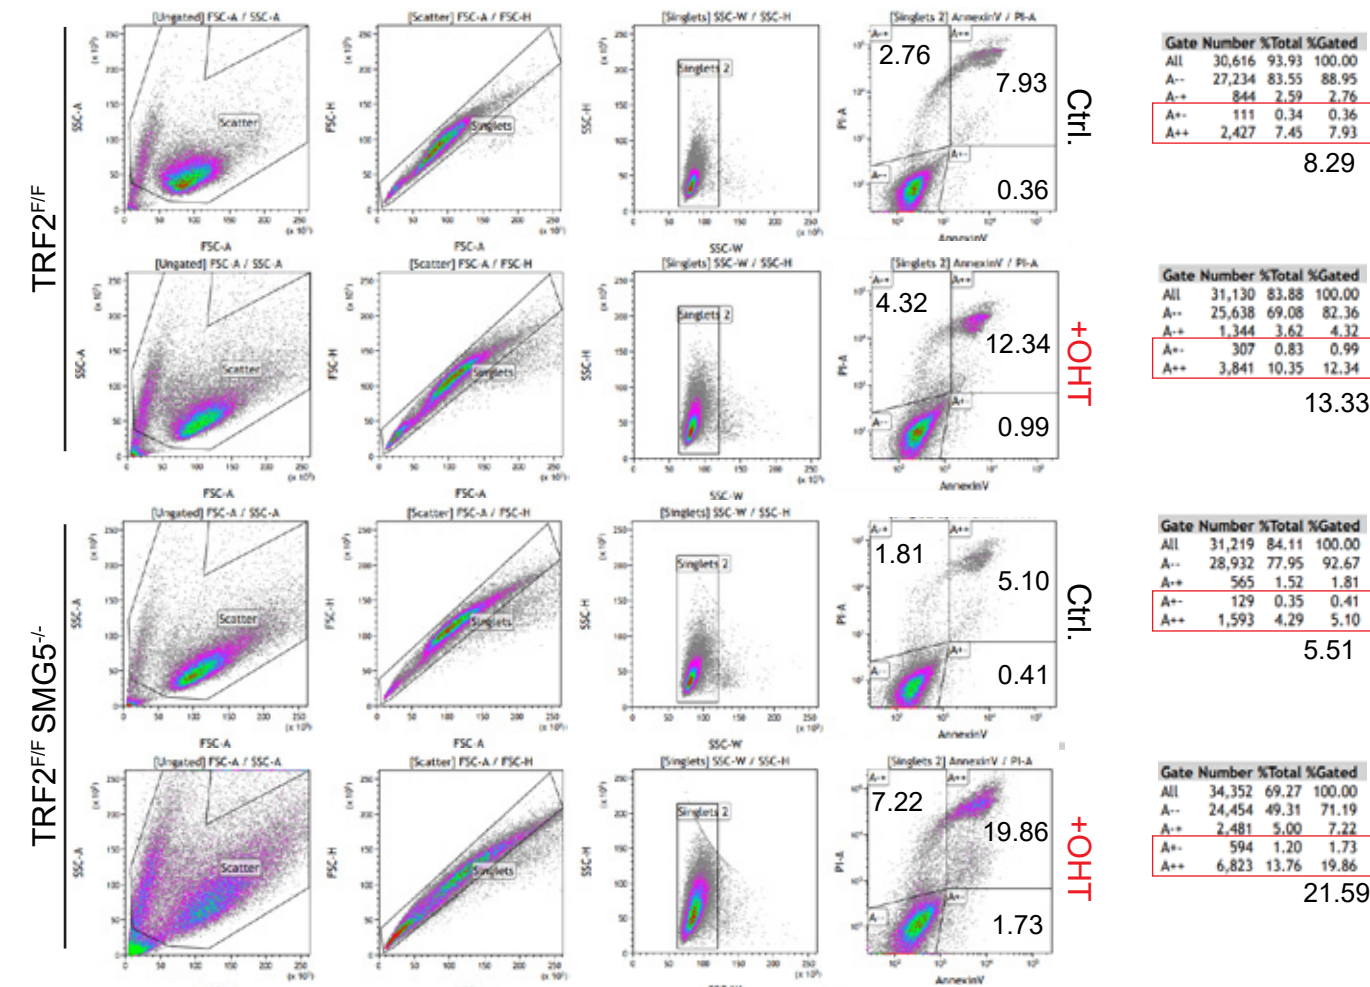

Extended Data Figure 2c-d Source Data cont.

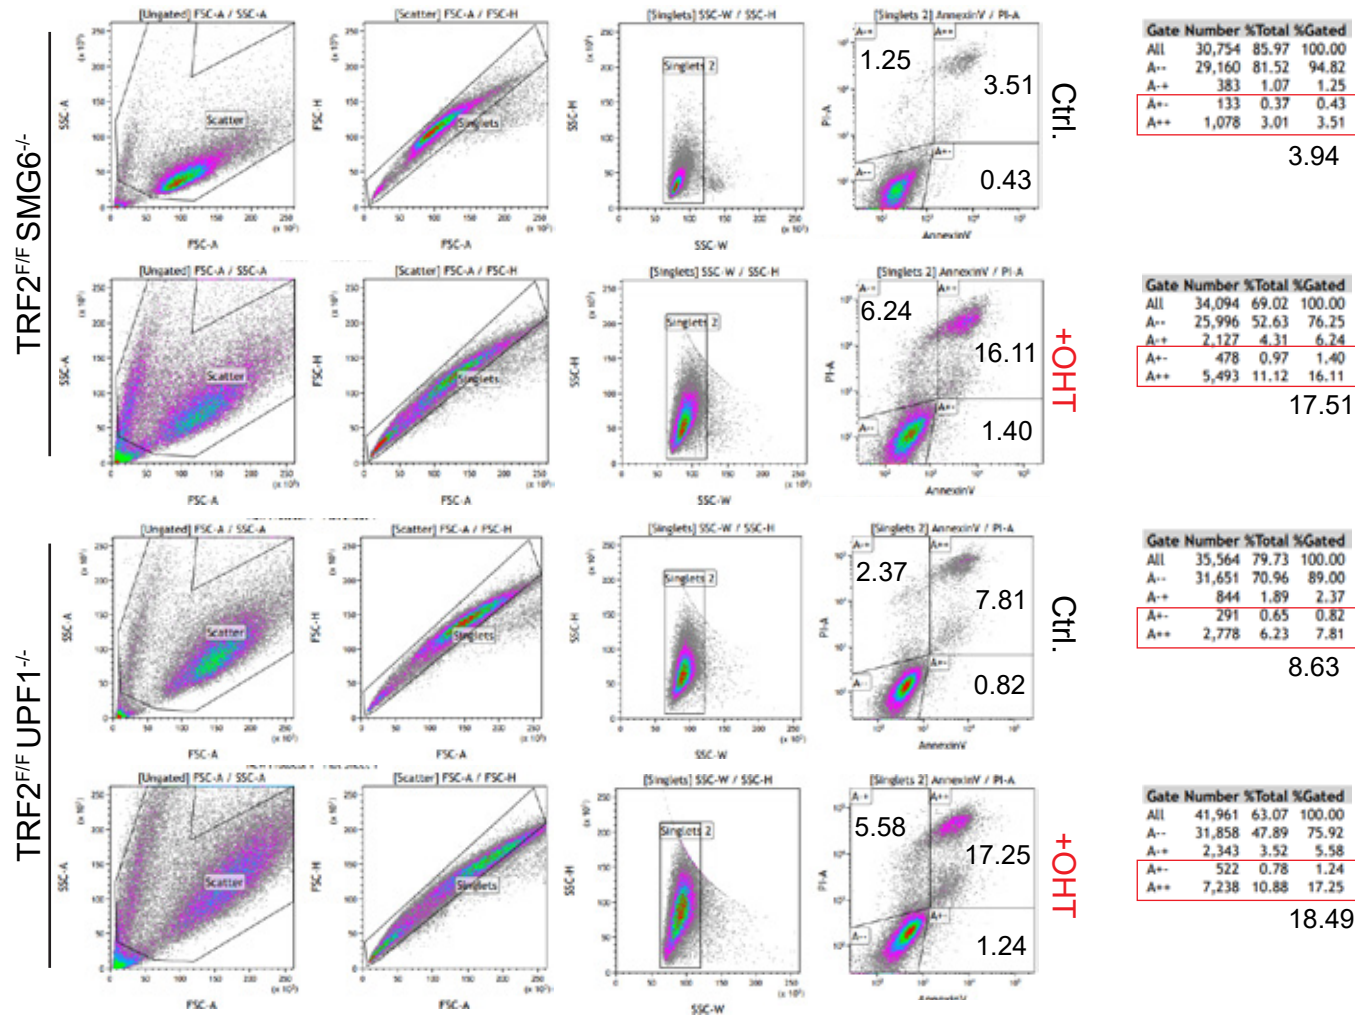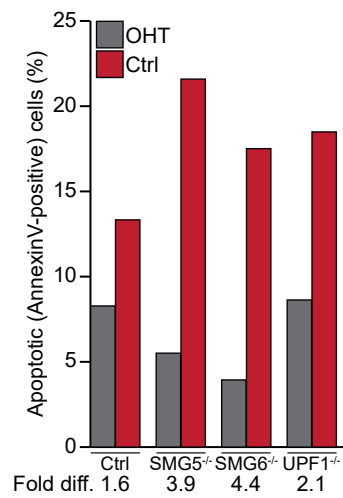

BD FACSDiva 9.0

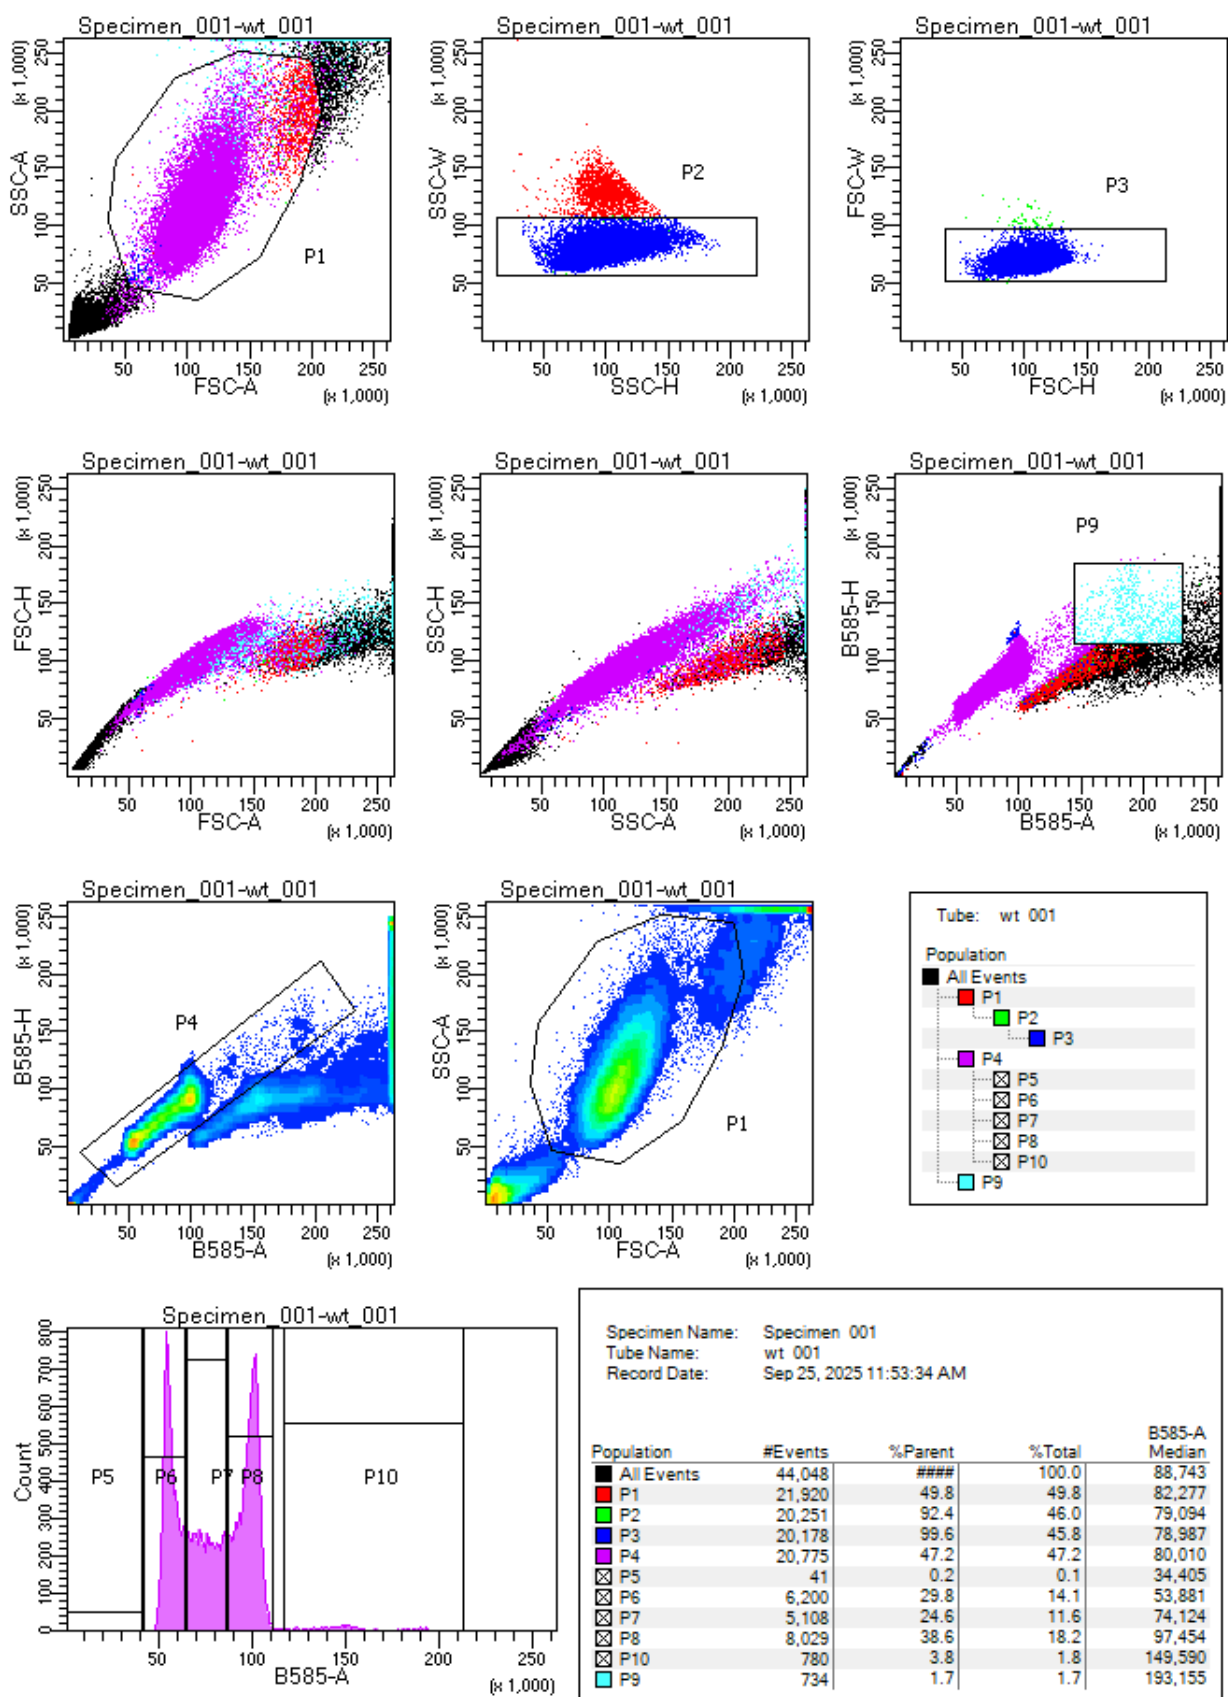

## BD FACSDiva 9.0

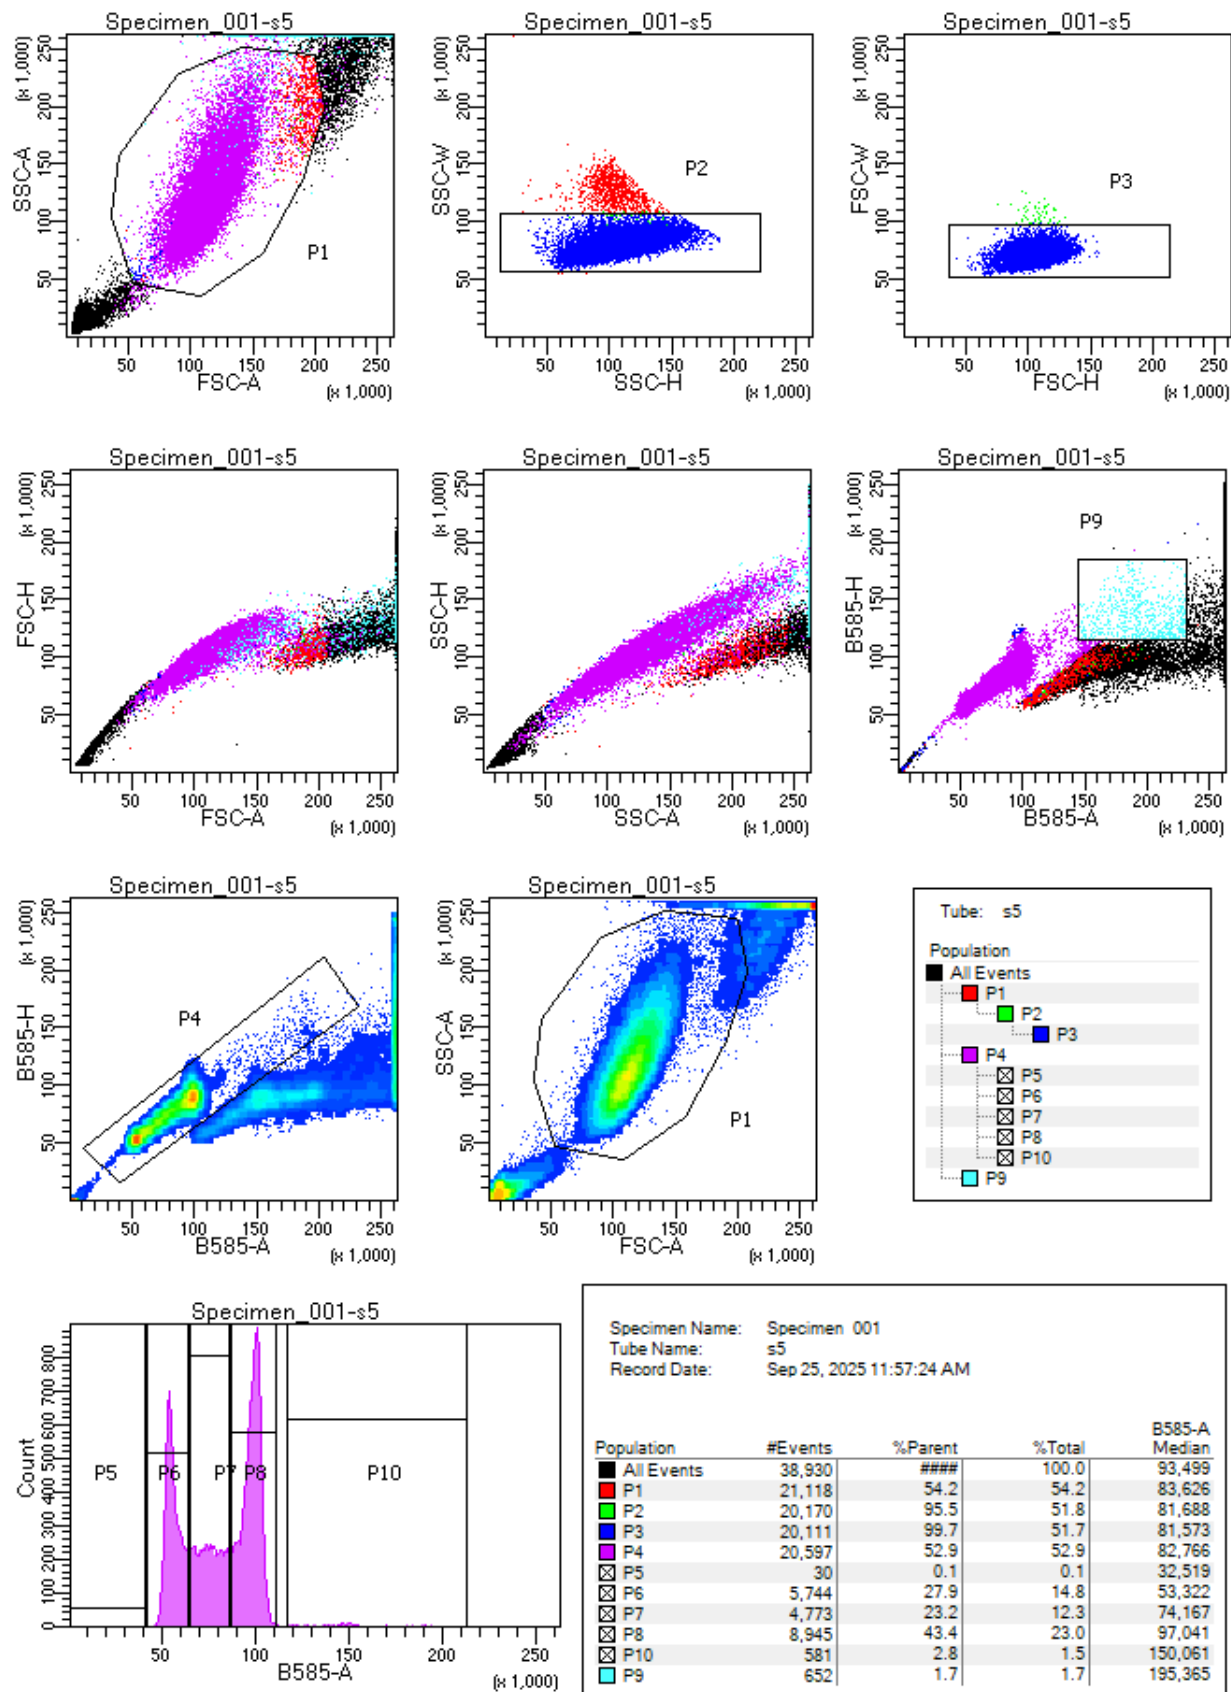

BD FACSDiva 9.0

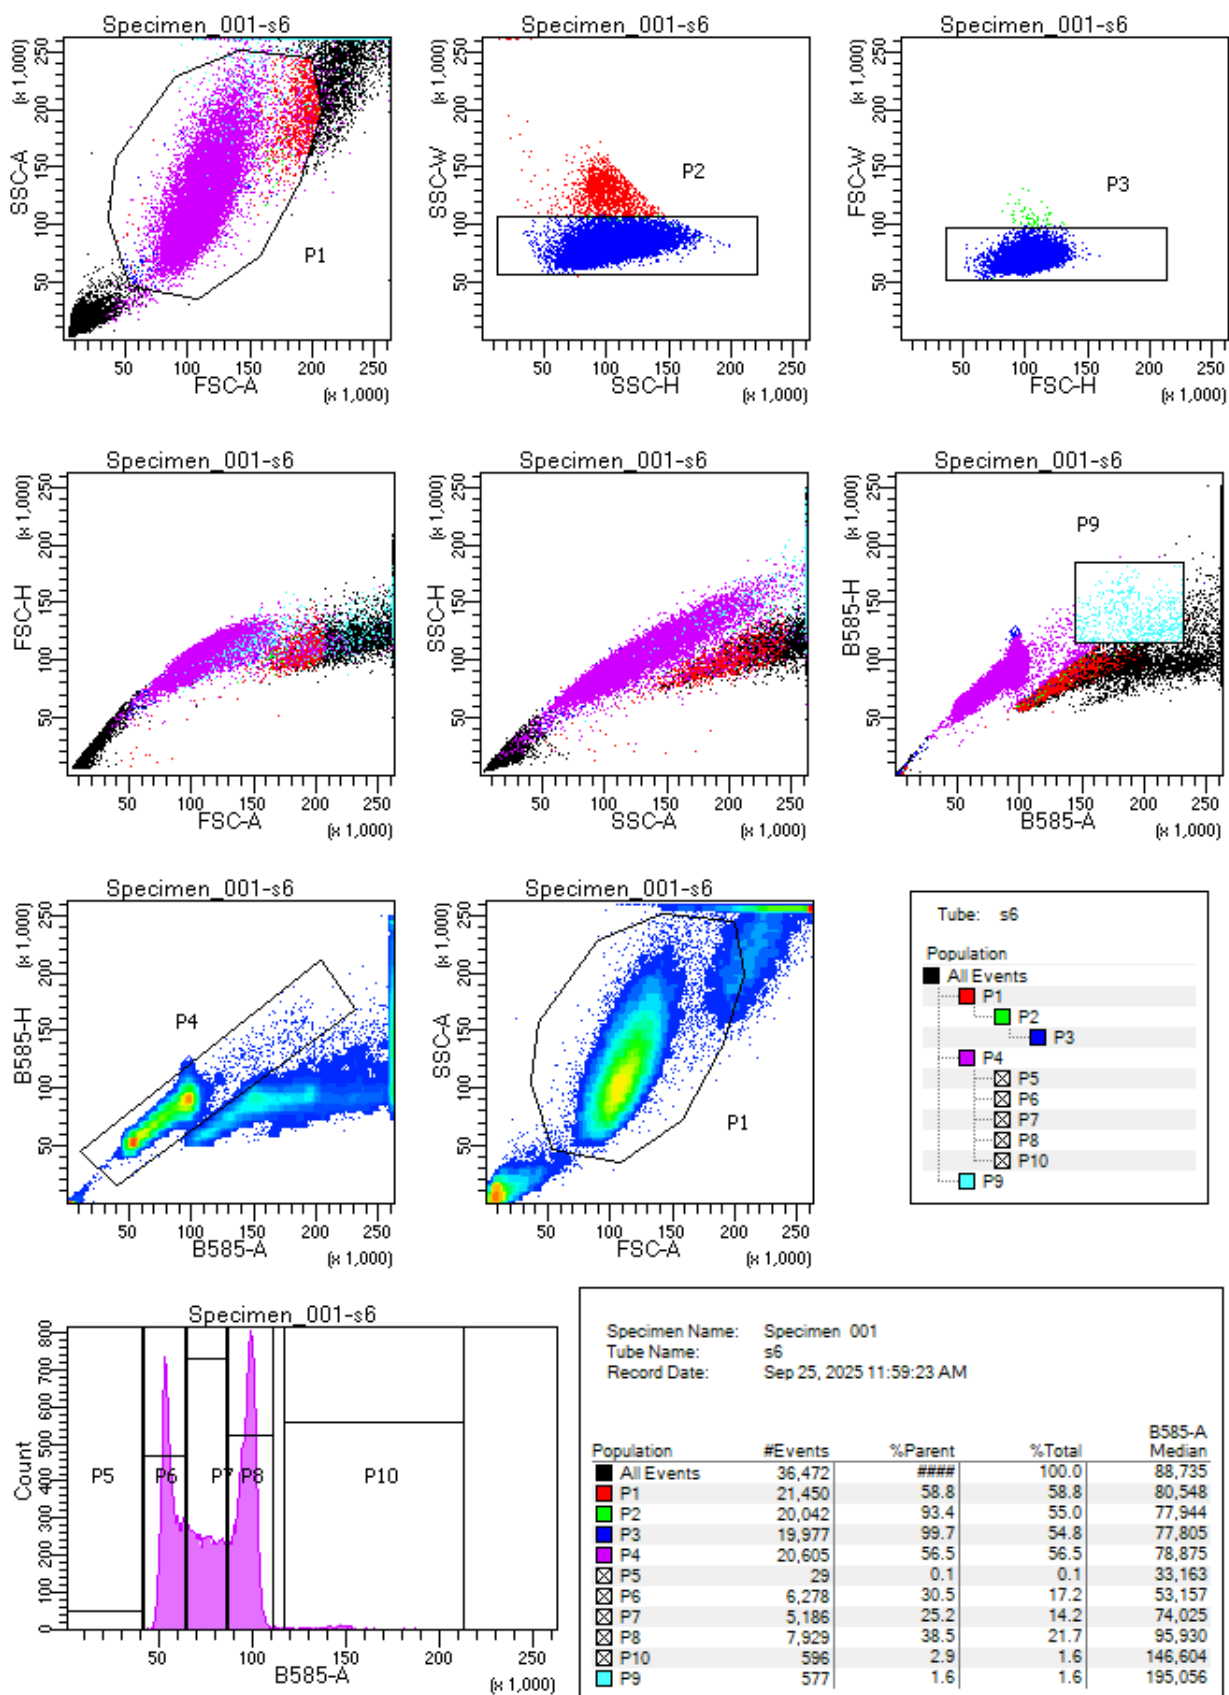

BD FACSDiva 9.0

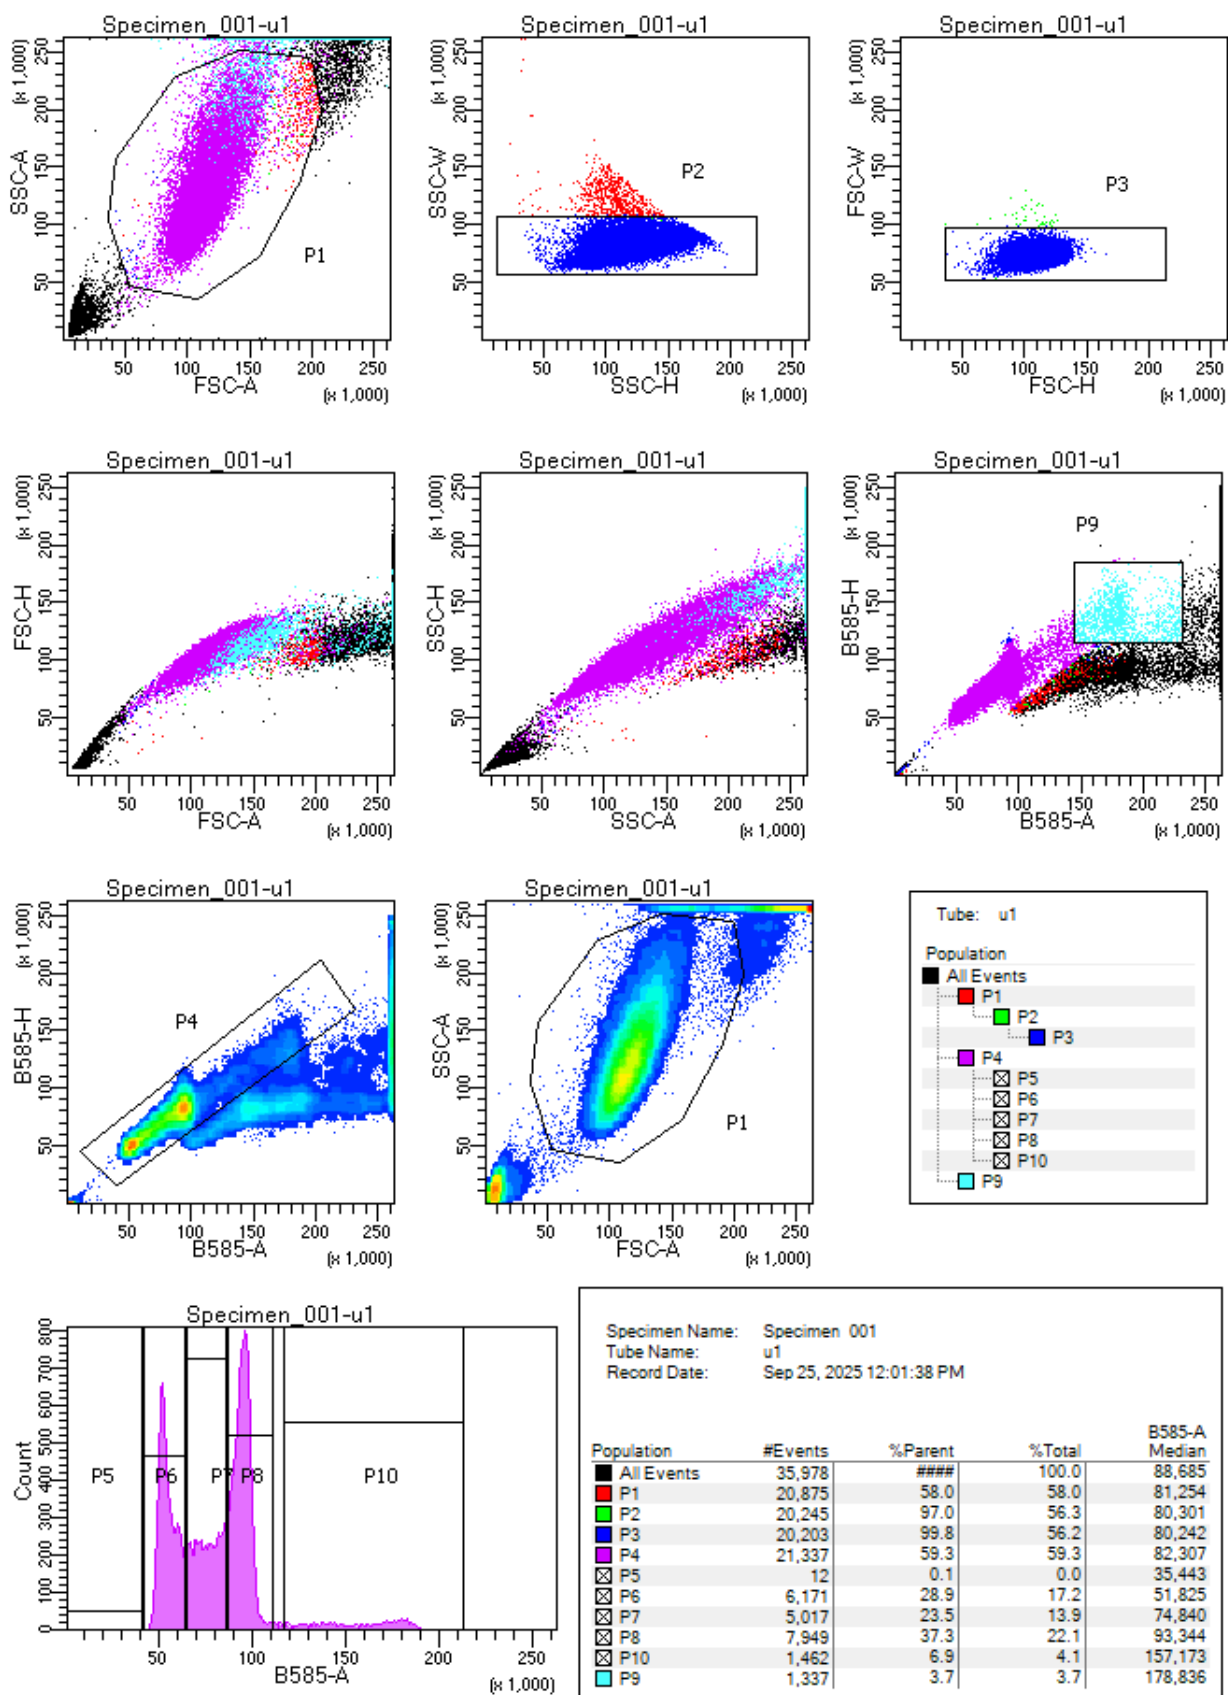

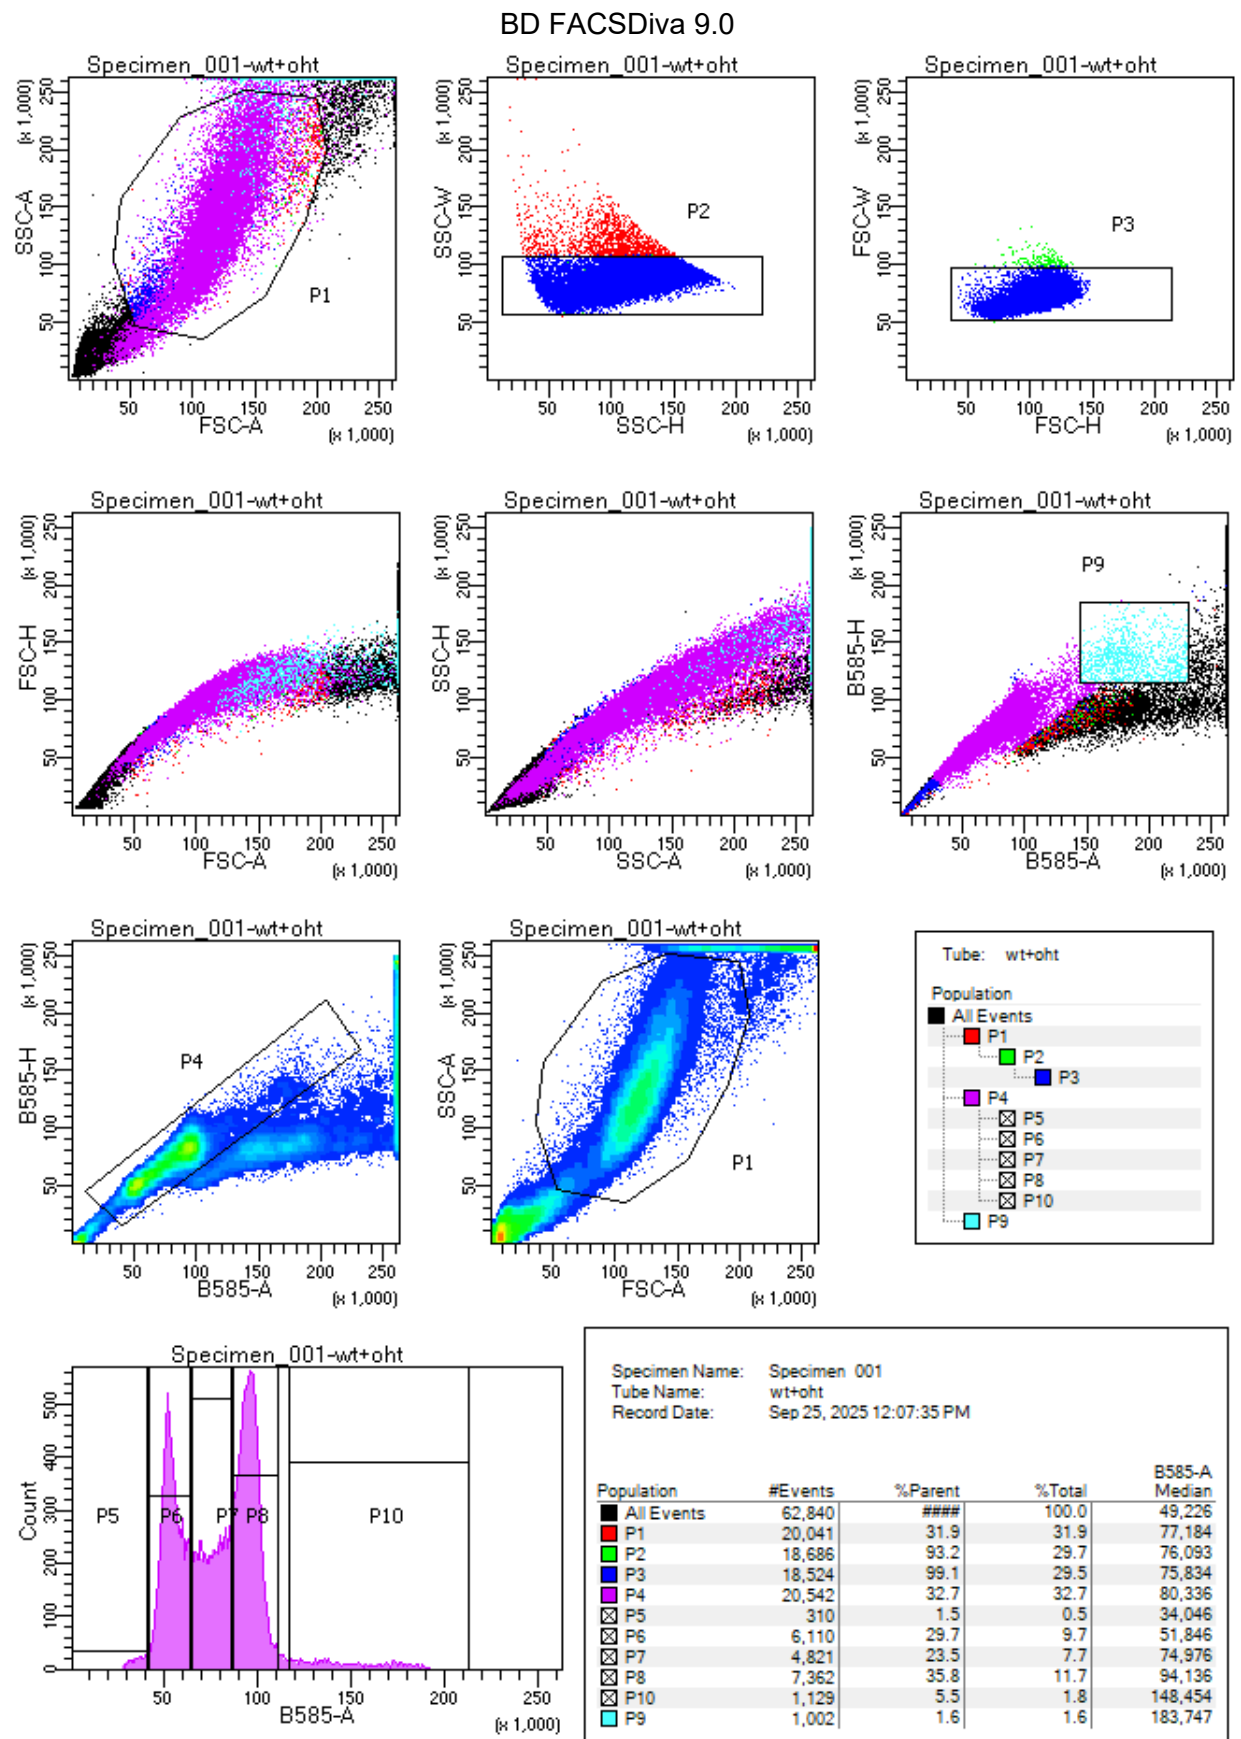

## BD FACSDiva 9.0

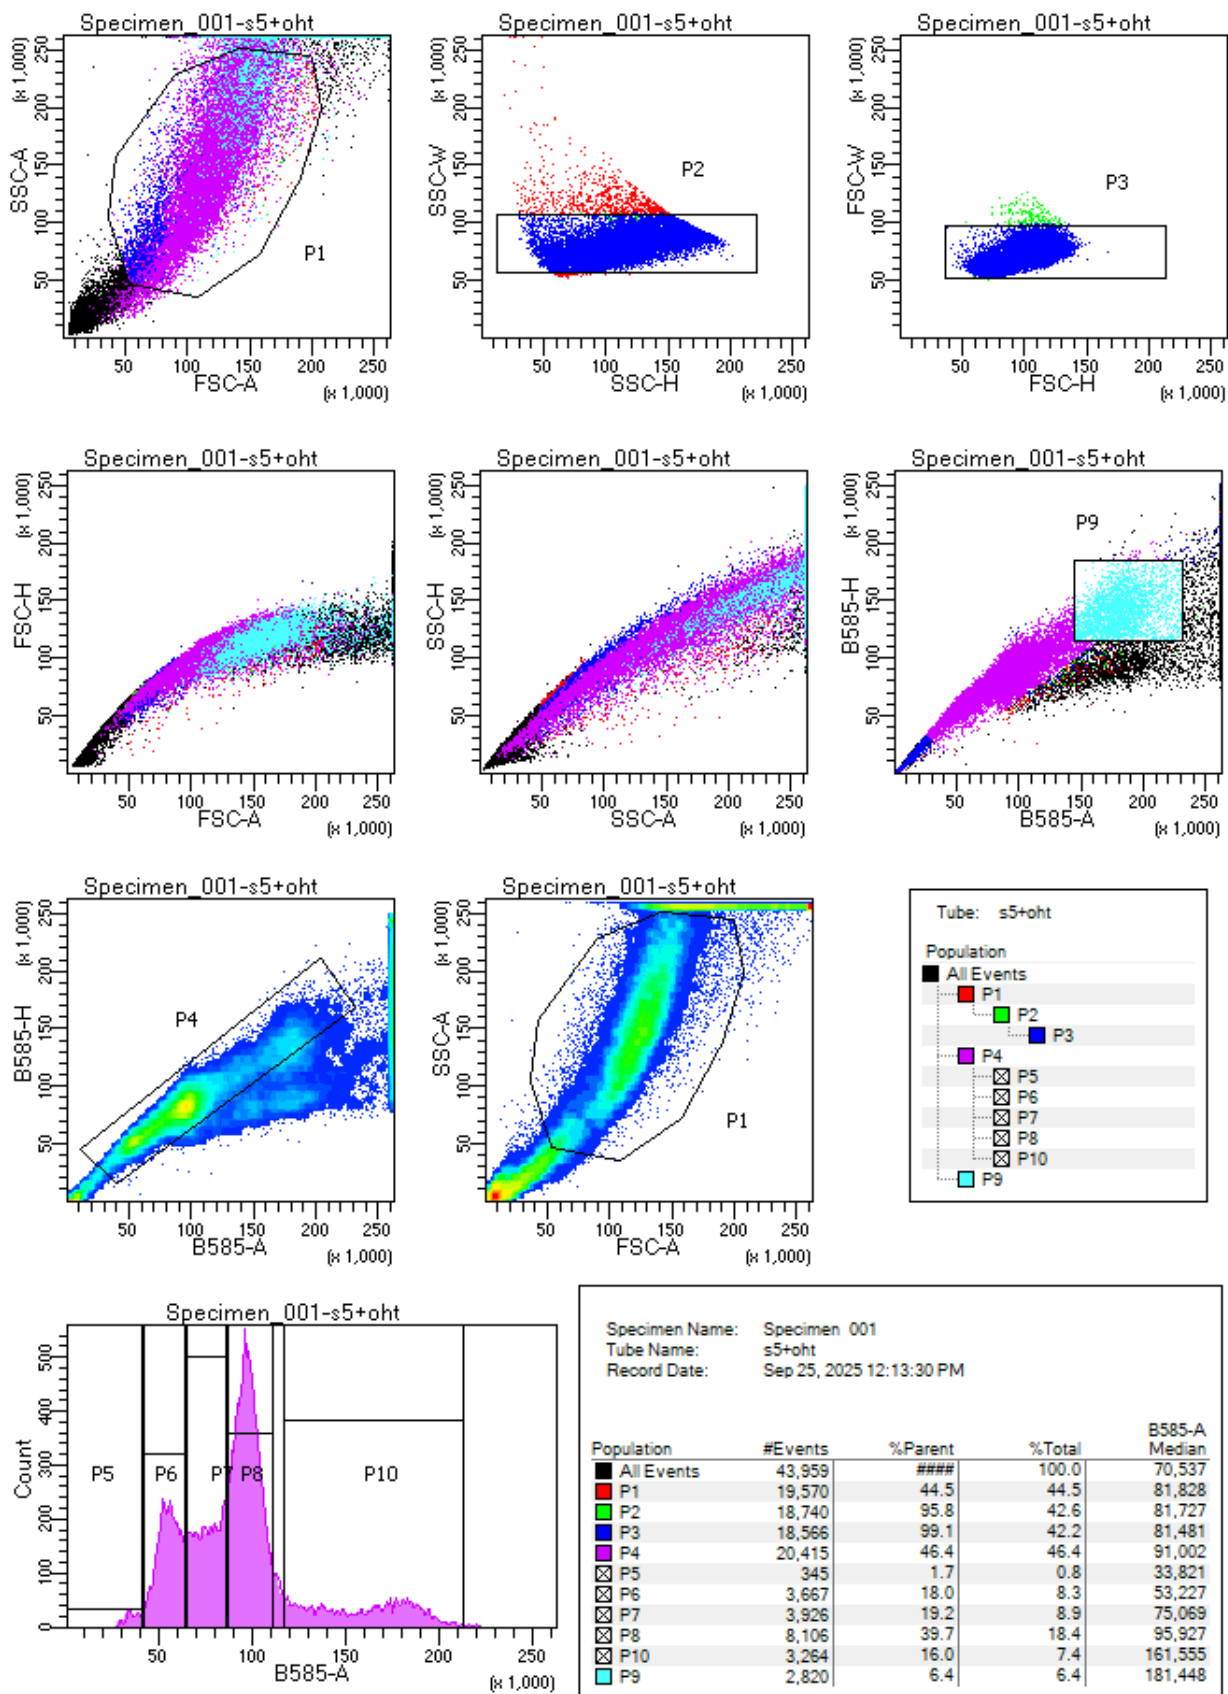

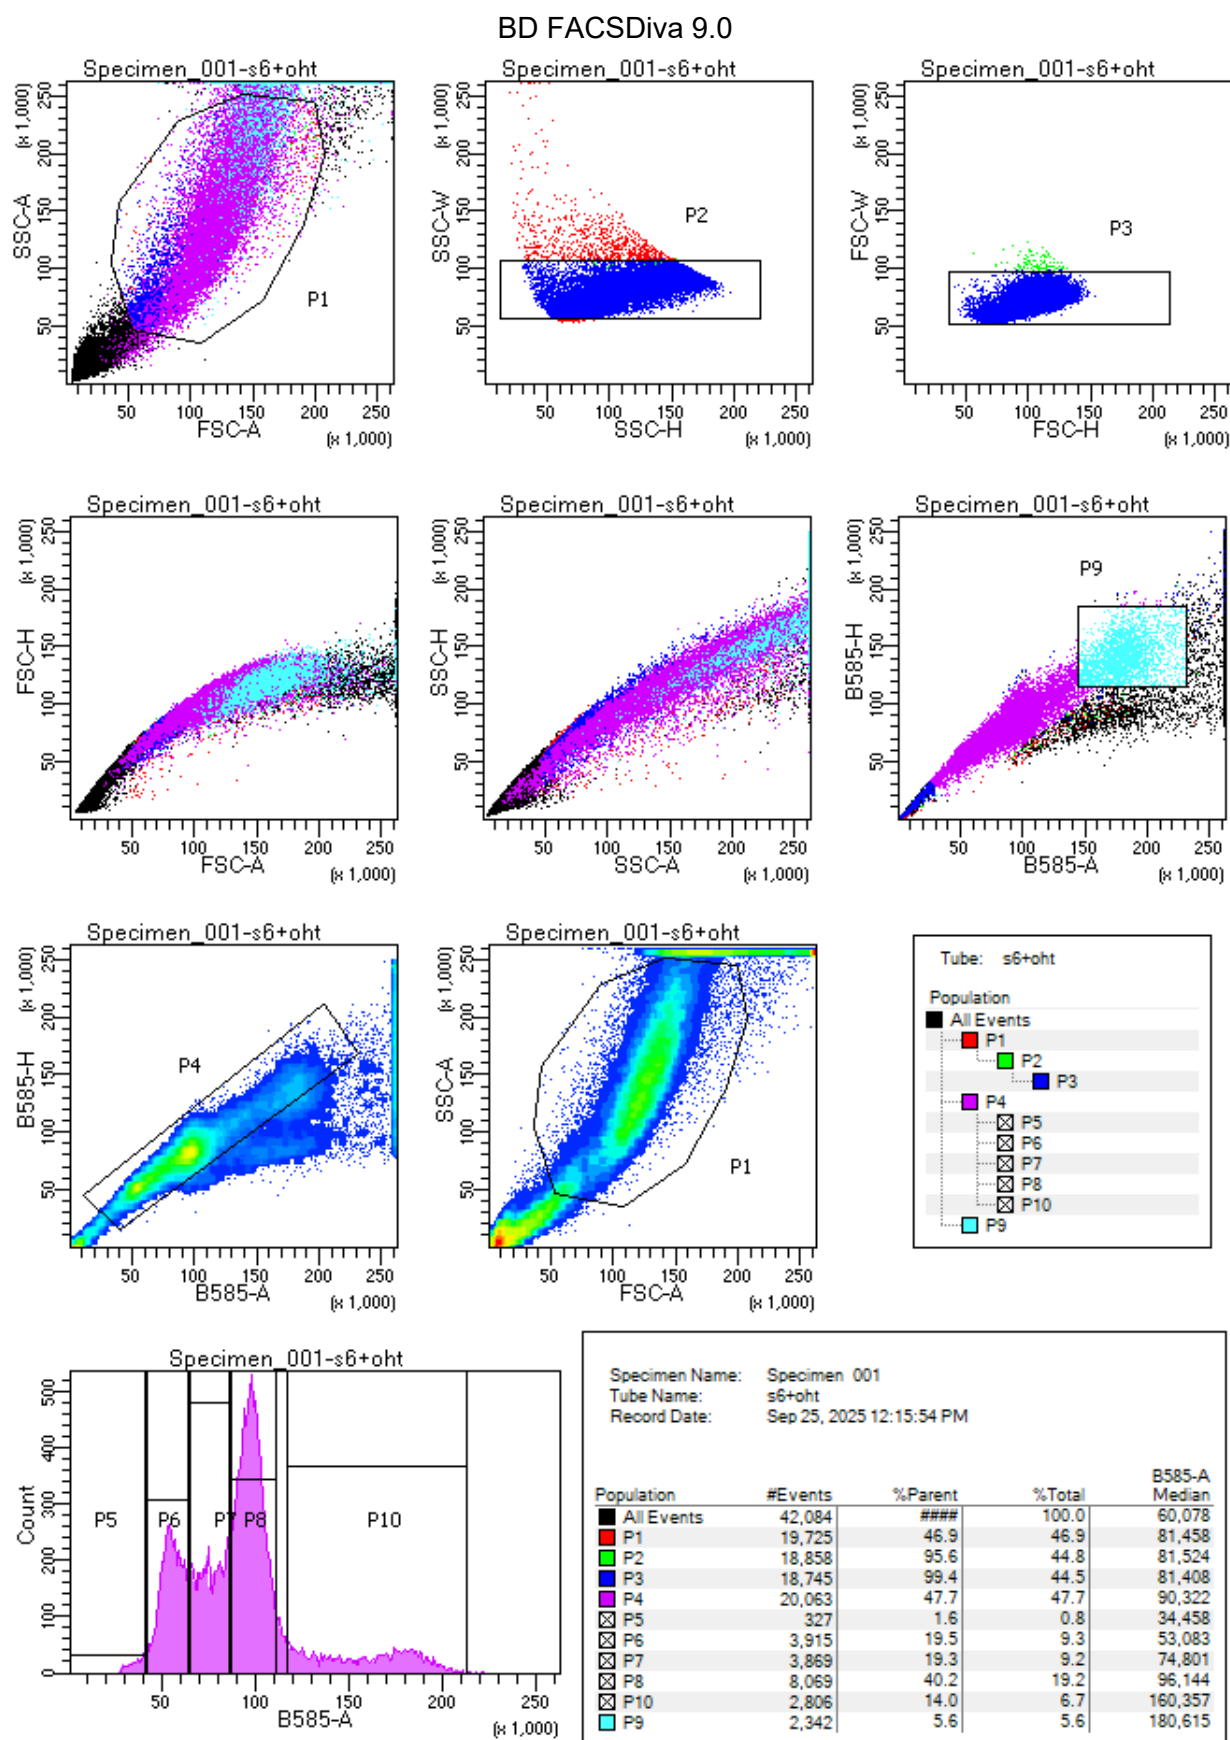

Extended Data Figure 2e Source Data cont. - *Trf2*<sup>-/-</sup>; *Cre-ER* *Upf1*<sup>HM</sup>

BD FACSDiva 9.0

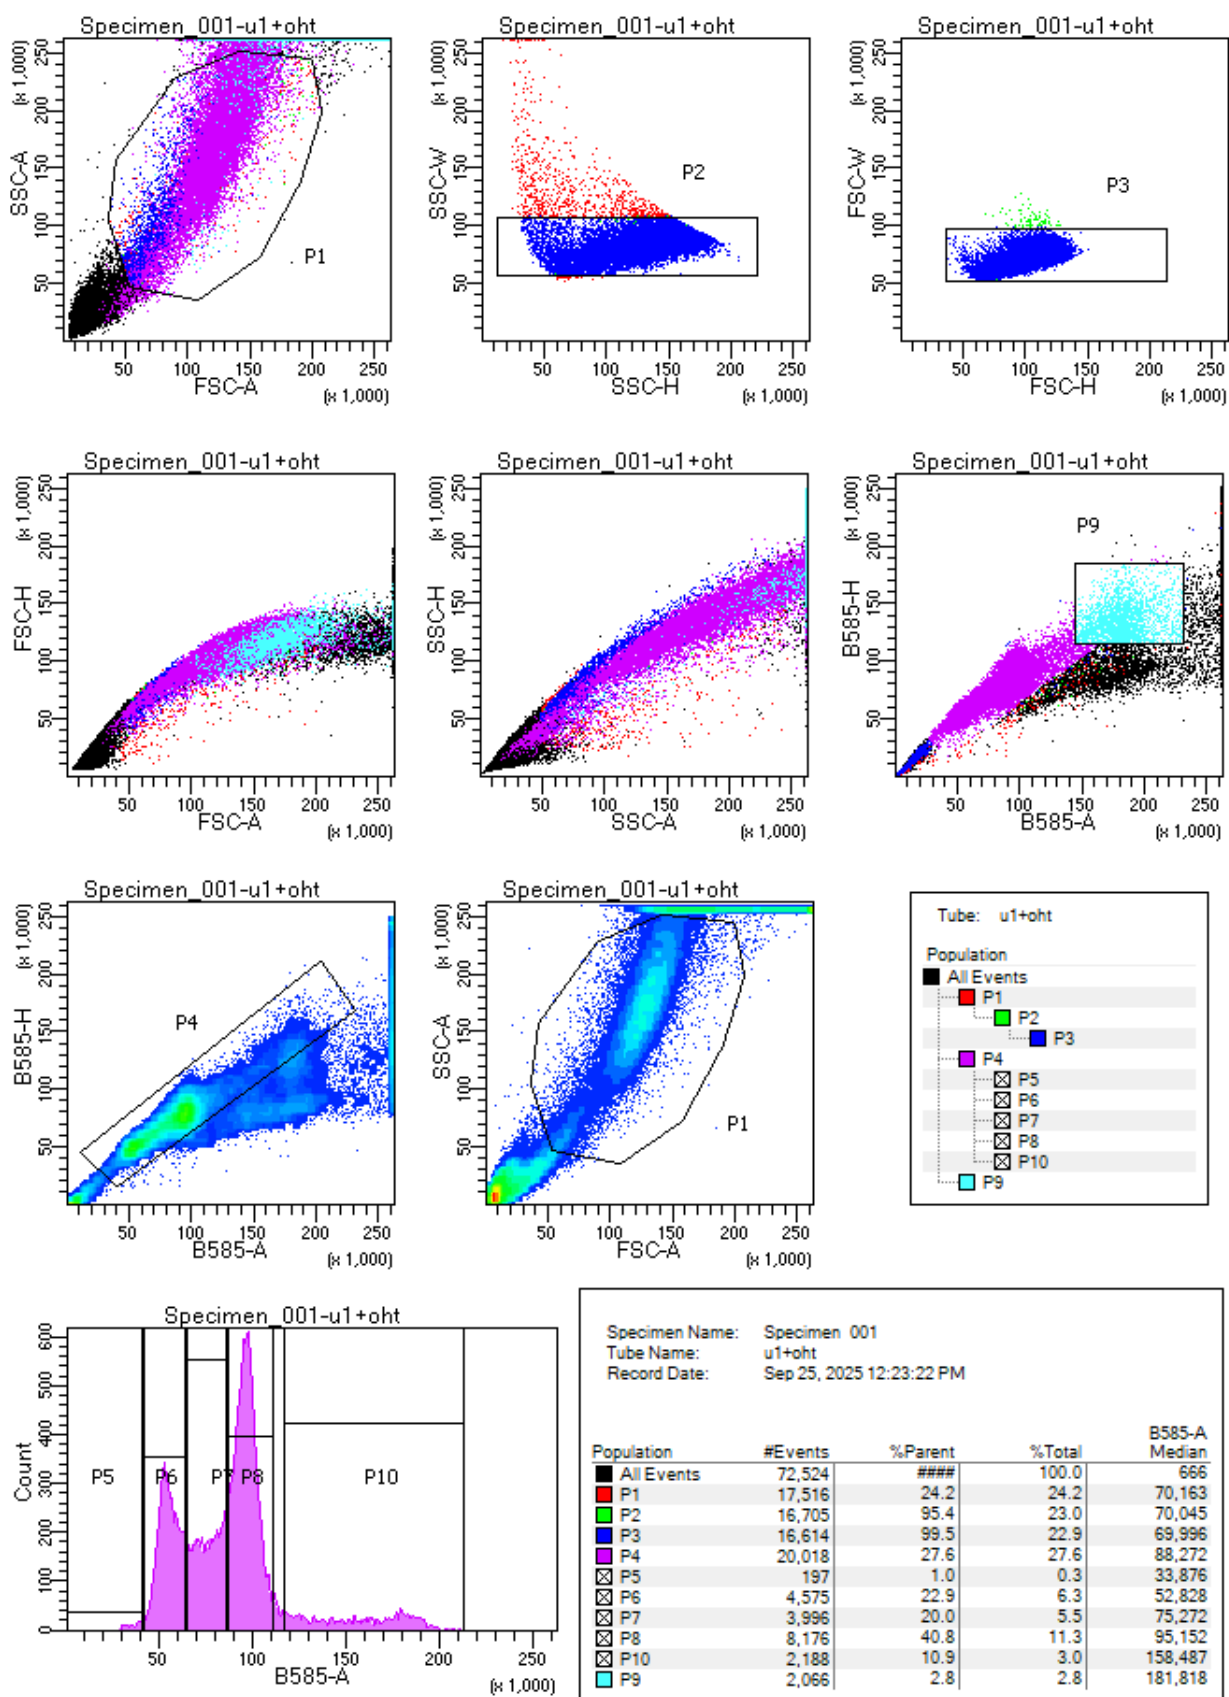

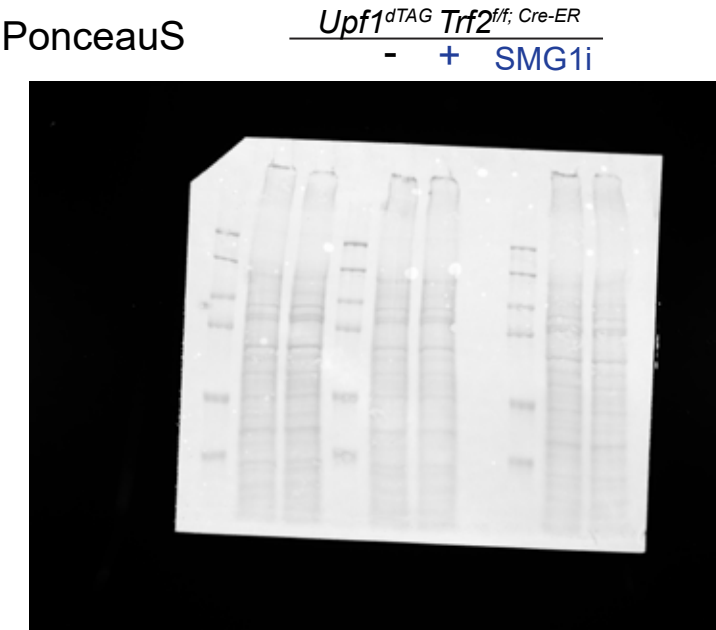

P-Upf1

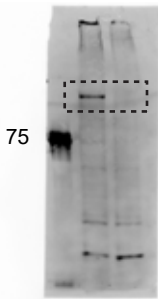

*Upf1*<sup>dTAG</sup>  
*Trf2*<sup>flf; Cre-ER</sup>

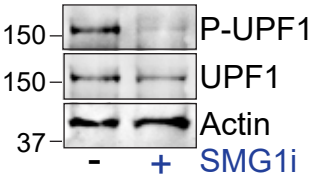

Upf1

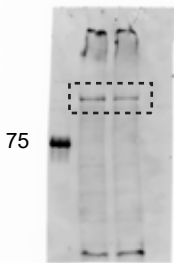

Actin

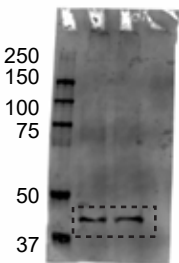

Extended Data Figure 4e Source Data

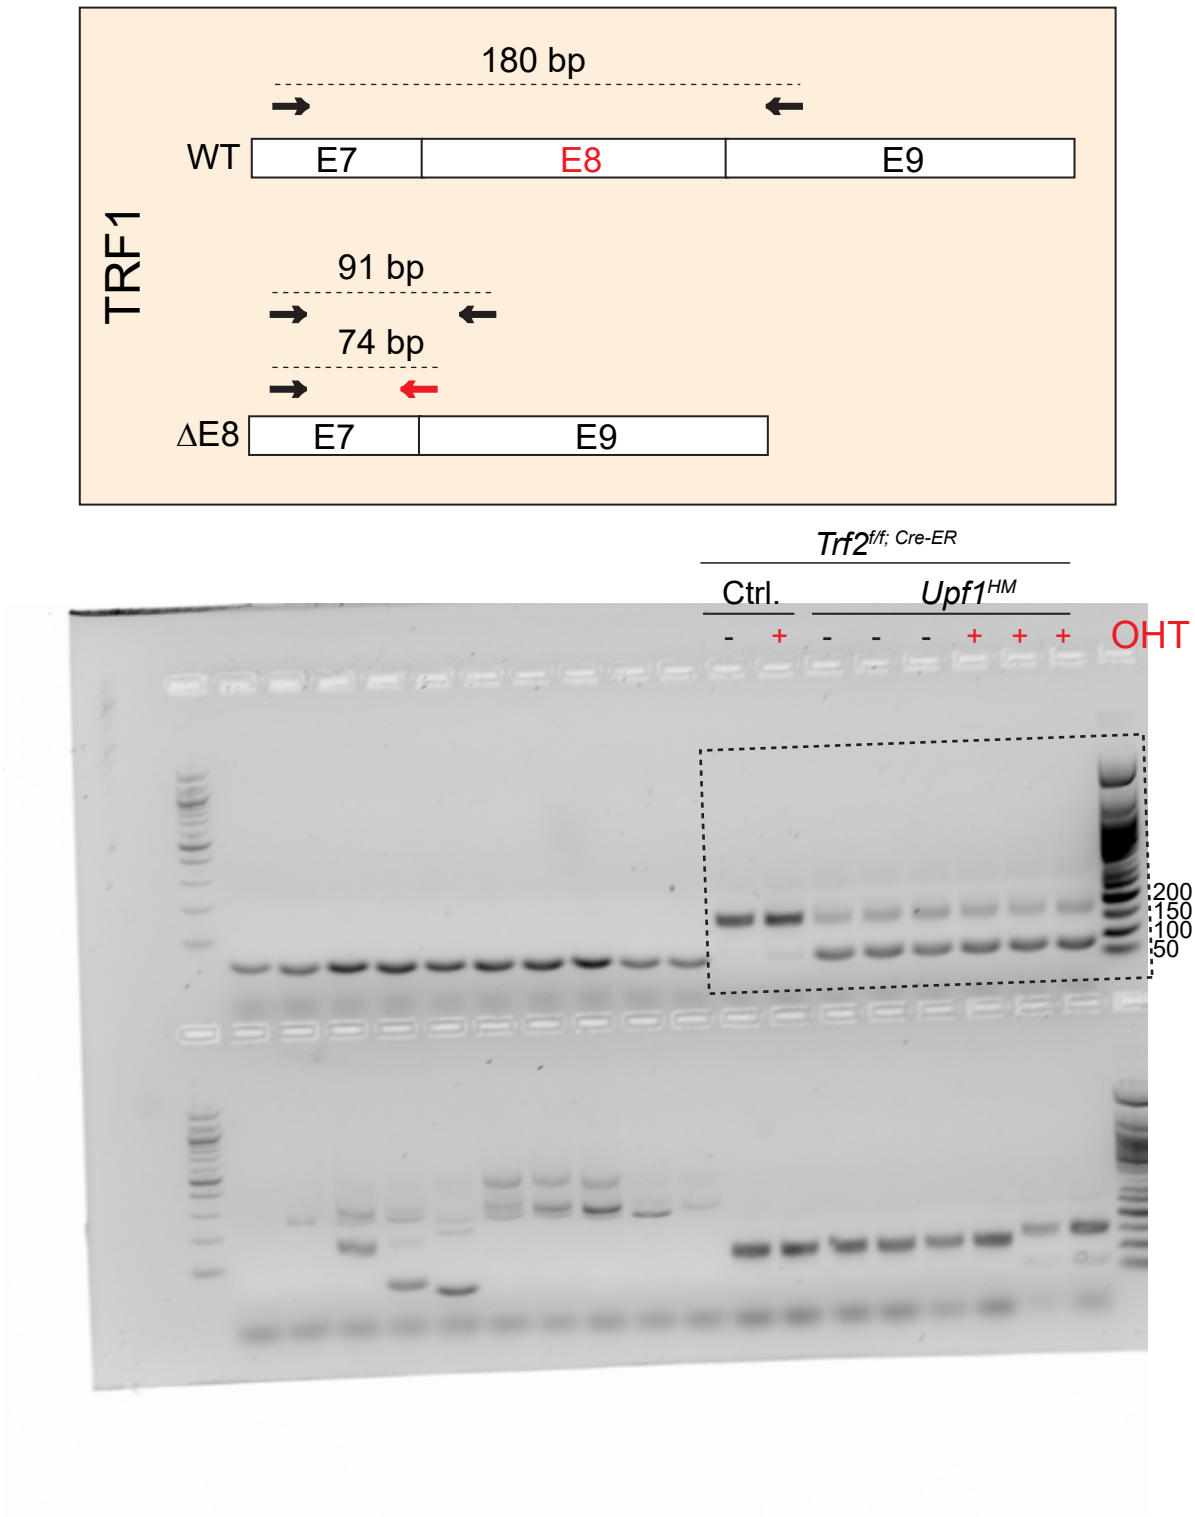

Extended Data Figure 4g Source Data

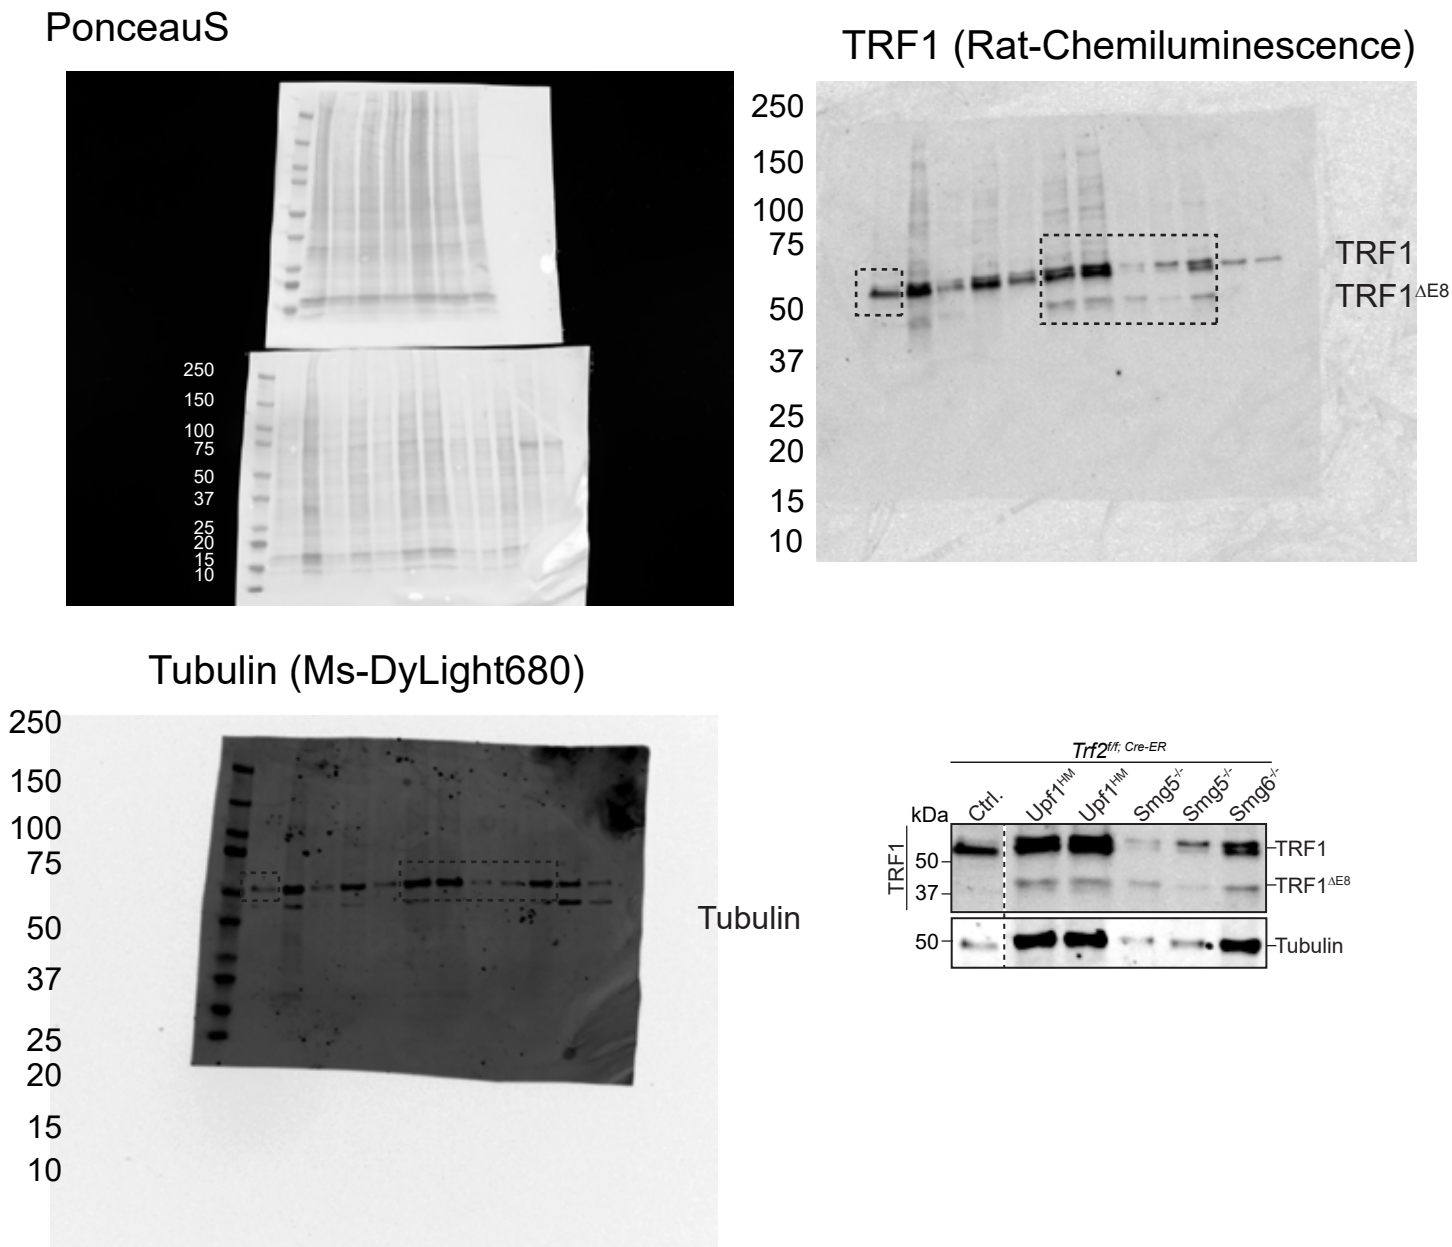

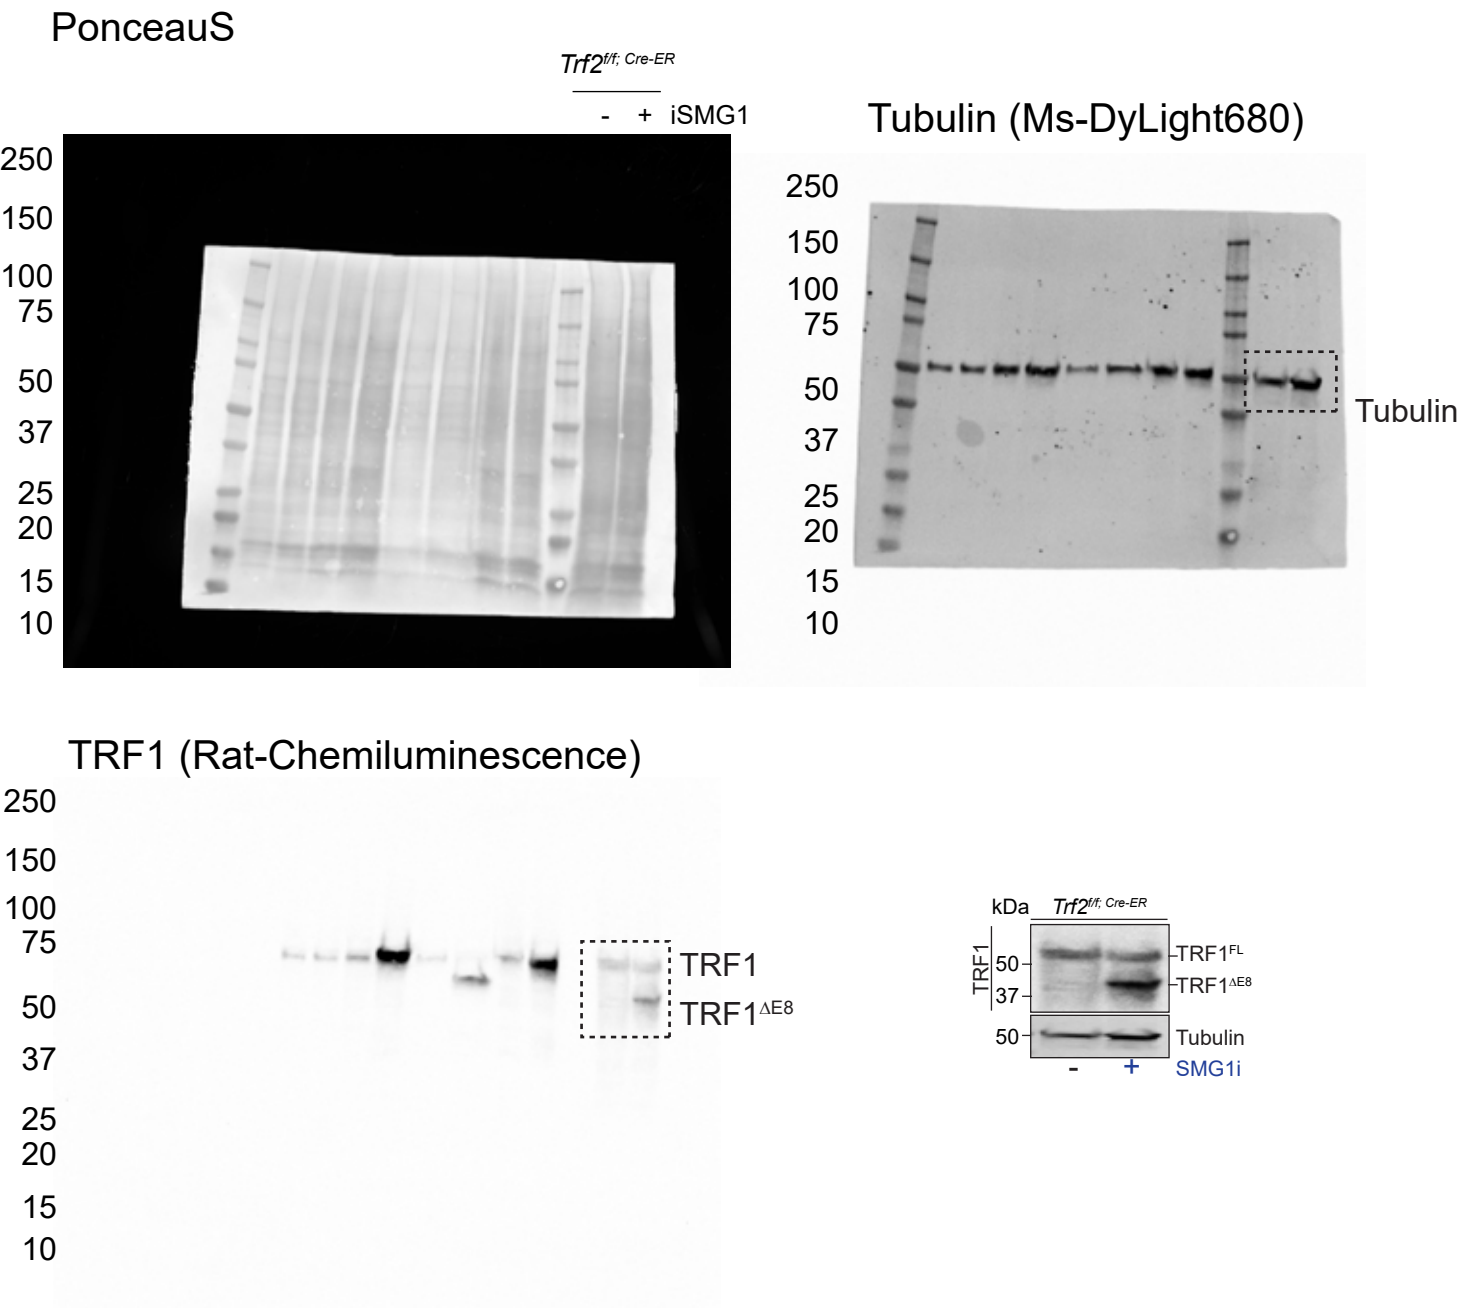

Extended Data Figure 4j Source Data

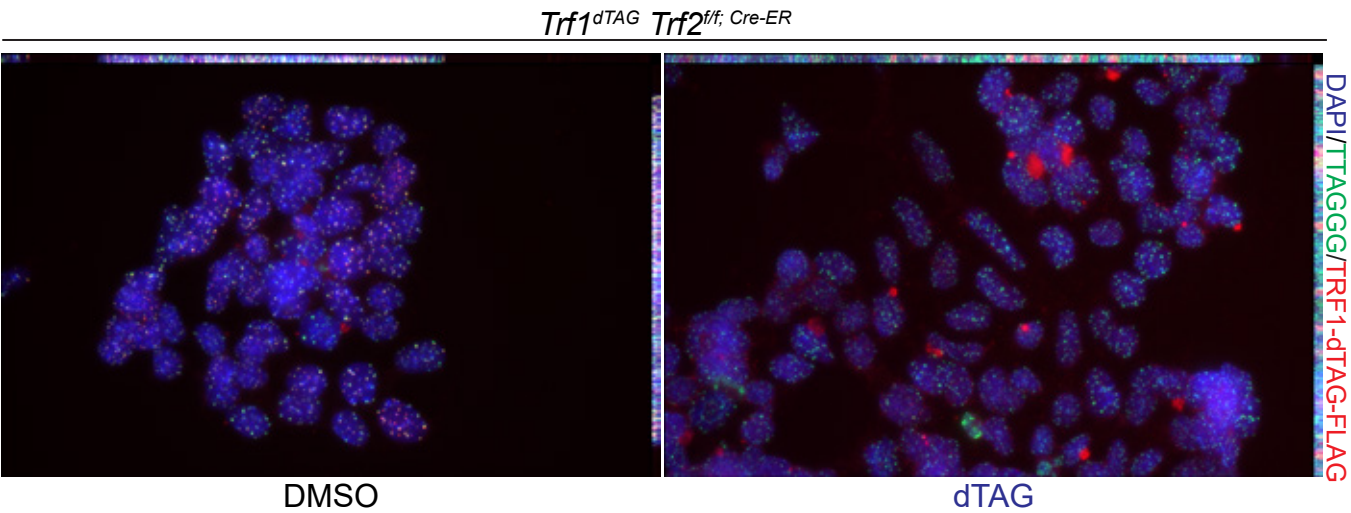

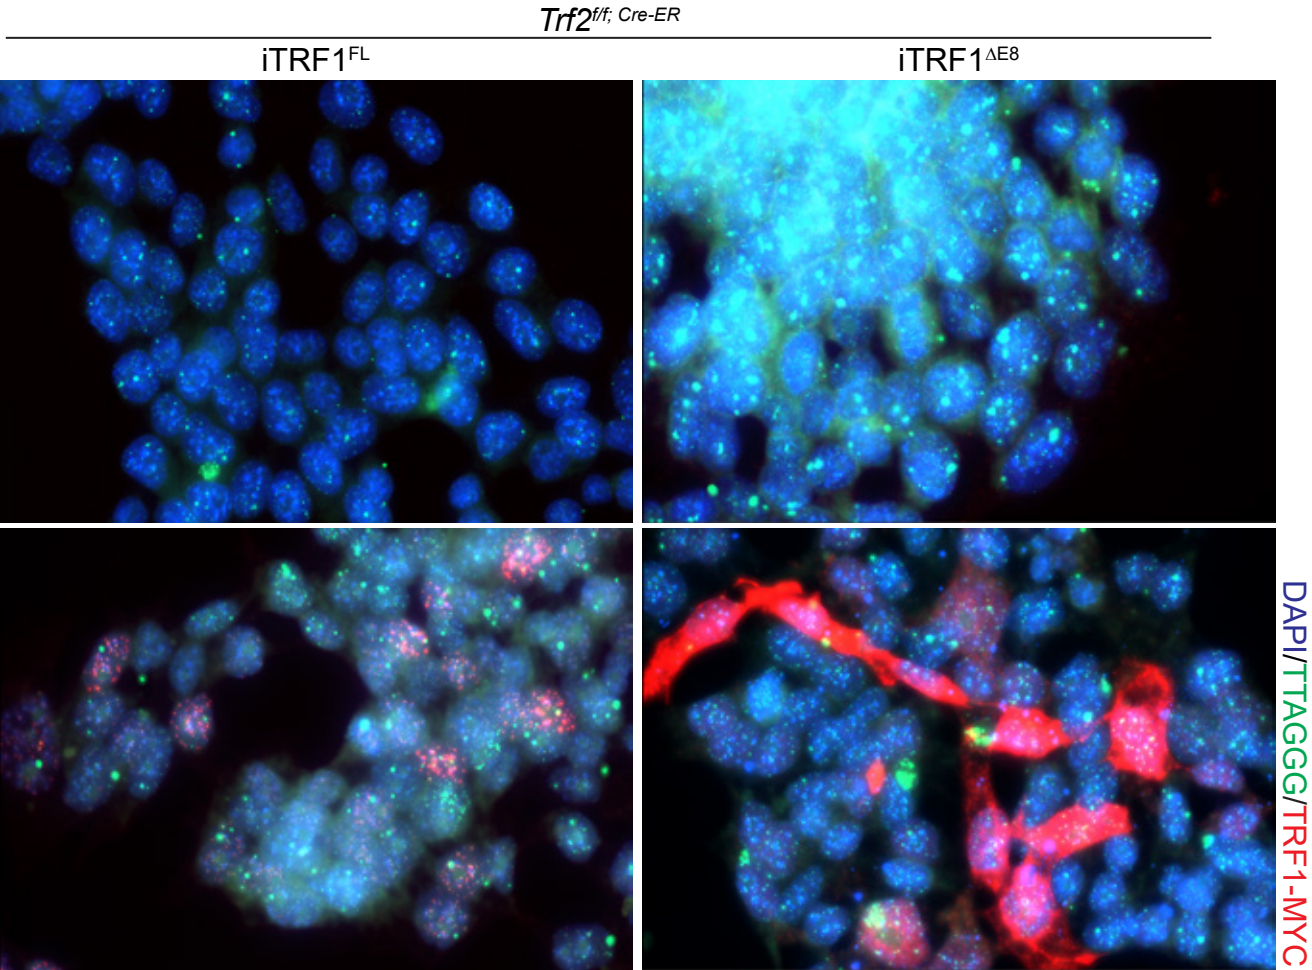

Extended Data Figure 5b Source Data

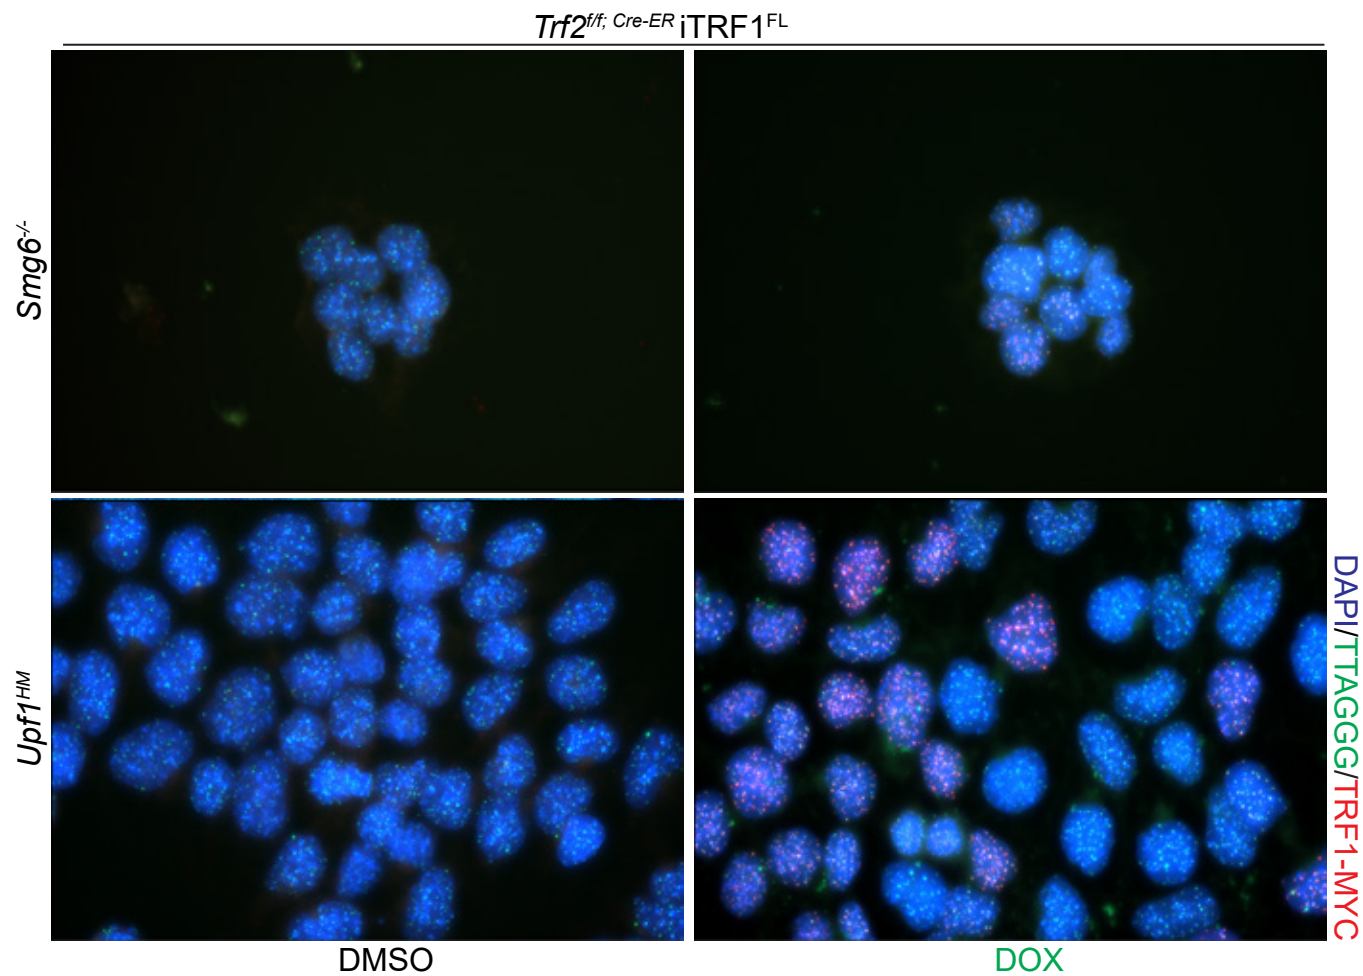

Extended Data Figure 5c Source Data

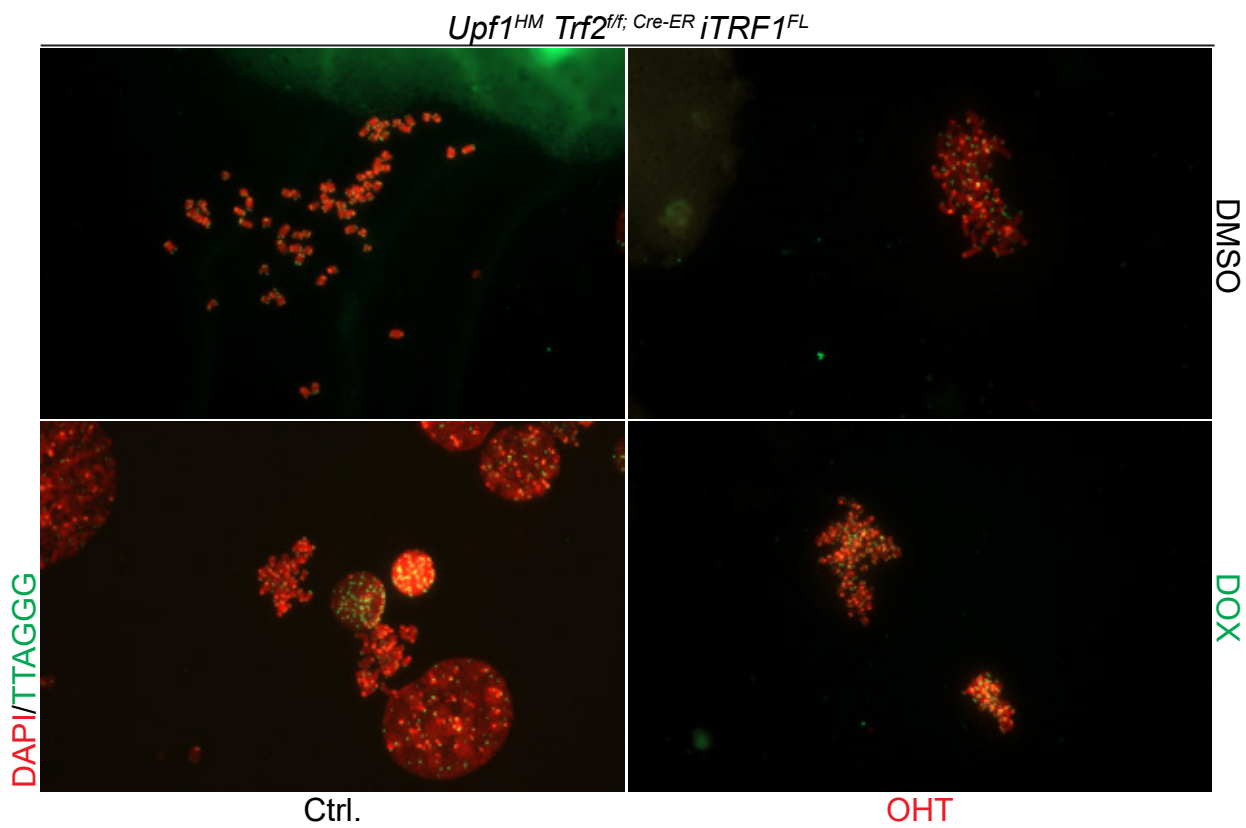

Extended Data Figure 5d Source Data

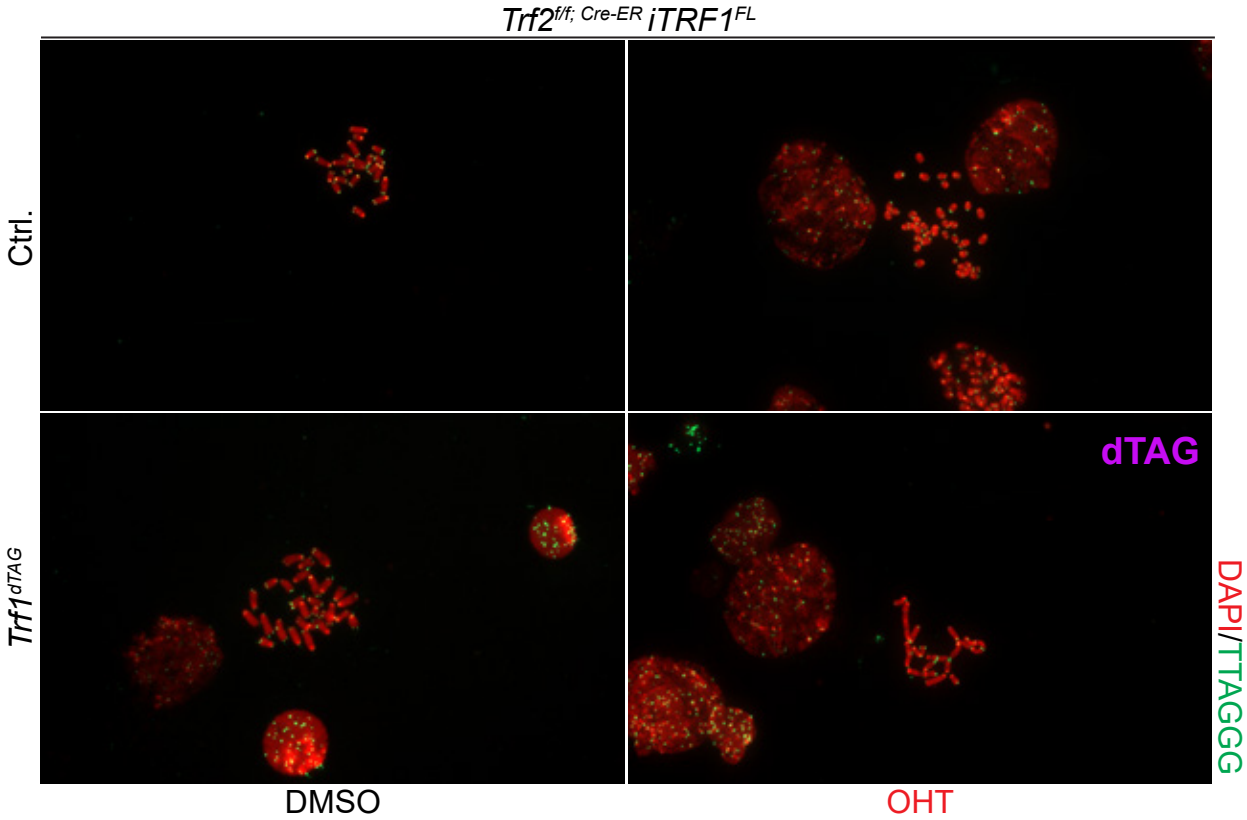

Extended Data Figure 5f Source Data

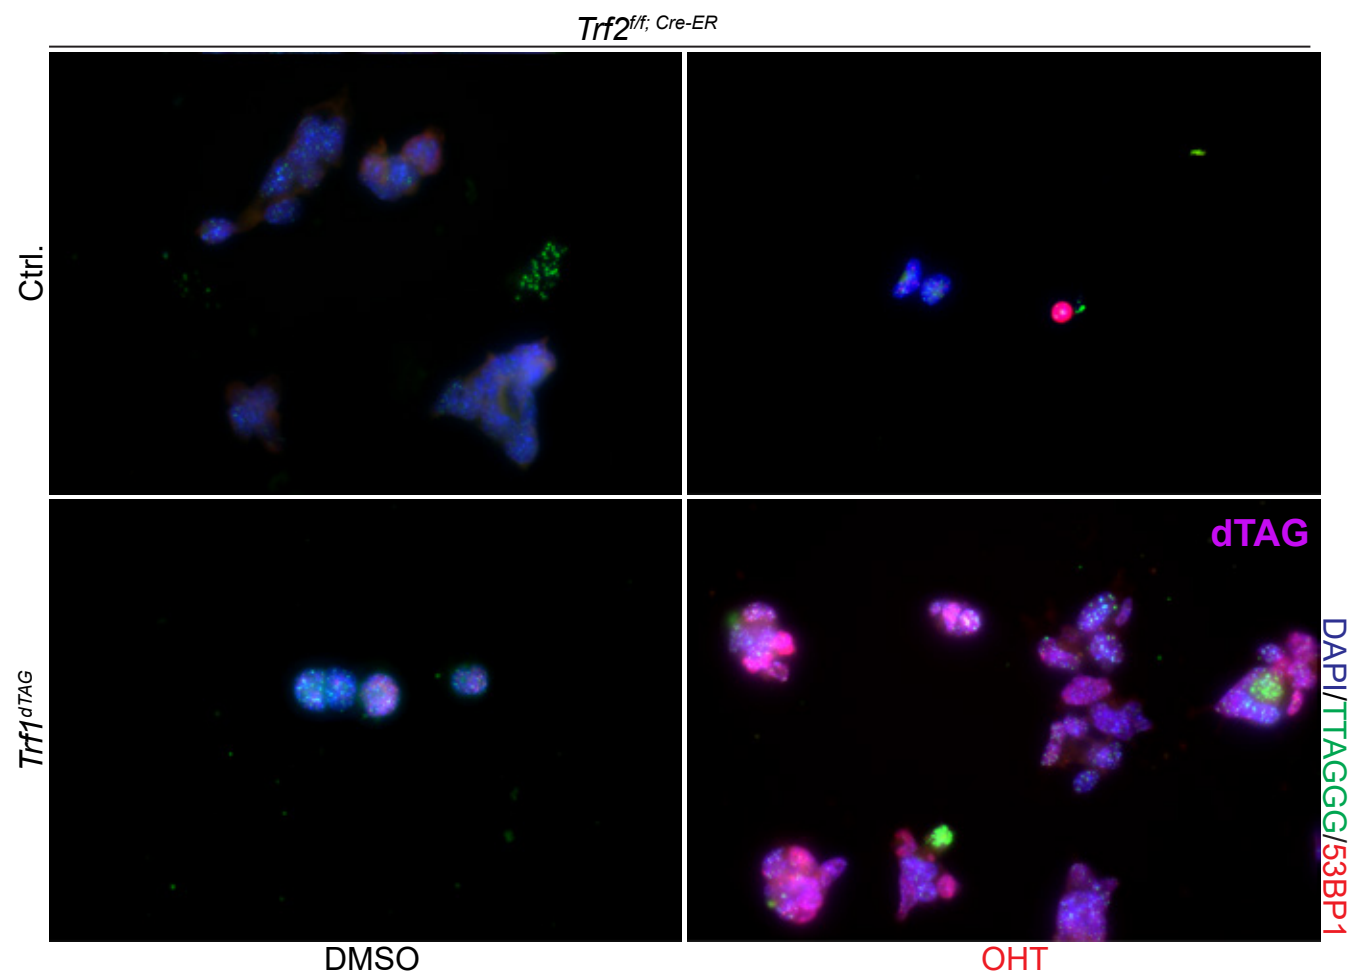

Extended Data Figure 5h Source Data

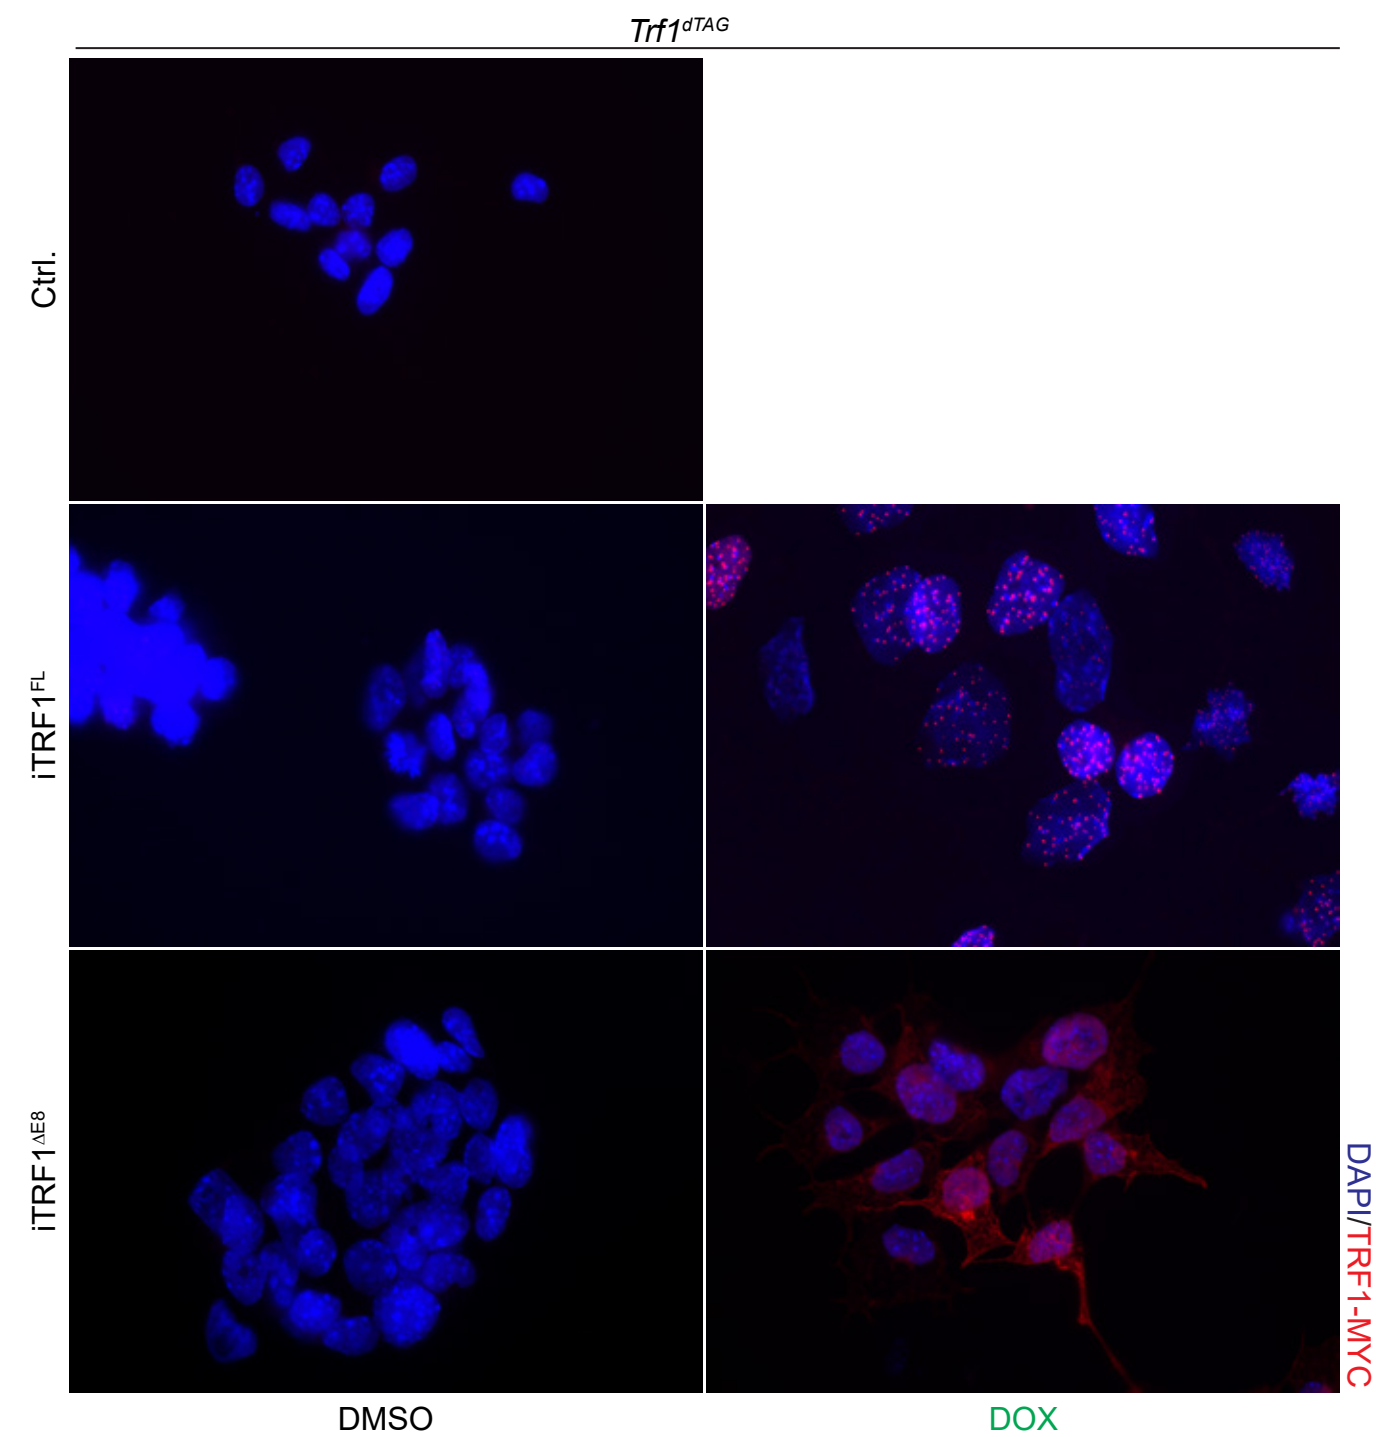

Extended Data Figure 5i Source Data

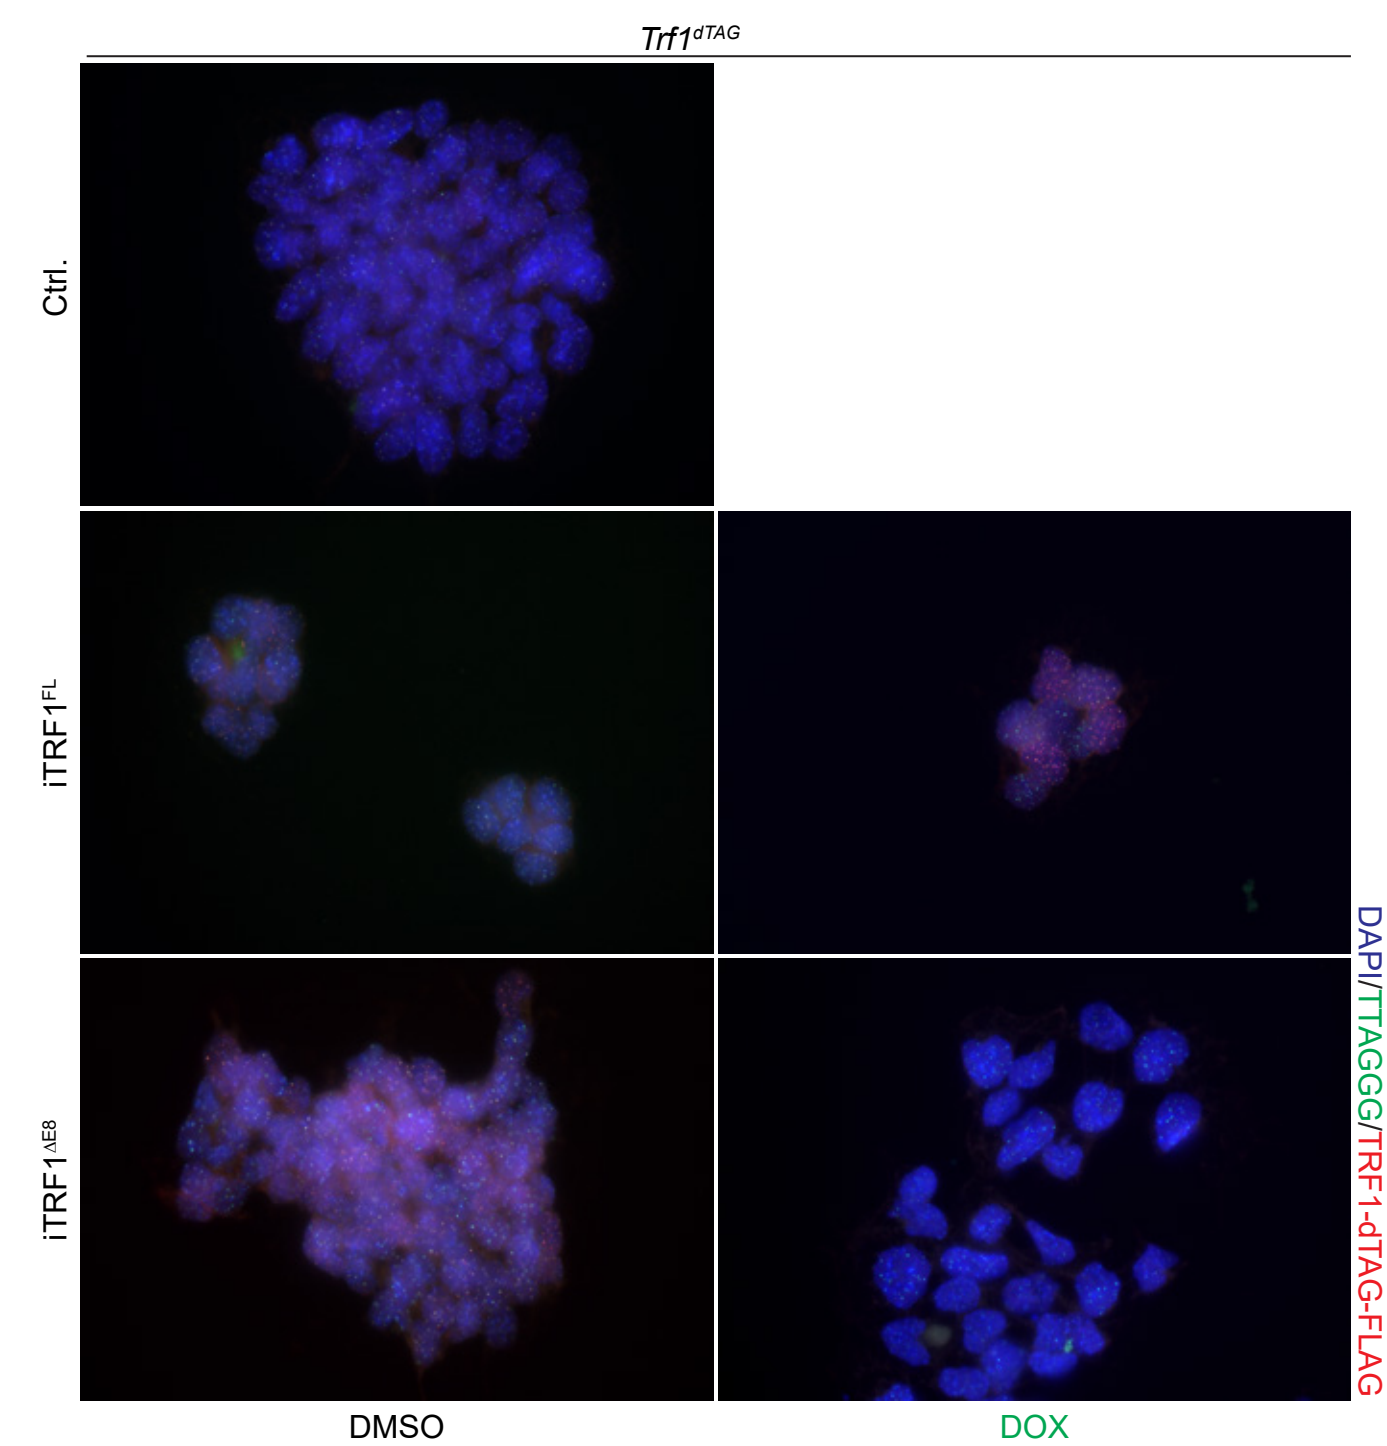

**Supplement:** Supplementary file 3 — Statistical source data.

How the deposited data were processed for this re-analysis (not part of the article)

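RNA was measured in mouse ES cells of 4 genotypes with 3 libraries each: Ctrl (Trf2f/f, NMD-proficient), Smg5−/−, Smg6−/− and Upf1HM, 12 libraries in all. The authors depleted ribosomal RNA, made stranded libraries and sequenced them paired-end. As deposited by the authors, the values are expected counts per transcript isoform: reads were trimmed with Cutadapt, isoforms were assembled per library with StringTie and merged over all genotypes, the merged annotation was cleaned, and each library was aligned to it with STAR and counted with RSEM, without scaling to depth. The genome build is mm39 in the processing notes and mm10 with GENCODE vM27 in the methods for the first alignment. Coordinates are those of the authors' transcript annotation and were not converted.

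The 25 entries with no gene name were left out, which leaves 26035 isoforms of 12250 genes. Expected counts were rounded. Each NMD-deficient genotype was compared with Ctrl in its own fit of 3 against 3 libraries with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) in R 4.3.3, and adjusted by Benjamini-Hochberg over the isoforms or genes tested. A call needs a log2 fold change beyond 1 in either direction and an adjusted p under 0.05, the thresholds of the paper's methods. Standard errors are those implied by the quasi-likelihood F. Gene values are sums of isoform counts. Smg5−/− was compared directly with Smg6−/− and with Upf1HM in a fit of all 12 libraries.

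The named isoforms and genes follow a rule set before the data were examined: every gene the paper names for these experiments, and per genotype the 10 largest increases and 5 largest decreases among called features with a gene symbol that is not a clone name, a mean of at least 5 CPM and all 3 libraries above or below all 3 Ctrl libraries, and up to 4 members, with any member of the opposite direction, per gene list with a called member. Part of the paper's supplementary values, those of Terf1 and Srsf3 among them, had been seen by then. For a feature at 0 in every library of a group, the fold is a bound against 3 counts over the group.

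The 23 gene lists were written before the data were examined: NMD factors, the exon junction complex, SR protein genes, other splicing regulators, snoRNA host genes, shelterin, other telomere maintenance, end joining, naive pluripotency, formative and primed pluripotency, mesendoderm, endoderm, neuroectoderm, trophectoderm, fibroblast or feeder markers, 2-cell-like genes, the integrated stress response, p53 targets, the GADD45 family, the interferon response, imprinted genes, germline genes and histones (replication-dependent genes and the replacement genes H3f3a, H3f3b, H2az1 and H1f0). Members count as higher or lower at an adjusted p under 0.05 with no fold threshold. Lists with at least 2 tested members (20 lists) were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. Some called lists had an estimated correlation under 0.01, so correlation among members does not explain the loss of their calls. These were NMD factors in Smg5−/− and Upf1HM cells, shelterin in each genotype and end joining in Smg5−/− cells. The others were neuroectoderm in Smg6−/− cells, and endoderm and trophectoderm in Upf1HM cells.

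A premature stop codon was predicted where the stop lies more than 50 nt upstream of the last exon-exon junction. Isoforms were matched to GENCODE M21 transcripts of the same intron and internal exon lengths, and given their annotated reading frame. Of 622 isoforms with a prediction by the authors too, 606 (97.4%) had the same one. Where a single isoform is given a premature stop codon without such a match, its frame was placed by partly shared structure, and it is not in the shares tested. The authors' table was held only in part, 1707 of 21151 entries. The share of Terf1 transcripts without exon 8 was computed from counts divided by isoform length and compared by a two-sided exact permutation test, whose smallest p with 20 rearrangements is 0.1.

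Library totals were 34330553 to 48040832 expected counts. In simulated counts with known changes, edgeR recovered 70%, 65% and 65% of isoforms changed by 1.5 on the log2 scale in the Smg5−/−, Smg6−/− and Upf1HM comparisons and 95% of those changed by 3 in each, with 8, 10 and 11 false calls. At gene level it recovered 100%, 98% and 100% at 1.5.

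The replicate numbers do not pair the libraries: of 18 pairs of libraries with the same number, 2 had residuals correlated above 0.1 (median 0.00228). The alternatives were limma-voom, DESeq2 1.42.0, RLE factors, no scaling beyond library size, other low-count filters, other thresholds, a replicate block, all 12 libraries in one fit and leaving out each library in turn. For the premature stop codons they were a distance of 55 nt, the longest open reading frame, DESeq2 calls and genes with at least 2 tested isoforms, and for the share no length, an effective length (200 nt less) and only isoforms that span exons 7 to 9, which all 4 Terf1 isoforms do. Added after the data were seen were fits without 18S ribosomal RNA, libraries thinned to the smallest total, and frames placed by partly shared structure. Shared controls were simulated with 10 sets of unchanged groups, and 30 regroupings of the libraries were drawn. Western blots, RT–qPCR, imaging and long-read data are not in the deposited count table and were left out. Some genes that the naming rule selects are not reported here.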

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

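All tests of explanations in this part were chosen after the result was seen. The direct contrasts and list tests were set before the data were examined.

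The share of Terf1 (Trf1) transcripts without exon 8 was 4.41% to 9.46% in the NMD-deficient genotypes, below the range the paper gives. Division by isoform length is not the cause of the gap, since the highest mean share without it was 15.7%. MSTRG.67.1 and MSTRG.67.2 have extended first exons, over which reads may be assigned differently from junction reads. The ratio of the authors' junction percent to the share here was 4.79 ± 0.609 in Smg5−/−, 4.88 ± 0.173 in Smg6−/− and 4.23 ± 0.177 in Upf1HM cells (SD, n = 3). The largest difference, 0.646 between Smg6−/− and Upf1HM cells, was above the SD of each genotype. The ratio was therefore not the same in these genotypes, while the Smg5−/− libraries (4.18 to 5.40) overlapped both. The explanation by extended first exons stays open, because no count of reads by position is in the deposited values. In the paper's junction reads each Ctrl library has 0 from exon 7 to exon 9, while MSTRG.67.1 was given 120.5, 19.2 and 63.5 expected counts there.

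Trp53, which encodes p53, differed between the genotypes: its summed log2 fold change was 3.78 in Smg5−/− against Smg6−/− cells and 3.51 against Upf1HM cells (adjusted p = 0.00024 and 0.000305 from edgeR, all 3 Smg5−/− libraries above the others). Isoforms with 11 exons were at 171 to 196 CPM in Smg5−/−, 1.51 to 1.81 in Smg6−/−, 2.22 to 3.23 in Upf1HM libraries, and at 45.0 ± 49.0 CPM (SD, n = 3) in Ctrl libraries. The summed difference of 3.78 argues against reads moved between isoforms of the gene, and the lower Ctrl value of 13.6 CPM argues against Ctrl replicate 2 as the only cause. An isoform that joins the first exon to the last was at 4.21 CPM or more in every Smg6−/− and Upf1HM library. In the other libraries it was at 1.59 CPM or less. An allele without exons 2 to 10 in some of the cells is therefore a candidate explanation. The Ctrl libraries, of 1 labelled genotype, differed too. In Ctrl replicates 1, 2 and 3 isoforms with 11 exons were at 20.0, 101.5 and 13.6 CPM. The first-to-last isoform was at 1.28, 0.256 and 1.59 CPM there. An effect of the edited NMD gene cannot give this difference within Ctrl, which rests mostly on replicate 2. In Smg6−/− and Upf1HM cells such an allele cannot be told apart from an effect of genotype. The samples' labels state neither the Trp53 genotype nor the clone.

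More isoforms were called in Smg5−/− cells, and the direct contrasts called 2724 against Smg6−/− and 3088 against Upf1HM cells. Depth does not account for it, since Smg5−/− had the lowest median library total, 39763329 expected counts against 44857863 in Smg6−/− and 42512575 in Upf1HM. Thinning to equal totals therefore adds little: the Smg5−/− count was then 4.53 times that of the next genotype. Nor does a smaller spread between the Smg5−/− libraries account for it. Their mean deviation of 0.107 was above 0.0804 in Smg6−/− and 0.0962 in Upf1HM libraries. The difference in Trp53 transcripts (171 CPM or more in every Smg5−/− library) goes with the genotype and may contribute; it cannot be told apart from loss of SMG5, since every Smg5−/− library has it.

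The snoRNA host genes differed between genotypes, with a median log2 fold change of 1.42 in Smg5−/− against Smg6−/− cells and 1.04 against Upf1HM cells. In data the paper does not discuss, they had medians of 2.09, 0.88 and 1.25 in Smg5−/−, Smg6−/− and Upf1HM cells against Ctrl. Splicing regulators outside the SR family had medians of 0.39, 0.21 and 0.18 in the same order, and p53 target genes of −0.72, −0.64 and −1.11. With an estimated correlation neither list was called in any genotype. Camera then gave adjusted p = 0.561, 0.55 and 0.517 for the regulators and 0.693, 0.55 and 0.517 for the p53 targets. The p53 targets Eda2r and Cdkn1a were at 52.1 and 31.8 CPM in Ctrl replicate 2. They were at 3.52 and 8.26 CPM in Ctrl replicate 1 and at 1.53 and 11.3 CPM in Ctrl replicate 3.

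With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each case 1 split, the real one, gave a result as large. The real values and the highest of the other splits were 4519, 979 and 1015 isoforms (0, 0 and 0), 1740, 505 and 562 genes (0, 0 and 1), 2724 and 3088 isoforms in the direct contrasts (2 and 0), 11, 9 and 10 gene lists (9, 7 and 7), and 266, 95 and 93 higher isoforms with a predicted premature stop codon (0, 0 and 0). Other splits called up to 9 lists, but each keeps 2 of the 3 libraries of a genotype on the same side. Part of the genotype difference therefore remains in them, and their counts cannot tell how often camera calls a list by chance. How strong a camera call at the preset correlation is by itself stays open. Of 30 regroupings of the 12 libraries, the real one included, 2 gave at least 446 shared isoforms (highest other 733). For the correlation, 2 gave at least 0.754 with Smg6−/− (highest other 0.878) and 5 at least 0.715 with Upf1HM (highest other 0.880). The count of regroupings alone does not exclude chance for these. The regrouping with 733 puts the 3 Smg5−/− libraries in place of Ctrl, which points to the structure of the samples. Each other regrouping gave 5 shared isoforms or fewer. Unchanged groups simulated against the same controls gave a mean of 0 shared isoforms. Their highest covariances were 0.171 with Smg6−/− and 0.168 with Upf1HM, against real values of 1.56 and 1.40. These values argue against chance for the shared isoforms and the covariances, as far as the simulated groups match the real Ctrl libraries. The correlation coefficient with Upf1HM stays undecided, since regroupings that mix genotypes also reached it.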

How the results depend on the processing

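The thinning to equal totals, the fits without 18S ribosomal RNA and the frames from partly shared structure were chosen after the data were seen. No log2 fold change or list that passed its test reversed its direction under the alternatives run. The balance of gene calls in Smg6−/− cells did: 278 were higher and 227 lower, but 315 and 380 with DESeq2, 327 and 370 with all 12 libraries in one fit, and 279 and 331 without Ctrl replicate 3. Among named isoforms 1803 values kept their side of the threshold, 173 no longer passed and 45 newly passed. The same counts were 2044, 230 and 6 for named genes and 798, 30 and 12 for gene lists. With the added alternatives 1 value in each family no longer passed, and 1 named isoform newly passed. Where no cause is given, the cause was not tested.

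Isoform counts (4519, 979 and 1015 in Smg5−/−, Smg6−/− and Upf1HM cells, 446 shared) moved by more than 1.5 times in these fits. DESeq2 called 2138 in Smg6−/− and 2185 in Upf1HM cells and 996 shared. All 12 libraries in one fit called 1951, 2184 and 1139. With a replicate block, edgeR called 2836 in Smg5−/− cells and 0 in Smg6−/− and 0 in Upf1HM cells, so 0 shared, while 2353 and 2466 passed an unadjusted p under 0.05 and the fold threshold, and limma-voom without the block called 1045 and 993. An unadjusted p under 0.05 with a log2 fold change beyond 1.5 gave 1480 in Smg6−/− cells and 730 shared. An adjusted p with no fold threshold gave 6849 in Smg5−/− and 1492 in Smg6−/− cells, since that removes a criterion.

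Without 1 library the Smg5−/− count ran from 2814 (Smg5−/− replicate 1) to 4636, with 2935 without Smg5−/− replicate 2. The Smg6−/− count ran from 113 (Smg6−/− replicate 1) to 1470 (Ctrl replicate 2), with 126 and 290 without Smg6−/− replicates 2 and 3 and 565 without Ctrl replicate 1. The Upf1HM count ran from 46 (Upf1HM replicate 2) to 1277, with 51 and 187 without Upf1HM replicates 1 and 3 and 434 and 550 without Ctrl replicates 1 and 3. The shared count ran from 31 (Upf1HM replicate 2) to 612 (Ctrl replicate 2), with 34 and 109 without Upf1HM replicates 1 and 3, 88, 93 and 167 without Smg6−/− replicates 1, 2 and 3, and 209 and 271 without Ctrl replicates 1 and 3. Gene counts ran from 82 (Smg6−/− replicate 2) to 610 in Smg6−/− cells, with 83 without Smg6−/− replicate 1, and from 152 (Upf1HM replicate 2) to 657 in Upf1HM cells, with 157 and 343 without Upf1HM replicates 1 and 3. The correlations ran from 0.685 to 0.809 with Smg6−/− and from 0.652 to 0.790 with Upf1HM.

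Terf1 MSTRG.67.1 in Smg6−/− cells passed with limma-voom (log2 fold change 2.35), DESeq2 (2.27) and all 12 libraries in one fit (2.27), and ran from 1.88 to 2.83 without 1 library, passing without Ctrl replicate 2. In Upf1HM cells its call was lost with no scaling beyond library size (2.46), no low-count filter (2.42) and a replicate block (2.62), and it ran from 2.03 to 2.98, lost without Ctrl replicate 1 or 3 or any Upf1HM replicate. The call of Srsf3 MSTRG.6247.2 was lost with a replicate block in Smg6−/− (1.58) and Upf1HM cells (1.20), and in Upf1HM cells it ran from 1.06 to 1.29, lost without Ctrl replicate 1 or any Upf1HM replicate.

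Higher isoforms with a predicted premature stop codon made up 38.0%, 50.5% and 57.1% in Smg5−/−, Smg6−/− and Upf1HM cells, and 18.1%, 29.8% and 31.9% with the longest open reading frame. Without Smg6−/− replicate 1 or 2 the share was 85.0% (17 of 20 in each), and without Upf1HM replicate 1 or 2 it was 100% (5 of 5 and 6 of 6), over few calls. The low share among lower isoforms (1 of 126 in Smg6−/−, 0 of 221 in Upf1HM cells) did not pass Fisher's exact test in Smg6−/− cells with the longest open reading frame (p = 0.123), genes with at least 2 tested isoforms (p = 0.09), or without Ctrl replicate 1 (p = 0.172) or Smg6−/− replicate 1, 2 or 3 (p = 1, 1 and 0.411). In Upf1HM cells it did not pass Fisher's exact test with the longest open reading frame (p = 0.0666), or without Ctrl replicate 1 (p = 0.0506) or Upf1HM replicate 1, 2 or 3 (p = 1, 1 and 0.262).

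At the depth of these libraries 65% to 70% of simulated isoform changes of 1.5 on the log2 scale were recovered, so smaller isoform changes can be missed.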

Differences from the paper's values

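The share of Terf1 (Trf1) transcripts without exon 8 is given in the paper as approximately 20 to 50% in NMD-deficient cells, and was 4.41% in the lowest and 9.46% in the highest genotype here. From the paper's junction reads, the percent skipping is 45.1 in Smg5−/−, 21.5 in Smg6−/− and 19.0 in Upf1HM cells, against shares of 9.46%, 4.41% and 4.49% of assembled isoforms. In Ctrl cells it is 0 in every library, against a share of 1.05%. A junction percent and a share of isoforms are different measures. Neither alternative set before the data were examined that changes the share closes the gap: without division by length the shares were 15.7%, 7.73% and 7.90%, and with an effective length 9.21%, 4.29% and 4.36%. Restriction to isoforms that span exons 7 to 9 removes none of the 4 isoforms and tests nothing.

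The paper's adjusted p of Terf1 MSTRG.67.1 in Smg6−/− cells is 0.0225, and edgeR gave 0.0581 here. Of the alternatives set before the data were examined, the isoform passed with limma-voom (0.0333), DESeq2 (0.000658), all 12 libraries in one fit (0.00521) and without Ctrl replicate 2 (0.0247). It did not pass with RLE factors (0.0573), no scaling beyond library size (0.0538), no low-count filter (0.0643), at least 1 CPM in at least 3 libraries (0.0545), a replicate block (0.147), or without Ctrl replicate 1 (0.0594) or 3 (0.117) or Smg6−/− replicate 1, 2 or 3 (0.203, 0.188 and 0.128).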

Other observations

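The gene lists were tested with camera, but no explanation for a change was tested in this part. The labels do not state the clone, so a difference between clones cannot be told apart from an effect of genotype. The gene lists were set before the data were examined, and the values are from edgeR at gene level with camera from limma.

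Of 15 measured imprinted genes, 7 were higher and 1 lower in Smg5−/− cells (9 and 2 adjusted over the list alone), 2 were higher and 3 lower in Smg6−/− cells (2 and 6), and 1 was higher and 6 lower in Upf1HM cells (2 and 7). H19 had log2 fold changes of 4.54, 1.53 and −3.80, and Rian of 1.48, −1.60 and −1.64. The camera test gave adjusted p = 0.0218, 0.0843 and 0.00682, and adjusted p = 0.382, 0.422 and 0.331 with an estimated correlation. Its Smg5−/− call was lost with limma-voom (0.0557), all 12 libraries in one fit (0.0728) and without Ctrl replicate 2 (0.0716).

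Of 21 p53 target genes, 1 was higher and 9 lower in Smg5−/− cells (1 and 10 adjusted over the list alone), 0 and 4 in Smg6−/− cells (0 and 8) and 0 and 3 in Upf1HM cells (0 and 7). Eda2r had log2 fold changes of −7.15, −6.11 and −7.63, with 52.1 CPM in Ctrl replicate 2 against 3.52 and 1.53 in the other Ctrl libraries. Camera gave adjusted p = 0.0249, 0.00513 and 0.00157, and adjusted p = 0.693, 0.55 and 0.517 with an estimated correlation. Without Ctrl replicate 2 the Smg5−/− call was lost (0.0501).

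Of 24 genes of the integrated stress response, 2 were higher and 4 lower in Smg5−/− cells (2 and 4 adjusted over the list alone), 1 and 4 in Smg6−/− cells (1 and 14) and 0 and 3 in Upf1HM cells (0 and 9). Camera gave adjusted p = 0.244, 0.00089 and 0.000754, and adjusted p = 0.848, 0.55 and 0.559 with an estimated correlation. The Smg6−/− call was lost without Ctrl replicate 2 (0.0507). Of the 3 GADD45 genes, 2, 1 and 1 were higher (2, 1 and 1 adjusted over the list alone), with Gadd45b at 2.44, 1.74 and 1.20 (camera adjusted p = 0.00775, 0.105 and 0.179, and adjusted p = 0.258, 0.456 and 0.477 with an estimated correlation; in Smg5−/− cells 0.0682 with limma-voom and 0.0753 with all 12 libraries in one fit).

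Of 15 germline genes, 2 were higher and 3 lower in Smg5−/− cells (2 and 3 adjusted over the list alone), 5 and 0 in Smg6−/− cells (9 and 0) and 0 and 0 in Upf1HM cells (0 and 0), with Asz1 at 1.98 in Smg6−/− cells. Camera gave adjusted p = 0.623, 2.94e-05 and 0.888, and adjusted p = 0.891, 0.456 and 0.964 with an estimated correlation. Of 7 trophectoderm genes, 3, 3 and 0 were higher and 0, 0 and 4 lower (3, 3 and 0, and 0, 0 and 5 adjusted over the list alone), with camera adjusted p = 0.603, 0.221 and 0.000997, and adjusted p = 0.809, 0.469 and 0.124 with an estimated correlation. In Smg6−/− cells this list had a median of 0.02, a mean just under 0 and a camera direction upward.

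Of 3 neuroectoderm genes, all 3 were lower in Smg6−/− cells (3 adjusted over the list alone), 1 was higher in Smg5−/− cells and 0 passed in Upf1HM cells (1 and 0 adjusted over the list alone), with camera adjusted p = 0.603, 0.000287 and 0.487, and adjusted p = 0.693, 0.145 and 0.675 with an estimated correlation. In Smg5−/− cells the median was 0.29 and the mean −0.10. Of 3 endoderm genes, 1 was lower in Smg5−/−, 1 higher in Smg6−/− and 1 lower in Upf1HM cells (the same counts adjusted over the list alone), with Col4a1 at 1.30 in Smg6−/− and −1.46 in Upf1HM cells, camera adjusted p = 0.606, 0.071 and 0.0465, and adjusted p = 0.766, 0.422 and 0.331 with an estimated correlation. The Upf1HM call was lost with limma-voom (0.111), all 12 libraries in one fit (0.129) and without Ctrl replicate 1 (0.062) or Upf1HM replicate 3 (0.124). In Smg5−/− cells the median was 0.13 and the mean −0.33.

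Of 9 exon junction complex genes, 2 were higher and 2 lower in Smg5−/− cells (2 and 3 adjusted over the list alone) and 0 passed in the other genotypes (0 adjusted over the list alone), with camera adjusted p = 0.606, 0.776 and 0.403. Of 9 formative and primed pluripotency genes, 2 were higher and 2 lower in Smg5−/− (3 and 2 adjusted over the list alone), 0 and 2 in Smg6−/− (1 and 2) and 0 and 3 in Upf1HM cells (1 and 4), with camera adjusted p = 0.903, 0.577 and 0.487, a median of 0.08 and a mean of −0.22 in Upf1HM cells. Of 4 interferon response genes 1, 0 and 0 were higher and 0 lower (1, 0 and 1 higher and 0, 0 and 1 lower adjusted over the list alone), with camera adjusted p = 0.606, 0.695 and 0.645, and means of −0.10 and −0.23 beside medians of 0.12 and 0.26 in Smg6−/− and Upf1HM cells. Of 1 measured mesendoderm gene 1 was lower in Smg5−/− cells (1 adjusted over the list alone) and 0 passed in the others. Of 1 fibroblast or feeder marker and 1 2-cell-like gene, 0 passed over all genes tested (1 lower in Smg6−/− and 1 higher in Smg5−/− cells adjusted over the list alone).

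Naive pluripotency genes had camera adjusted p = 0.0106 in Smg6−/− and 0.0901 in Upf1HM cells, and adjusted p = 0.456 and 0.579 with an estimated correlation. For them the Smg6−/− call was lost without Ctrl replicate 3 (0.166). Of the histone list, which also holds replacement histone genes, 1 gene was lower in Smg6−/− and 1 in Upf1HM cells (1 and 1 adjusted over the list alone), in both the replacement linker histone gene H1f0 (log2 fold changes of −1.06 and −1.77), with camera adjusted p = 0.0492 and 0.179, and adjusted p = 0.55 and 0.731 with an estimated correlation. The histone call in Smg6−/− cells was lost without Ctrl replicate 2 (0.215) and without Smg6−/− replicate 2 or 3 (0.0532 and 0.0509). It was also lost with DESeq2 (0.0767), no scaling beyond library size (0.0523), at least 1 CPM in at least 3 libraries (0.0518) and all 12 libraries in one fit (0.0695). Libraries thinned to equal totals, chosen after the data were seen, lost it too (0.0515). Of the end joining genes, 3 were higher and 1 lower in Smg6−/− cells (4 and 1 adjusted over the list alone) and 3 and 1 in Upf1HM cells (3 and 1), with camera adjusted p = 0.52 and 0.179. The call of the other splicing regulators in Smg6−/− cells was lost without Ctrl replicate 2 (0.0507).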
